# Identification of Ephrin type-B receptor 4 as a critical mediator of tissue fibrosis

**DOI:** 10.1172/jci.insight.189156

**Published:** 2025-12-22

**Authors:** Brian Wu, Starlee S. Lively, Shabana Vohra, Noah Fine, Chiara Pastrello, Anca Maglaviceanu, Osvaldo Espin-Garcia, Evan Pollock-Tahiri, Sayaka Nakamura, Paramvir Kaur, Keemo Delos Santos, Jason S. Rockel, Pratibha Potla, Himanshi Gupta, Poulami Datta, Laura Tang, Jacob Kwon, Akihiro Nakamura, Matthew B. Buechler, Rajiv Gandhi, Jiangping Wu, Boris Hinz, Igor Jurisica, Mohit Kapoor

**Keywords:** Cell biology, Pulmonology, Fibrosis

## Abstract

Pulmonary fibrosis (PF) is a pathology associated with interstitial lung diseases (ILDs), including idiopathic pulmonary fibrosis (IPF). Fibrosis promotes continual secretion of extracellular matrix (ECM), producing nonfunctional scar tissue and causing organ failure. This study investigated the tyrosine kinase receptor Ephrin type-B receptor 4 (EphB4) as a mediator of PF. To this end, we generated mice with conditional *Col1a2-*driven deletion of *Ephb4* and used a preclinical mouse model of PF, total and single nuclei RNA (snRNA) sequencing, NanoString, previously published single-cell data, computational analysis, and functional assays of mouse and human healthy control and IPF lung fibroblasts. *Col1a2*-Cre*^ERT^*–driven *Ephb4* deletion, or EphB4 inhibition via NVP-BHG712, markedly protected against bleomycin-induced PF. Total RNA-Seq of fibroblasts isolated from *Ephb4*-deficient fibrotic mouse lungs exhibited reduced expression of ECM, ER Cargo, and protein trafficking–related genes. NVP-BHG712 reduced expression of these identified genes in mouse lung fibroblasts under fibrotic conditions in vitro. snRNA-Seq of mouse lungs treated with NVP-BHG712 identified transcriptomic changes of ECM genes in specific fibroblast subpopulations. RNA-Seq, computational, and functional assays using mouse and human IPF fibroblasts identified elastin as a key mediator involved in EphB4 signaling. Combined, our data show that EphB4 is a crucial mediator of PF.

## Abstract 2

For the first time, the EphB4 receptor has been identified as a crucial mediator of pulmonary fibrosis that regulates genes involved in ECM organization, ER cargo concentration and protein trafficking in fibroblasts.

## Introduction

Pathological overactivation of tissue repair facilitates fibrosis, causing irreversible tissue damage that can lead to organ failure and patient mortality (1). Pulmonary fibrosis (PF) is characterized by excessive extracellular matrix (ECM) deposition that severely impairs oxygen exchange and deteriorates health. Idiopathic PF (IPF) and systemic sclerosis–related interstitial lung disease (SSc-ILD) are 2 diseases where PF is a primary pathology causing patient mortality (2). Advancements in PF research have led to the approval of growth factor receptor inhibitors nintedanib and pirfenidone for the treatment of IPF, along with the subsequent repurposing of nintedanib for the treatment of progressing fibrotic ILDs (3–5). Both nintedanib and pirfenidone inhibit multiple receptors in epidermal and connective tissue cells (fibroblasts), which has accelerated the investigation of epithelial and connective tissue in fibrogenesis (3–5). Despite significant therapeutic advancements, current interventions neither halt nor reverse PF. Deciphering disease mechanisms underlying fibrosis will help uncover novel therapeutic avenues to improve patient outcomes.

Erythropoietin-producing hepatocellular receptor interacting protein (Ephrin) and Eph receptors are unique protein families that undergo bidirectional signaling, where ligand-receptor interactions initiate downstream signaling from both the receptor (forward signaling) and ligand (reverse signaling) (6). The Ephrin-B2 ligand and EphB4 receptor signaling axis mediates angiogenesis and vasculogenesis in prenatal development by regulating cell migration via actin cytoskeletal remodeling pathways (6). Further evidence suggests that Ephrin-B2 may play a key role in pulmonary, cardiac, skin, and hepatic fibrosis (7–9). Release of the soluble Ephrin-B2 active ectodomain into lung tissue, modulated by a disintegrin and metalloproteinase domain-containing protein 10 (ADAM10), was shown to promote fibrosis (7). Furthermore, siRNA targeting of EphB4 abrogates soluble Ephrin-B2–mediated fibrotic responses in pulmonary fibroblasts in vitro (7). While EphB4 was proposed as a target of Ephrin-B2–mediated profibrotic responses in vitro, to the best of our knowledge, the exact role of EphB4 signaling in PF is yet to be investigated.

To study the role of EphB4 receptor in PF, we used a preclinical PF mouse model, total RNA-Seq and snRNA-Seq, NanoString, previously published single cell data, integrative computational biology analysis, and functional assays using primary mouse and human lung fibroblasts (Figure 1). We generated mice with conditional deletion of *Ephb4* in *Col1a2*-expressing cells, including fibroblasts, to show that *Ephb4* deletion reduced the severity of bleomycin-induced PF. This protective antifibrotic phenotype was replicated using the pharmacological EphB4 inhibitor NVP-BHG712. High-throughput RNA-Seq of lung fibroblasts derived from bleomycin-treated mice showed that *Ephb4* deletion induced downregulation of key genes associated with ECM regulation, protein trafficking, and endoplasmic reticulum (ER) cargo concentration. NanoString analysis on mouse lung fibroblasts treated with EphB4 inhibitor also indicated a reduction in the expression of key ECM, protein trafficking, and ER cargo genes. snRNA-Seq identified 4 fibroblast subclusters in the lungs of bleomycin-treated mice. Elastin (*ELN*) expression was higher in identified fibroblast subclusters 1 and 2, and *ELN* expression was reduced with EphB4 inhibition under bleomycin condition. Total RNA-Seq identified *ELN* as the most differentially expressed ECM gene in primary human lung fibroblasts isolated from patients with IPF, which also exhibited significant downregulation in response to EphB4 inhibition. Integrated computational analysis of mouse and human fibroblast total RNA-Seq data identified *ELN* as a crucial EphB4 signaling target. TGF-β1–induced ELN expression was reduced by inhibition or silencing of EphB4 in human IPF fibroblasts. Similarly, ELN was reduced in bleomycin-treated mouse lungs following pharmacological inhibition or genetic *Ephb4* deletion. This study suggests what we believe to be a novel mechanism by which EphB4 signaling contributes to PF.

## Results

### Genetic deletion of Ephb4 in Col1a2-expressing cells to generate Ephb4 conditional knockout mice.

As part of the pathology of PF, fibroblasts are responsible for the deposition of excessive ECM components, like type I collagen. To examine whether *Ephb4* expression in *Col1a2-*expressing cells (such as fibroblasts) contributes to PF development, floxed *Ephb4* (*Ephb4^tm1.1Jwu^*) mice were crossed with B6.Cg-Tg(*Col1a2*-Cre/ERT,-ALPP)7Cpd mice to generate *Ephb4^f/f^*;*Col1a2-Cre^ERT^* mice (detailed pedigree for the generation of the mouse line is included in Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.189156DS1). *Col1a2-*driven expression of Cre in mice has been used in previous studies to ablate specific genes in fibroblasts (7, 10, 11). PCR genotyping was performed to confirm the presence of *Col1a2*-*Cre^ERT^* in mice exhibiting homozygosity of the floxed *Ephb4* sites (500 bp) compared with the WT *Ephb4* gene (400 bp) (Figure 2A). At 4–5 weeks of age, *Ephb4^f/f^;Col1a2-Cre^ERT^* mice were treated with 4-hydroxytamoxifen (1 mg/day for 5 days) to induce *Ephb4* gene deletion in *Col1a2*-expressing cells, including fibroblasts, or with corn oil (vehicle). Sustained knockdown of *Ephb4* expression was confirmed at both mRNA and protein levels in primary lung fibroblasts isolated 7 days after the final 4-hydroxytamoxifen administration (Figure 2B). No significant reduction in the expression of EphB4 was observed in other cell types examined, such as macrophages and endothelial cells (Supplemental Figure 2, A and B). Additionally, cell culturing of primary lung fibroblasts to passage 1 (P1) yielded high purity of fibroblast populations (Supplemental Figure 2, C and D). Thus, *Ephb4* conditional KO (CKO) mice permit 4-hydroxytamoxifen–inducible deletion of *Ephb4* in *Col1a2-*expressing cells (herein referred to as *Ephb4*-CKO mice), including fibroblasts, compared with control mice treated with corn oil (*Ephb4* control mice).

### Ephb4-CKO mice are protected against the development of PF.

*Ephb4*-CKO and *Ephb4* control mice were subjected to intratracheal instillation of bleomycin to induce PF, with PBS used as a corresponding bleomycin control (Figure 2C). Mouse lungs were collected 14 days later to assess collagen content using Gomori’s One Step Trichrome blue collagen stain. As shown in Figure 2D, collagen content was comparable in both *Ephb4-*CKO and *Ephb4* control lungs treated with PBS. After bleomycin challenge, *Ephb4*-expressing control mice showed a striking increase in collagen staining, indicating development of PF. Interestingly, this effect was not readily observed in *Ephb4-*CKO mice treated with bleomycin. Instead, deletion of *Ephb4* resulted in a marked decrease in PF severity and reduced the number of lobes exhibiting fibrosis, as determined by Ashcroft scoring and collagen staining quantification (Figure 2D and Supplemental Table 1) (12). Next, IHC staining of αSMA (gene name *Acta2*), a marker of activated fibroblasts associated with fibrosis (13), was examined. As expected, PBS control treatment yielded minimal αSMA staining in mouse lungs of *Ephb4*-CKO and control mice. Bleomycin treatment induced strong αSMA staining in *Ephb4* control mice with substantially weaker staining in *Ephb4-*CKO mice (Figure 2E). Furthermore, periostin staining was also reduced in the lungs of *Ephb4*-CKO compared with control mice, indicating a protective phenotype in mouse lungs with *Ephb4* ablation (Supplemental Figure 3A). Intriguingly, the antifibrotic phenomenon of *Ephb4* deletion in lung fibroblasts after bleomycin challenge was maintained in vitro. Primary lung fibroblasts derived from bleomycin-treated *Ephb4-*CKO mice also exhibited reduced αSMA *Acta2* and type I collagen (*Col1a1*) gene expression compared with bleomycin-treated *EphB4* control mice (Figure 2F). Taken together, it appears that *Ephb4* in lung fibroblasts plays an important role in PF development.

We next wanted to determine if *Ephb4* CKO had a similarly altered response of fibroblasts in another form of fibrosis. To this aim, we examined a skin fibrosis model. We first confirmed knockdown of *Ephb4* expression at both mRNA and protein levels in skin fibroblasts from *Ephb4*-CKO and *Ephb4* control mice (Supplemental Figure 4A). After *Ephb4* knockdown, mice received daily s.c. bleomycin injections (0.5 U/mL) for 21 days (Supplemental Figure 4B). Skin samples were then collected 22 days after *Ephb4* knockdown and subjected to histological Gomori’s trichrome staining. No differences were observed in fibrosis severity and dermal thickening (Supplemental Figure 4C). Thus, the antifibrotic effect of *Ephb4* CKO observed in PF was not observed in the bleomycin-induced model of skin fibrosis, suggesting that the effects of *Ephb4* ablation in fibroblasts may depend on the type of tissue/organ and the tissue microenvironment.

### Total RNA-Seq identifies downregulation of ECM, ER cargo concentration, and protein trafficking–related transcriptome in lung fibroblasts from Ephb4-CKO mice.

To elucidate the effects of *Ephb4* ablation on the lung fibroblast transcriptome in the context of PF, total RNA-Seq was performed on lung fibroblasts isolated from *Ephb4* CKO (or *Ephb4* control mice) 2 weeks after bleomycin (or PBS) challenge (Figure 3A). 

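Fibroblasts were cultured from the lungs of Ephb4f/f;Col1a2-CreERT mice, in which 4-hydroxytamoxifen, given on 5 days, removes Ephb4 from Col1a2-expressing cells (Ephb4 CKO), and from mice of the same genotype given corn oil (Ephb4 control). Mice received bleomycin, a drug that injures the lung and is followed by fibrosis, at 1.2 U/kg into the trachea, or PBS, and the lungs were taken on day 14. The 17 libraries, each from 1 mouse, comprised 4 Ephb4 control mice given PBS, 4 Ephb4 control mice given bleomycin, 5 Ephb4 CKO mice given PBS, and 4 Ephb4 CKO mice given bleomycin (the numbers in the paper's methods; the legend of Figure 3 gives 4 per group). Total RNA was depleted of ribosomal RNA and sequenced as strand-specific paired-end reads of 75 bp. The authors aligned the reads to GRCm38 with HISAT2 and took gene counts from StringTie through the script supplied with it, which computes a whole number from transcript coverage, transcript length and read length rather than counting reads one by one. The deposited table holds these counts for 55421 genes, without normalization. The total count per library ranged from 74005256 to 109540398 (median 91946393) in Ephb4 control mice given PBS and from 88854733 to 120554468 (median 94954552) in Ephb4 control mice given bleomycin. In Ephb4 CKO mice it ranged from 66540022 to 110245390 (median 91145392) after PBS and from 87693246 to 105277052 (median 94312784) after bleomycin, so depth did not separate the groups. As in the paper's methods, genes with a CPM above 10 (counts per library scaled to a common total) in at least 2 samples were kept, which left 10481 genes. All 17 libraries were fitted together in edgeR with 1 mean per group and TMM normalization, and each comparison was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the genes kept. The paper adds the batch number as a covariate, but its text does not name the batch of each library, so the fit has no batch term. Between 18.1% and 35.2% of the counts in a library fell on 8 abundant noncoding RNA genes. The CPM of Xist and of 4 genes of the Y chromosome went against the sex recorded for 3 libraries, Ephb4 control bleomycin mouse 2 and Ephb4 CKO bleomycin mice 1 and 2.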

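Ephb4 (ENSMUSG00000029710), the targeted gene, lies on chromosome 5 of GRCm38 from 137350109 to 137378669 on the forward strand. Its level was 15.9 ± 15.2 CPM (SD, n = 4; 2.33 to 33.2) in Ephb4 control mice given PBS and 9.67 ± 8.10 CPM (SD, n = 5; 4.01 to 23.6) in Ephb4 CKO mice given PBS. After bleomycin it was 38.4 ± 21.2 CPM (SD, n = 4; 13.1 to 64.7) in Ephb4 control mice and 9.65 ± 3.71 CPM (SD, n = 4; 4.94 to 14.0) in Ephb4 CKO mice, and the ranges overlapped in both comparisons. The log2 fold change of Ephb4 CKO versus control after bleomycin was -2.0 (standard error 0.79), with an adjusted p of 0.220 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A 2-sided exact permutation test of log2 CPM gave p = 0.0571, where 0.0286 is the smallest p that 4 mice against 4 allow. After PBS the log2 fold change was -0.73 (standard error 0.72), with an adjusted p of 1.00 from edgeR's quasi-likelihood test, and the exact permutation test gave p = 0.786, where 5 mice against 4 allow 0.00794. The PBS difference depended on single mice, as it was -0.05 without Ephb4 control PBS mouse 3 and -1.38 without Ephb4 CKO PBS mouse 2. Without these mice the group means were 10.2 CPM in Ephb4 control and 6.19 CPM in Ephb4 CKO mice given PBS. The alternative that moved the bleomycin difference most was the mean level of macrophage genes as a covariate, with which the log2 fold change was -0.60.

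**Figure D1:**
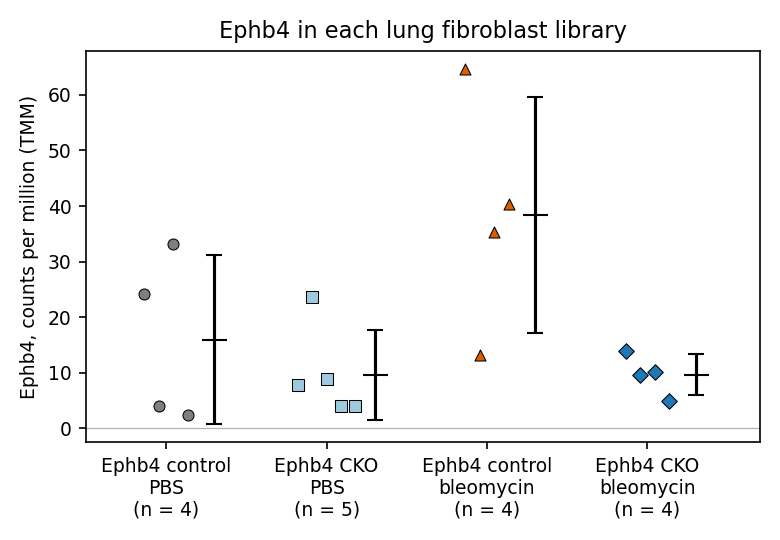
CPM of Ephb4 (vertical axis, TMM-normalized) in each of the 17 libraries, by group. Each symbol is 1 mouse, and the bar beside each group gives the mean and SD. Ephb4 CKO mice given bleomycin lie between 4.94 and 14.0 CPM and Ephb4 control mice given bleomycin between 13.1 and 64.7 CPM.

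The content of the cultures was described with marker genes. The mean log2 CPM of 14 fibroblast genes (among them Col1a1, Col3a1 and Pdgfra) was 3.92 ± 3.20 (SD, n = 4) in Ephb4 control mice given PBS, 3.66 ± 1.74 (SD, n = 5) in Ephb4 CKO mice given PBS, 8.55 ± 0.53 (SD, n = 4) in Ephb4 control mice given bleomycin, and 4.58 ± 2.25 (SD, n = 4) in Ephb4 CKO mice given bleomycin. The mean log2 CPM of 19 macrophage genes (among them Lyz2, Cd68 and Ptprc) was 8.31 ± 0.77, 8.79 ± 0.63, 7.27 ± 1.74 and 8.89 ± 0.16 in the same order of groups. Between Ephb4 CKO and control mice given bleomycin, neither the fibroblast nor the macrophage values overlapped (exact permutation test, 2-sided, p = 0.0286 for each, 0.171 after Benjamini-Hochberg adjustment over 12 comparisons of marker scores).

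**Figure D2:**
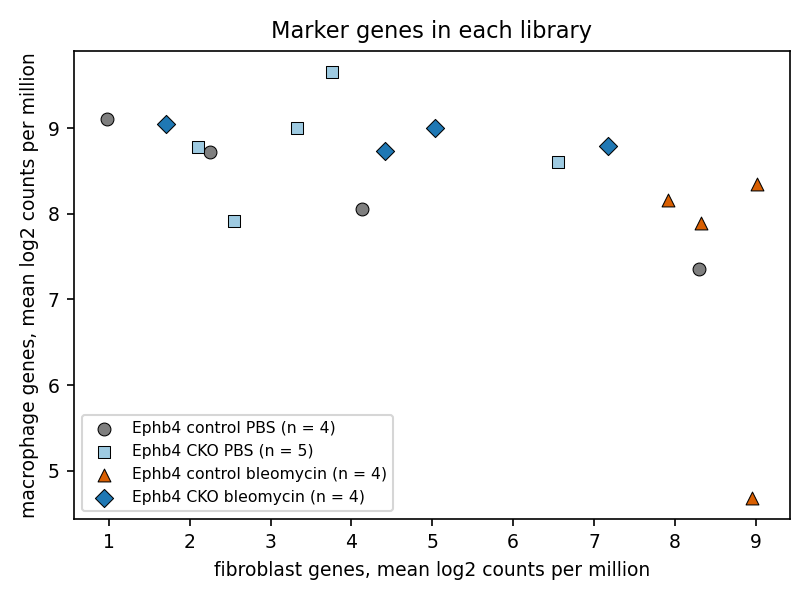
Mean log2 CPM of the fibroblast genes (horizontal axis) and of the macrophage genes (vertical axis) in each of the 17 libraries. Each symbol is 1 mouse. The 4 Ephb4 control mice given bleomycin lie between 7.92 and 9.02 on the fibroblast axis and the 4 Ephb4 CKO mice given bleomycin between 1.71 and 7.17, and Ephb4 control bleomycin mouse 1 has the lowest macrophage value, 4.68.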

First, the effects of bleomycin on lung fibroblast transcriptome were examined by comparing *Ephb4* control mice (bleomycin versus PBS) 2 weeks after bleomycin treatment. 

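For bleomycin versus PBS in Ephb4 control mice (4 versus 4), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 0 of 10481 genes an adjusted p under 0.05, and the smallest adjusted p was 0.118. At an unadjusted p under 0.05 there were 1494 genes (658 higher and 836 lower after bleomycin), where 524 would be expected by chance. The number of genes called depended on the tool. DESeq2 with its default settings and no batch term called 166 genes (98 higher and 68 lower). The alternative that moved the number most was DESeq2 with the 2 sorted runs of columns in the deposited table as a covariate and with the comparison of genotypes after bleomycin adjusted together with this one, which called 257 genes (155 higher and 102 lower); it was added after a trial fit had been seen to give these numbers, which are the paper's. Leaving out 1 mouse at a time gave 0 genes in 16 of 17 fits and 2 genes without Ephb4 CKO bleomycin mouse 2, which belongs to neither group but enters the shared estimate of the spread. Disp1 (ENSMUSG00000030768, chromosome 1 from 183086266 to 183221522 of GRCm38, reverse strand) rose from 6.91 ± 0.87 CPM (SD, n = 4) to 17.0 ± 1.80 CPM (SD, n = 4), a log2 fold change of 1.30 (standard error 0.22, adjusted p = 0.118 from edgeR's quasi-likelihood test), and its adjusted p was 0.0479 without Ephb4 CKO bleomycin mouse 2. Ralgapa2 (ENSMUSG00000037110), on chromosome 2 from 146239879 to 146512344, fell from 43.0 ± 7.66 CPM to 20.0 ± 2.88 CPM, a log2 fold change of -1.10 (standard error 0.18, adjusted p = 0.118 from edgeR's quasi-likelihood test). Marco, a macrophage receptor gene, had a log2 fold change of -5.47 (standard error 1.40, adjusted p = 0.268 from edgeR's quasi-likelihood test); its mean was 906 CPM in PBS (441 without Ephb4 control PBS mouse 2) and 20.4 CPM after bleomycin (12.5 without Ephb4 control bleomycin mouse 4). In each of these 3 genes the 4 bleomycin libraries lay on one side of the 4 PBS libraries. Over the 50 genes of Supplemental Table 2C, the fitted log2 fold change had the sign of the paper's in 50 (r = 0.998 across genes, which are not independent replicates). All 4 bleomycin mice but 1 of the 4 PBS mice have animal numbers of series 12, so the number series and bleomycin are nearly confounded here; with the series as a covariate edgeR called 0 genes, and 628 had an unadjusted p under 0.05.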

A total of 257 differentially expressed genes (DEGs; false discovery rate [FDR] *q* < 0.05) were identified (155 upregulated and 102 downregulated) in bleomycin-treated *Ephb4* control mice compared with PBS-treated *Ephb4* control mice. No DEGs were identified in lung fibroblasts from *Ephb4* control and *Ephb4-*CKO mice after PBS treatment. 

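For Ephb4 CKO versus control mice given PBS (5 versus 4), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of 10481 genes, and the smallest adjusted p was 1.00. At an unadjusted p under 0.05 there were 209 genes (150 higher and 59 lower in Ephb4 CKO), fewer than the 524 expected by chance. DESeq2 without a batch term called 1 gene. No fit that left out 1 mouse called a gene, and none did with sex or the number series of the animals as a covariate.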

We next examined the effect of *Ephb4* ablation on bleomycin-induced gene expression in lung fibroblasts. When Ephb4-CKO and *Ephb4* control mice challenged with bleomycin were compared, 317 DEGs were identified (103 upregulated and 214 downregulated) in lung fibroblasts from bleomycin-challenged *Ephb4*-CKO mice (Figure 3, B and C), suggesting that the effects of *Ephb4* ablation in lung fibroblasts are unique to fibrotic conditions. 

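For Ephb4 CKO versus control mice given bleomycin (4 versus 4), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 0 of 10481 genes an adjusted p under 0.05, with a smallest adjusted p of 0.187. At an unadjusted p under 0.05 there were 2119 genes (1157 higher and 962 lower in Ephb4 CKO), against 524 expected by chance. DESeq2 without a batch term called 399 genes (145 higher and 254 lower). With the columns' 2 sorted runs as a covariate and both bleomycin comparisons adjusted together, the same setting added after a trial fit, DESeq2 called 317 genes (103 higher and 214 lower). The setting that moved the number most was limma voom with sample quality weights, which called 4651 genes (2221 higher and 2430 lower) and gave the highest weights, 8.25 and 7.20, to Ephb4 control bleomycin mice 3 and 4; voom without these weights called 0 genes. With 1 mouse left out at a time, edgeR called 0 genes in 16 of 17 fits and 1 gene without Ephb4 control bleomycin mouse 2, Mbd1. Without the 3 libraries whose sex genes went against the labels, edgeR called 0 genes, with 1682 at an unadjusted p under 0.05.
Mbd1 (ENSMUSG00000024561, chromosome 18 of GRCm38 from 74267605 to 74282732, forward strand) was 92.9 ± 28.1 CPM (SD, n = 4) in Ephb4 control and 39.6 ± 2.85 CPM (SD, n = 4) in Ephb4 CKO mice given bleomycin, a log2 fold change of -1.23 (standard error 0.21, adjusted p = 0.187 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p was 0.0441 in the fit that called it. Among the genes that were higher, Rin2 (ENSMUSG00000001768) rose from 52.0 ± 11.3 to 127 ± 38.7 CPM, a log2 fold change of 1.29 (standard error 0.28), Ralgapa2 had a log2 fold change of 0.98 (standard error 0.18), and Pank2 had one of 0.40 (standard error 0.10), each with an adjusted p of 0.187 from edgeR's quasi-likelihood test. In these 4 genes no Ephb4 CKO library overlapped an Ephb4 control library. Marco had a log2 fold change of 3.92 (standard error 1.30, adjusted p = 0.208 from edgeR's quasi-likelihood test), but its groups overlapped, and within the animals of number series 12 alone (4 control and 2 CKO) the value was -0.51. The fitted log2 fold change had the sign of the paper's in 51 of the 51 genes of Supplemental Table 2A and in 50 of the 50 genes of Supplemental Table 2B.
Whether the effect of Ephb4 ablation differed between bleomycin and PBS was tested as an interaction. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of 10481 genes had an adjusted p under 0.05 for the interaction (smallest 0.916), and 363 genes had an unadjusted p under 0.05 (198 higher and 165 lower).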

The list of top DEGs identified can be found in Supplemental Table 2 and the full sequencing dataset can be accessed online on the GEO data repository (GSE205612).

Next, we used pathDIP (14) to identify pathways enriched in the up- and downregulated DEG lists of *Ephb4* CKO lung fibroblasts relative to their *Ephb4* control counterparts under bleomycin challenge (Supplemental Table 3). A subset of 31 upregulated DEGs were uniquely enriched for 8 pathways, and a subset of 57 downregulated DEGs were uniquely enriched for 11 pathways. Upregulated DEGs were uniquely enriched for pathways associated with phospholipid and lipid metabolism, cytokine signaling, and IL signaling. 

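The 11 ECM genes listed in Supplemental Table 2D (Col11a1, Eln, Itga5, Itgb1, Lamc1, Lox, Loxl2, P3h1, P4hb, Pxdn and Tll1) were all lower in Ephb4 CKO than in Ephb4 control mice given bleomycin, with a median log2 fold change of -2.80. The 4 ER cargo genes (Cnih1, Lman1, Sec23a and Sec24d) had a median of -1.12, from -1.55 (Sec23a) to -0.60 (Cnih1). The 7 protein transport genes (Arcn1, Arf4, Copb2, Copg1, Kdelr2, Tuba1a and Tubb6) had a median of -0.78, with Tuba1a lowest (-1.64). Tuba1a is one of several near-identical tubulin genes, between which the authors' counting could split reads, so its value is uncertain. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all 10481 genes, 0 of the 22 genes had an adjusted p under 0.05 (0.187 to 0.248). Adjusted over the list alone, it was under 0.05 in 10 of 11 ECM genes, 4 of 4 ER cargo genes and 7 of 7 protein transport genes; the study chose these genes on the same libraries, so this is not independent evidence. The ECM and ER cargo medians changed most with the mean level of the fibroblast genes as a covariate, an alternative added after the marker genes had been seen, which gave -1.20 and -0.74, and the protein transport median with that of the macrophage genes, which gave -0.48. Both mean levels were themselves apart between the genotypes, so these values do not tell the content of the cultures from a direct effect. The class I antigen processing genes were not tested as a list of their own.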

Among the downregulated genes, 11 were associated with ECM organization, 7 with protein trafficking, 4 with ER cargo concentration, and 12 with class I–mediated antigen processing and presentation. Gene set enrichment analysis (GSEA) using both Reactome and Gene Ontology Biological Process databases showed that downregulated genes were also mainly enriched for ECM and collagen organization pathways, while upregulated genes showed enrichment for innate immune response and cytokine signaling (Supplemental Table 4). 

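The Reactome and Gene Ontology collections were not used here. In their place, gene lists fixed by name were tested with camera (limma, preset inter-gene correlation of 0.01) on the comparison of Ephb4 CKO with control mice given bleomycin, as 14 lists with Benjamini-Hochberg adjustment. Of the 24 collagen chain genes kept, 23 were lower in Ephb4 CKO, 22 of them by more than 1.5-fold, with a median log2 fold change of -2.73 (camera, adjusted p = 1.3e-06), and 9 had an unadjusted p under 0.05. Of the 18 chemokine genes kept, 15 were higher, with a median of 0.91 (camera, adjusted p = 0.603). All 19 macrophage genes were higher, with a median of 1.26 (camera, adjusted p = 1.28e-06), of which 7 had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. The fry test, which estimates the correlation between genes, gave adjusted p-values of 0.0359 for the collagen chain genes and 0.0463 for the macrophage genes, and camera with an estimated correlation gave 0.209 and 0.213. Without Ephb4 control bleomycin mouse 1 the median of the macrophage genes was 0.91, 2 of the 19 genes were lower, and 2 had an unadjusted p under 0.05; this number was also 2 without Ephb4 control bleomycin mouse 4 and without Ephb4 CKO bleomycin mouse 4. After PBS, 12 of the 18 chemokine genes (median 1.93) and 17 of the 19 macrophage genes (median 0.41) were also higher in Ephb4 CKO. Camera at the preset correlation gave adjusted p-values of 0.0235 and 0.00993. With an estimated correlation camera gave 0.588 for each, and fry gave 0.862 for each. Of the 24 collagen chain genes, 21 were lower after PBS, with a median of -0.96 (camera, adjusted p = 0.981).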

The unique enriched gene-pathway associations identified using pathDIP (14) were visualized in an interaction map using NAViGaTOR (15) (Figure 3D).

The list of gene-pathway associations was used to identify cellular processes that *Ephb4* might regulate under fibrotic conditions. Unique DEGs downregulated in lung fibroblasts from *Ephb4-*CKO mice challenged with bleomycin were associated with ECM-relevant processes, including collagen formation and crosslinking, elastic fiber formation, fibronectin matrix formation, or ECM organization as well as genes related to protein trafficking and ER cargo concentration–related processes (Figure 3E). 

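Tested as lists by camera in the same comparison, the ECM genes were lower in Ephb4 CKO with an adjusted p of 3.71e-07, the protein transport genes with 1.28e-06 and the ER cargo genes with 7.11e-05. With an estimated correlation between genes (0.389 in the ECM, 0.506 in the protein transport and 0.528 in the ER cargo list), camera gave an adjusted p of 0.0678 for each of the 3 lists. The fry test gave adjusted p-values of 0.00206, 8.04e-04 and 0.00103. Since the lists were drawn by the study from the DEGs of these libraries, the p-values describe the lists and are not an independent test.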

Interestingly, of the 11 downregulated DEGs associated with ECM organization identified, many have been documented as prominent profibrotic mediators, including: prolyl 4-hydroxylase beta polypeptide (*P4bh*), integrin b1 (*Itgb1*), integrin a5 (*Itga5*), peroxidasin (*Pxdn*), lysl oxidase like 2 (*Loxl2*), lysl oxidase (*Lox*), type XI collagen (*Col11a1*), tolloid like 1 (*Tll1*), and *Eln* (16–21). 

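Lox (ENSMUSG00000024529), on chromosome 18 of GRCm38 from 52516067 to 52529867 on the reverse strand, was 641 ± 299 CPM (SD, n = 4) in Ephb4 control and 85.9 ± 94.1 CPM (SD, n = 4) in Ephb4 CKO mice given bleomycin (39.5 CPM without Ephb4 CKO bleomycin mouse 2), a log2 fold change of -2.90 (standard error 0.92). Loxl2 (ENSMUSG00000034205), on chromosome 14 from 69609068 to 69695834 on the forward strand, was 337 ± 56.0 and 19.2 ± 18.2 CPM (11.0 CPM without the same mouse), a log2 fold change of -4.14 (standard error 1.56). Col11a1 (ENSMUSG00000027966), on chromosome 3 from 114030540 to 114220718 on the forward strand, was 126 ± 102 CPM in Ephb4 control mice (81.8 without mouse 4) and 2.70 ± 4.70 CPM in Ephb4 CKO mice (0.361 without mouse 2). Its log2 fold change was -5.54 (standard error 2.04), and -8.44 without Ephb4 CKO bleomycin mouse 2. Tll1 had a log2 fold change of -3.08 (standard error 1.46) and was the 1 gene of the list with an unadjusted p above 0.05 in edgeR's quasi-likelihood test. Pxdn fell by 2.80 on the log2 scale (standard error 0.94), with Ephb4 CKO bleomycin mouse 4 below the other 3 mice of its group. Itga5 had a log2 fold change of -1.46 (standard error 0.36); Ephb4 control bleomycin mouse 1 was higher than the other 3 mice of its group, and without it the value was -1.09. Itgb1 had a log2 fold change of -1.0 (standard error 0.31), and P4hb, at 1069 ± 210 CPM in Ephb4 control and 567 ± 40.9 CPM in Ephb4 CKO mice, had one of -0.92 (standard error 0.26). In each of these 8 genes the 4 Ephb4 CKO libraries lay below the 4 Ephb4 control libraries.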

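Of the 22 ECM, ER cargo and protein transport genes, all 22 had lower fitted expression in Ephb4 CKO than in Ephb4 control mice given bleomycin, with a median log2 fold change of -1.42, and 20 were lower by more than 1.5-fold. The other 2 were Copb2 (1.46-fold lower) and Arcn1 (1.34-fold lower). With 1 mouse left out at a time the number over 1.5-fold stayed between 19 and 21, and over the other alternatives between 17 (the mean level of the fibroblast genes as a covariate) and 21. At an unadjusted p under 0.05 there were 21 of 22 genes. Each of the 22 genes had all 4 Ephb4 CKO libraries below all 4 Ephb4 control libraries, a separation in one direction or the other that chance gives a single gene with p = 0.0286 (exact permutation test, 2-sided). Eln (ENSMUSG00000029675) had the lowest fitted log2 fold change of the 22, -7.43 (standard error 2.96, adjusted p = 0.220 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its standard error was also the largest, and with the fibroblast genes as a covariate its log2 fold change was -1.51. The smallest p of the list belonged to Kdelr2, 165 ± 53.9 CPM (SD, n = 4) in Ephb4 control and 62.8 ± 10.1 CPM (SD, n = 4) in Ephb4 CKO mice, with a log2 fold change of -1.40 (standard error 0.28, adjusted p = 0.187 from edgeR's quasi-likelihood test).

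**Figure D3:**
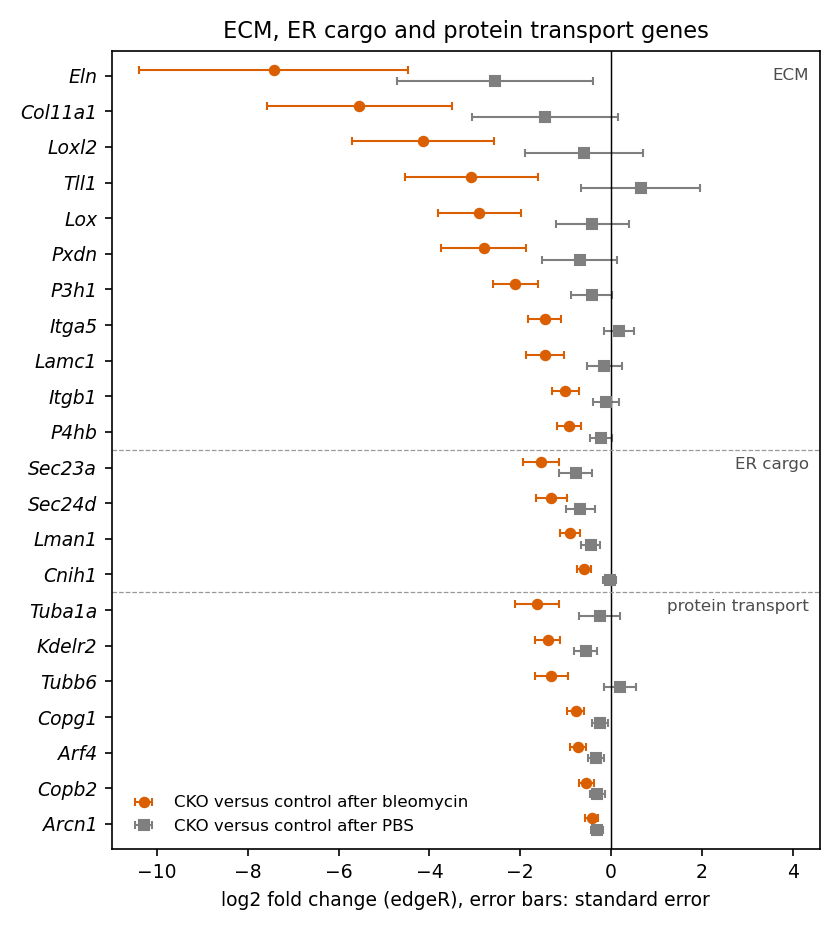
Log2 fold change of Ephb4 CKO versus control (horizontal axis, edgeR) for the 22 ECM, ER cargo and protein transport genes after bleomycin (circles, 4 versus 4 mice) and after PBS (squares, 5 versus 4 mice), with standard errors as bars. After bleomycin all 22 values lie below 0, from -7.43 (Eln) to -0.42 (Arcn1), and after PBS they lie between -2.56 and 0.65.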

Among the ECM, ER cargo and protein trafficking genes, 20 of 22 exhibited a > 1.5-fold change in gene expression in bleomycin-challenged *Ephb4* CKO animals compared with bleomycin-challenged *Ephb4* control mice, with *Eln* having the greatest mean fold change (Figure 3F).

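Genes that mark fibrosis outside these lists were also lower. Col1a1 was 1415 ± 655 CPM (SD, n = 4) in Ephb4 control and 54.7 ± 70.2 CPM (SD, n = 4) in Ephb4 CKO mice given bleomycin (20.5 CPM without Ephb4 CKO bleomycin mouse 2), a log2 fold change of -4.70 (standard error 2.01, adjusted p = 0.228 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Acta2 was 2262 ± 209 and 384 ± 599 CPM (88.7 CPM without the same mouse), a log2 fold change of -2.56 (standard error 1.51, adjusted p = 0.322 from edgeR's quasi-likelihood test), and -4.68 without that mouse. The groups of both genes were apart (exact permutation test, 2-sided, p = 0.0286 for each). With the mean level of the fibroblast genes as a covariate, their log2 fold changes were -0.83 and -0.63. Col1a1 belongs to these fibroblast genes, so part of its smaller change was built in. The mean level was also apart between the genotypes, so neither value tells the content of the cultures from a direct effect. The change of the 22 genes between genotypes was set against that after PBS by the interaction term, which was below 0 in all 22 genes with a median of -1.10. The study drew these genes from the comparison after bleomycin in the same libraries. That choice favors an interaction below 0, so the values and list tests here are not independent evidence. The interaction had an unadjusted p under 0.05 in 6 genes and an adjusted p under 0.05 in 0, over all genes and adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). As lists, the ECM genes and the 22 genes had an adjusted p of 0.0344 for the interaction in the fry test. Camera with an estimated correlation gave 0.0501 for both. The ER cargo genes (0.0768 and 0.100) and the protein transport genes (0.0661 and 0.100) passed neither of these tests. Camera at the preset correlation gave an adjusted p of 2.45e-10 for the ECM genes and 5.92e-16 for the 22 genes. It gave 3.28e-04 for the ER cargo and 1.15e-05 for the protein transport genes. The estimated correlations were far above the preset 0.01 (0.386, 0.406, 0.527 and 0.506 in the same order), so these last p-values carry less weight. The paper takes the downregulated DEGs to the pathways they share (Figure 3, D and E). It also reports GSEA and gives the fold changes of the ECM, ER cargo and protein trafficking genes (Figure 3F). It then states that, under bleomycin, fibroblasts of Ephb4 CKO mice express genes of these programs at a lower level.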

Overall, total RNA-Seq showed that, under fibrotic stimulation (bleomycin treatment), fibroblasts from *Ephb4*-CKO mice compared with *Ephb4* control mice exhibit reduced expression of genes related to fibrosis, ECM organization, ECM remodeling, ER cargo concentration, and protein trafficking.

### Pharmacological EphB4 inhibition reduces mouse lung fibroblast expression of genes related to ECM organization, ER cargo concentration, and protein trafficking.

We next examined whether pharmacological inhibition of EphB4 elicited comparable changes in gene expression (as observed in total RNA-Seq) in primary mouse lung fibroblasts. WT primary lung fibroblasts were isolated from C57BL/6J mice and stimulated with TGF-β1 (or PBS as control) in combination with the EphB4 small molecule inhibitor NVP-BHG712 (or vehicle) (Figure 4A). NVP-BHG712 has previously been shown to decrease EphB4 activity and phosphorylation in vitro and in vivo, including in mouse lung tissue (22). We first confirmed that NVP-BHG712 effectively inhibits phosphorylation of EphB4 in human lung fibroblasts at 250 nM (Supplemental Figure 5) and used this concentration for subsequent experiments. 

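All 47 genes of the NanoString CodeSet were among the 10481 genes kept in the total RNA-Seq. In Ephb4 CKO versus control mice given bleomycin, all 47 were lower, 38 by more than 1.5-fold, with a median log2 fold change of -0.93 and Uba1 changed least (-0.39). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 46 had an unadjusted p under 0.05, 0 an adjusted p under 0.05 over all genes, and 46 an adjusted p under 0.05 when adjusted over the list alone, which is not independent evidence for genes chosen on these libraries. As a list, camera gave an adjusted p of 1.6e-26 and camera with an estimated correlation 0.0678. In bleomycin versus PBS in Ephb4 control mice, 46 of the 47 were higher, with a median of 0.66. This comparison shares the Ephb4 control bleomycin libraries on which the genes were chosen, which favors higher values.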

A NanoString CodeSet of 47 gene targets was designed using our previously identified downregulated DEGs involved in ECM organization, protein trafficking, ER cargo concentration, MHC Class I presentation, and posttranslational protein modification (remaining genes were excluded, including those related to translation). TGF-β1 significantly increased the expression of 25 of the 47 selected genes, with EphB4 inhibition significantly reducing the expression of 19 of 25 of these genes (Supplemental Table 5). Notably, EphB4 inhibition downregulated many genes associated with cellular processes involved in ECM organization (9 of 11), ER cargo concentration (3 of 4), and protein trafficking (6 of 7) (Figure 4B and Supplemental Figure 6). Thus, pharmacological inhibition of EphB4 in mouse lung fibroblasts recapitulated reduced expression of most genes identified in our in vivo *Ephb4-*CKO mouse lung fibrosis model.

### NVP-BHG712 attenuates bleomycin-induced PF in mice.

Since NVP-BHG712 attenuated the expression of key genes involved in ECM organization, ER cargo concentration, and protein trafficking in cultured mouse lung fibroblasts, we next tested its antifibrotic potential in vivo using the bleomycin lung fibrosis mouse model. Seven-week-old WT C57BL/6J mice were intratracheally challenged with bleomycin or PBS (control) and, 5 days later, received NVP-BHG712 (10 μg/kg daily, p.o.) or vehicle (control; N-methyl-2-pyrrolidone plus polyethylene glycol 300 at ratio of 1:9) for 5 days. Lungs were harvested for Gomori’s blue collagen stain histological assessment 14 days after the start of the bleomycin challenge (Figure 5A). As observed in *Ephb4-*CKO mice, WT mice treated with NVP-BHG712 also exhibited reduced severity in the degree of bleomycin-induced lung fibrosis (Figure 5B). Ashcroft lung fibrosis score of affected areas showed reduced fibrosis severity in NVP-BHG712–treated mice, with a mean ± SD disease severity score of 2.48 ± 0.55 compared with 4.05 ± 0.61 in bleomycin challenged, vehicle-treated lungs (Figure 5C). Histomorphometric analysis of lung section images indicated that lung collagen content in NVP-BHG712 treated lungs decreased from 49.7% ± 8.8% to 37.81% ± 6.8% (mean ± SD) per NVP-BHG712–treated animal (Figure 5C). Notably, there was no significant change in Ashcroft scoring or lung collagen quantification in NVP-BHG712–treated mice compared with vehicle-treated mice in the PBS-challenged groups. αSMA and periostin staining was also markedly reduced in NVP-BHG712–treated lungs compared with vehicle-treated controls after bleomycin challenge, with no difference found between PBS-treated controls (Figure 5D and Supplemental Figure 3B). Collectively, these results show that EphB4 pharmacological inhibition in mice confers protection in bleomycin-induced lung fibrosis, similar to the genetic deletion in *Ephb4*-CKO mice.

### Transcriptomic differences in fibroblast subclusters using snRNA-Seq of mouse lungs treated with NVP-BHG712 in the bleomycin model.

Since NVP-BHG712 treatment resulted in reduced PF severity in vivo and reduced expression of ECM genes in mouse lung fibroblasts in vitro, we next conducted snRNA-Seq and bioinformatic analyses on bleomycin or PBS instilled mouse lungs treated with NVP-BHG712 or vehicle to identify lung fibroblast subsets and interrogate the differences in the ECM transcriptome of these fibroblast subsets in response to EphB4 inhibition. A total of 12 mouse lungs (*n* = 3 PBS + vehicle, *n* = 3 PBS + NVP-BHG712, *n* = 3 bleomycin + vehicle and *n* = 3 bleomycin + NVP-BHG712) were subjected to snRNA-Seq. In total, 49,163 nuclei were sequenced and, after filtering, 39,611 nuclei were analyzed. Multiple cell types, including fibroblasts, macrophages, endothelial cells, type I alveolar cells, and type II alveolar cells, were identified based on canonical cell markers (Figure 6, A and B). We next subclustered fibroblasts across all 12 samples, identifying 4 fibroblast subclusters (Figure 6C), which were present in all treatment conditions (Supplemental Figure 7A). A list of genes (*q* < 0.05 and log_2_FC > 0.5) associated with each fibroblast subcluster can be found in Supplemental Table 6. Interestingly, the cellular proportion of fibroblast subcluster 2 increased with the treatment of bleomycin, whereas the proportion of subcluster 0 fibroblasts was decreased with bleomycin treatment. These changes in fibroblast subcluster proportions were ameliorated with NVP-BHG712 treatment. To better understand the cellular annotations of the 4 identified fibroblast subclusters in our dataset, we mapped our data to the markers identified in the previously published single cell studies (23, 24). Using the markers identified in these studies, we mapped the key transcriptomic profiles to our 4 fibroblast subclusters. Our analysis suggests that fibroblast subcluster 0 overlaps with the transcriptomic profiles associated with alveolar fibroblasts, subcluster 1 with adventitial fibroblasts, subcluster 2 with fibrotic fibroblasts, and subcluster 3 with peribronchial fibroblasts (Figure 6D). Furthermore, several genes previously reported to be associated with activated fibroblasts (25) mapped to fibroblast subcluster 2 in our dataset (Supplemental Figure 7B).

Next, we performed pathway enrichment analysis using pathDIP (14) on up-and downregulated genes in response to EphB4 inhibition under bleomycin condition. Results show that both up- and downregulated genes were enriched with multiple pathways (Figure 6E). Notably, downregulated genes were associated with ECM-associated pathways, consistent to our previous findings in this study.

CellChat (26) was next used to investigate the signaling strength and interactions between fibroblast subclusters in NVP-BHG712 compared with vehicle-treated groups under bleomycin condition. CellChat analysis identified multiple ligand-receptor interactions across distinct fibroblast subclusters (Supplemental Figure 8A). Interestingly, collagen-based interactions exhibited one of the highest interaction strengths (Supplemental Figure 8, A and B). While investigating collagen-based interactions specifically in NVP-BHG712 versus vehicle-treated groups under bleomycin condition, the total strength and number of interactions were reduced in response to EphB4 inhibition (Figure 6F)

We then evaluated the expression of all identified downregulated ECM-related genes in each fibroblast subcluster in response to NVP-BHG712 treatment under bleomycin condition. Interestingly, *ELN* expression was identified in all fibroblast subclusters, with subcluster 1 and 2 showing the highest expression. In response to NVP-BHG712 treatment, the expression of *ELN* was reduced (Figure 6G).

Overall, our data have identified ECM transcriptomic changes associated with distinct fibroblast subsets in response to NVP-BHG712 treatment during fibrosis.

### Identifying ELN as an EphB4 signaling partner using tanscriptomic differences in control donor versus IPF human lung fibroblasts treated with NVP-BHG712.

To investigate the relevance of EphB4 inhibition in human fibroblasts, we treated primary human lung fibroblasts from control donors (HLF) and patients with IPF (Supplemental Table 7) with NVP-BHG712 or vehicle for 24 hours and subjected each sample to total RNA-Seq (total 16 samples; *n* = 4/group; Figure 7A). When IPF and HLF fibroblasts were compared under vehicle conditions, 3,108 DEGs (1,569 downregulated and 1,539 upregulated) were identified in the IPF group (Figure 7B). It is notable that the expression of *COL1A1* was significantly increased, and *ELN* was determined as the most upregulated ECM gene.

Next, the transcriptomic differences elicited by EphB4 inhibition were determined by comparing IPF fibroblasts treated with NVP-BHG712 compared with corresponding vehicle controls. In total, 85 DEGs (24 upregulated and 61 downregulated) were identified (Figure 7C; a list of the top 50 DEGs is provided in Supplemental Table 8). Notably, expression of *ELN* was significantly downregulated by NVP-BHG712 inhibition in IPF fibroblasts.

To identify common signaling partners involved in EphB4 signaling in mouse and human fibroblasts during lung fibrosis, the DEG list from human IPF RNA-Seq analysis was compared with the DEG list from *Ephb4-*CKO mouse RNA-Seq. 

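In the mouse total RNA-Seq, Tmem38b (ENSMUSG00000028420, chromosome 4 of GRCm38 from 53826045 to 53862019, forward strand) was 18.2 ± 3.43 CPM (SD, n = 4) in Ephb4 control and 40.0 ± 11.8 CPM (SD, n = 4) in Ephb4 CKO mice given bleomycin. The log2 fold change was 1.13 (standard error 0.34, adjusted p = 0.197 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A small RNA gene, n-R5s185, overlaps it on the same strand, so counts could be shared. Gars (ENSMUSG00000029777, the mouse ortholog of GARS1, chromosome 6 from 55038007 to 55079500, forward strand) was 245 ± 45.5 and 154 ± 20.4 CPM, a log2 fold change of -0.68 (standard error 0.19, adjusted p = 0.196 from edgeR's quasi-likelihood test). In both genes the groups were apart (exact permutation test, 2-sided, p = 0.0286), and DESeq2 gave adjusted p-values of 0.0427 and 0.0182. The human libraries were not analysed here.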

Four common gene targets were identified that included 2 upregulated genes (low density lipoprotein receptor [*LDLR*] and transmembrane protein 38b [*TMEM38B*]), and 2 downregulated genes (*ELN* and glycyl-TRNA synthetase 1 [*GARS1*]) (Supplemental Table 9). In our analysis using pathDIP database, *LDLR* and *TMEM38B* did not associate with any pathways, *ELN* associated with ECM organization and elastin synthesis pathways, and *GARS1* associated with protein translation. Among these 4 genes, *ELN* stood out as a prime target for investigating EphB4 signaling since *ELN* was consistently downregulated with *Ephb4* CKO (total RNA-Seq) and pharmacological EphB4 targeting in both mouse (snRNA-Seq and NanoString) and human IPF fibroblasts (total RNA-Seq).

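In the mouse total RNA-Seq, the counts of Eln differed between single libraries within groups. Eln lies on chromosome 5 of GRCm38 from 134702593 to 134747323 on the reverse strand, and Gm30003 overlaps it on the opposite strand, which the strand-specific libraries tell apart. Its counts in the 4 Ephb4 control mice given bleomycin were 4953, 3400, 2001 and 1645, a mean of 25.7 ± 12.1 CPM (SD, n = 4). In the 4 Ephb4 CKO mice given bleomycin they were 0, 32, 24 and 0, a mean of 0.149 ± 0.172 CPM (SD, n = 4). Without bleomycin, the counts were 22, 0, 10532 and 10 in the 4 Ephb4 control mice, so that mouse 3 alone set the group mean of 27.2 CPM (0.132 without it). In the 5 Ephb4 CKO mice given PBS they were 3, 9, 1997, 0 and 18, with a mean of 4.61 CPM (0.103 without mouse 3). The log2 fold change of Ephb4 CKO versus control after PBS was therefore -2.56 with all mice, 5.14 without Ephb4 control PBS mouse 3 and -8.08 without Ephb4 CKO PBS mouse 3. Mouse 3 of each PBS group also had its group's highest mean log2 CPM of the fibroblast genes. This was 8.30 in Ephb4 control (others 0.970 to 4.13) and 6.55 in Ephb4 CKO mice (others 2.10 to 3.76). A larger share of fibroblasts in these cultures is therefore an open explanation of their Eln counts. The interaction of genotype and bleomycin was -4.87 (standard error 3.31, adjusted p = 0.916 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.63 without Ephb4 CKO PBS mouse 3. The log2 fold change of bleomycin versus PBS in Ephb4 control mice was -0.09 (standard error 2.21), but 7.67 without Ephb4 control PBS mouse 3, 0.10 without Ephb4 control bleomycin mouse 3 and 0.07 without Ephb4 control bleomycin mouse 4, and between -0.51 and -0.38 without each of the other mice of these groups but Ephb4 control bleomycin mouse 2 (-0.17), so its direction is open.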

To further elucidate a potential relationship between EphB4 signaling and ELN, we queried physical protein-protein interactions (PPIs) between the 2 entities in the Integrated Interaction Database (Figure 7D and Supplemental Table 10) (27). We identified 4 proteins that can physically interact with EphB4 and ELN, including amyloid precursor protein (APP), fibronectin (FN1), perlecan (HSPG2), and TGF-β1. It is notable that a key profibrotic cytokine, namely TGF-β1, linked EphB4 to ELN (13). Indeed, GO analysis also indicated that *ELN*, among 16 other DEGs from the human IPF total RNA-Seq data, was enriched for TGF-β1 regulation of ECM (Supplemental Figure 9), and the downregulated genes in our sequencing analysis were enriched for ECM-related pathways (Supplemental Table 11). Overall, PPI analysis coupled with our sequencing data suggests that ELN may be a crucial signaling partner involved in EphB4 signaling during lung fibrosis.

### Inhibition of EphB4 mitigates fibrotic upregulation of ELN in lung fibroblasts and fibrotic lung tissue.

To further investigate the regulatory relationship between EphB4 and ELN, and their potential link to TGF-β1 signaling, lung fibroblasts from patients with IPF were subjected to TGF-β1 stimulation followed by EphB4 inhibition using NVP-BHG712 or *EPHB4* siRNA treatment. As shown in Figure 8, A and B, TGF-β1 stimulation markedly increased the expression of ELN in lung fibroblasts, while subsequent treatment with NVP-BHG712 or *EPHB4* siRNA moderately or significantly attenuated-induced ELN expression, respectively. Stress fiber formation induced by TGF-β1, as indicated by rhodamine-phalloidin staining, and αSMA staining was also reduced by NVP-BHG712 (Supplemental Figure 10).

As a key regulatory cytokine for fibrogenesis, TGF-β1 typically relies on canonical signaling associated with phosphorylation of the transcription factors SMAD2/3. To assess whether SMAD2/3 activity affects the regulatory effect of EphB4 on ELN expression, human lung fibroblasts were treated with TGF-β1 or control for 24 hours, before being treated with *EPHB4* siRNA or control for an additional 24 hours (Figure 8C). As predicted, TGF-β1 treatment increased phosphorylation of SMAD2/3 in human lung fibroblasts; however, silencing of *EPHB4* did not decrease phosphorylation levels of SMAD2/3, suggesting that EphB4 likely does not modify fibrotic pathways through canonical TGF-β1 signaling.

To assess the link between EphB4 and ELN in vivo, ELN staining, assessed using Verhoeff Van Gieson ELN stain, was examined in the lungs of bleomycin-challenged *Ephb4-*CKO and *Ephb4* control mice (Figure 8D) and NVP-BHG712–treated mice (Figure 8E). Both *Ephb4-*CKO and NVP-BHG712 mouse lung tissue showed qualitative decreases in ELN protein after bleomycin challenge, with no changes observed in PBS controls. Thus, our data suggest that EphB4 expression is crucial for ELN expression in the context of fibrosis in both mouse tissue and human lung fibroblasts. Overall, our data support a mechanism involving EphB4-ELN signaling in lung fibrosis.

## Discussion

Ephrins and Ephs are key regulators of embryogenesis, prenatal development, and wound healing (28). While Ephrin-B2 is known to participate in the dysregulation of tissue repair during fibrosis (7, 9, 29), the role of EphB4 signaling in fibrosis remains unclear. To comprehensively explore the role of EphB4 receptor in PF development, we employed a multifaceted approach that included the generation of *Ephb4*-CKO mice in conjunction with a preclinical animal model of lung fibrosis, total RNA-Seq and snRNA-Seq, NanoString, previously published single cell data, advanced computational biology analysis, and functional assays using mouse and human (HLF and IPF) lung fibroblasts.

To our knowledge, we are the first to demonstrate that pharmacologic inhibition or genetic deletion of EphB4 reduces the expression of fibrotic ECM-related transcriptome and attenuates the development of PF. We showed that *Col1a2-*driven deletion of *Ephb4*-CKO or EphB4 pharmacological inhibition using NVP-BHG712 attenuated bleomycin-induced PF in vivo. Our results indicate that fibrotic injury caused transcriptomic changes in lung fibroblasts, along with the transcriptomes of specific fibroblast subpopulations. Consistent with the reduced pathological histomorphometry, we also found that genetic or pharmacological targeting of EphB4 ameliorated fibrotic injury–induced changes through reduction of select ECM genes in fibroblasts. A subset of genes identified in our mouse studies were also elevated in human lung fibroblasts from patients with IPF when compared with HLFs, with ELN identified as a prominent interaction partner of EphB4 signaling in mouse and human lung fibroblasts, and across genetic and pharmacological EphB4 targeting.

To date, the role of EphB4 in injury and fibrosis remain elusive, particularly in lung tissue. EphB4 mutations causing increased expression in lung tumors has been linked to critical cell processes including tumor cell survival and proliferation (30, 31). Interestingly, we found that reduction of EphB4 in lung tissue markedly protects against development of PF and that this antifibrotic phenotype garners profound changes in the transcriptome (317 DEGs) of mouse pulmonary fibroblasts as determined though total RNA-Seq. A subset of the 214 downregulated DEGs was linked to ECM organization, protein transport, or ER cargo regulation in fibroblasts. While the exact mechanisms of EphB4 signaling remains to be fully elucidated, downstream targets of EphB4 mediate cytoskeletal rearrangements via actin GTPase activity, which is typically associated with cell motility (29, 32). EphB4 deficiency has also been linked to accumulation of type IV collagen in endothelial cell ER through impaired protein trafficking, illuminating the potential of EphB4 as a regulator of protein transport and secretion (33). However, our in vivo data also suggest that the role of EphB4 may be context specific, as we did not observe protection from bleomycin-induced skin fibrosis in *Ephb4*-CKO mice. Overall, the cytoskeletal role of EphB4 signaling may intersect with ECM secretion and protein trafficking genes observed in our study; however, further investigation is required to parse the biological and pathological signaling mechanisms for EphB4 in various tissues.

Recent studies have identified distinct fibroblast cell subsets and transcriptomic profiles that may play a key role in PF development (23–25, 34–36). Using snRNA-Seq, we identified 4 fibroblast subclusters within mouse lung tissues. Mapping of transcriptomic profiles associated with peribronchiolar, fibrotic, alveolar, and adventitial fibroblasts, identified by previous studies (23, 24), showed enrichment of these transcriptomic profiles in distinct fibroblast subsets. Fibroblast subcluster 2 from our dataset was enriched with genes associated with the fibrotic fibroblasts. It is interesting to note that subcluster 2 showed increased cellular proportionality among all fibroblasts with bleomycin treatment and was attenuated with EphB4 inhibition. Furthermore, *ELN* was identified in all fibroblast subsets with higher expression in subcluster 2 and 1, and its expression was reduced in response to NVP-BHG712 treatment under bleomycin condition.

Among the ECM genes identified in mouse lung tissue, a subset was also elevated in lung fibroblasts from patients with IPF compared with donor controls; however, when IPF fibroblasts were treated with EphB4 inhibitor, *ELN* was the only ECM gene that was significantly downregulated. *ELN* also emerged as a gene that was consistently responsive to EphB4 deletion and inhibition across total RNA-Seq of IPF and control donor fibroblasts, total RNA-Seq and snRNA-Seq of mouse lung fibroblasts, and NanoString in mouse lung fibroblasts. Our PPI results highlight ELN as a key signaling interaction partner of EphB4 during PF. PF pathological impairment of tissue function is largely driven by excessive ECM accumulation, to which elastin reorganization and protein deposition are known indicators of disease in patients with PF (19). PPI and GO analyses suggested that EphB4 and elastin signaling both interact with TGF-β1. TGF-β1 is well established to increase elastin expression in lung fibroblasts (37); however, we showed that this induction is ameliorated by *EPHB4* silencing. Furthermore, both genetic and pharmacological blockade of EphB4 was sufficient to reduce elastin in mouse lung tissue following bleomycin-induced PF, further demonstrating a crucial link between EphB4 and elastin signaling during PF

In this study, we used the bleomycin-induced model of lung fibrosis to assess the role of EphB4 in the development of PF. However, the results from this study do not indicate that EphB4 is targetable to reverse or ameliorate existing fibrosis as a therapeutic, which would require future investigation. Furthermore, while the bleomycin preclinical model of lung fibrosis is important in understanding mechanisms of fibrosis, it does not fully capture all clinical manifestations of human IPF. For example, strong acute inflammatory phase observed in the bleomycin model is typically not present in patients with IPF (1, 2); thus, future studies should be directed toward understanding the role of Ephb4 signaling in other relevant animal models to further understand its role in PF.

Together, our *Ephb4* CKO, small molecule EphB4 inhibitor NVP-BHG712, and *EPHB4* siRNA data coupled with transcriptomic data demonstrate an important role of EphB4 signaling in PF (Figure 8F). Targeting EphB4 signaling requires extensive additional investigation due to the vital functions of this molecule in developmental and physiological processes, including angiogenesis (38–40), and blood pressure and heart rate regulation (41). Additional studies are also warranted to elucidate the fibrotic signaling pathways from EphB4 to the expression of its effector molecules (e.g., elastin). Signaling molecules in these pathways may provide alternative therapeutic targets for the treatment of PF and other pathological fibrotic conditions in which EphB4 signaling is implicated.

## Methods

### Sex as a biological variable.

For our animal studies, we used male and female animals for the CKO mice subjected to the bleomycin model of PF. For our human cell studies involving RNA-Seq and functional assays, we obtained lung fibroblasts from both male and female subjects.

### Generation of Ephb4-CKO mouse.

*Ephb4^tm1.1Jwu^* mice, donated by Jianping Wu (University of Montreal), were crossed with B6.Cg-Tg(*Col1a2*-cre/ERT,-ALPP)7Cpd mice (The Jackson Laboratory; strain #029567) to generate *Ephb4^loxP/loxP^;Col1a2-Cre^ERT^* mice on a C57BL/6J background. Mouse lines were backcrossed for 5 generations prior to the initiation of mouse experiments. To induce conditional *Ephb4* knockdown, 4-hydroxytamoxifen was administered by i.p. injection (1 mg in 100 μL 20% ethanol/80% corn oil vehicle) for 5 consecutive days. Control mice were administered vehicle comprising 20% ethanol and 80% corn oil. Lung fibroblasts were isolated and cultured from *Ephb4*-CKO mice and *Ephb4* control mice, and qPCR and Western blotting was performed to assess successful deletion of EphB4.

### Mouse genotyping.

Ear punches were collected, and alkaline lysis was performed at 90°C for 1 hour to extract DNA. DNA was subjected to PCR against the *Ephb4* and *Cre* genes (100 V for 35 minutes), and gels were imaged using Sybr Safe (Thermofisher) in a BIO-RAD Chemidoc apparatus. Primers used can be found in Supplemental Table 12.

### Lung fibrosis model.

To induce PF, bleomycin sulphate (1.2 U/kg in 50 μL PBS; Bioshop) was intratracheally instilled in 6- to 7-week-old mice that were anesthetized with isoflurane (1.5%) and xylazine/ketamine cocktail (10 mg/kg xylazine:100 mg/kg ketamine). Bleomycin control mice were administered PBS only. Instillation was initiated 7 minutes following xylazine/ketamine administration. Mice were sacrificed by anesthetization and CO_2_ asphyxiation 14 days following bleomycin challenge. For experiments assessing the effects of NVP-BHG712 on the development of bleomycin-induced PF, mice were intratracheally administered bleomycin sulphate (1.2 U/kg) at 7 weeks of age. At 5 days after bleomycin challenge, the treatment with NVP-BHG712 (Sigma Aldritch; SML0333; 10 mg/kg in 150 μL N-methyl-2-pyrrolidone and polyethylene glycol 300 at ratio of 1:9) or vehicle control via oral gavage was initiated. Mice were given NVP-BHG712 once daily for a total of 5 days. Mice were sacrificed and lungs collected 2 weeks after bleomycin challenge.

### Skin fibrosis model.

To induce skin fibrosis, mice were treated with bleomycin sulphate by s.c. injection. Briefly, bleomycin sulphate was reconstituted to 1 U/mL in PBS, aliquoted, and stored at –80°C. *Ephb4*-CKO and *Ephb4* control mice at 8 weeks of age were anesthetized with xylazine and ketamine (10 mg/kg xylazine:100 mg/kg ketamine), and back hair was removed using Nair. Bleomycin stock solution was diluted to a working concentration (0.1 U/mL in 100 μL volume), and mice were s.c. treated with bleomycin daily for 21 days. Mice were sacrificed 1 day following treatment end point and 4 skin sections were collected for each animal.

### Lung histology.

After mice were sacrificed, the heart was carefully removed and the lungs were inflated with 1 mL 10% formalin via the trachea, which was then tied off. The entire lung was excised, rinsed in PBS under gentle shaking for 1 minute, and fixed in 10% formalin at room temperature with shaking for 48 hours. After rinsing the lungs in PBS for 30 minutes, lobes were individually excised, dehydrated in reagent alcohol for 1 minute with vigorous agitation, and incubated for 24 hours in a minimum of 50 mL JFC solution (Milestone) per mouse lung for completion of tissue dehydration and tissue clearing. Processed lobes were paraffin embedded with the ventral side facing the surface of the paraffin block. For staining, 4 μm lung sections were collected after removal of 80–150 μm of tissue. Gomori’s One Step Trichrome stain (Thermo) was performed according to manufacturer’s instructions to assess lung collagen content. To assess the degree of PF in affected lung tissue, Ashcroft scoring was performed across total lung sections with a minimum of 50 nonoverlapping fields of view (12). For quantification of lung collagen staining across total lung tissue, lung sections were imaged at 4X magnification and stitched together using Autostitch (42) to form full lobe images. Lobes were color corrected in GIMP image editing software V.2.10.34. Quantification of lung collagen staining was performed in Fiji V. 2.9.0 (43). Color deconvolution was performed selecting the preset Mason’s trichrome filter to separate blue, green, and red color channels (43). The blue color channel was selected and thresholding was performed using the filter “mean.” Normalization to total lung tissue was performed by converting total lobe images to RGB stacks and quantifying the total pixel count using the threshold filter “default.” Lung collagen was expressed as percent lung collagen (%) by normalizing the blue color channel to the total lobe. Lung sections from C57BL/6J mice treated with bleomycin, then NVP-BHG712 or vehicle were normalized to total tissue and collagen content was expressed as a percentage. Verhoeff Van Gieson stain (Abcam) was performed according to manufacturer’s instructions to assess elastin in lung tissue. Lung sections were assigned elastin expression scores on a scale of 0–3 (absent, mild, moderate, or severe staining) based on the level of staining of elastin fibers against pink and yellow counterstain.

### IHC.

IHC methodology can be found in the Supplemental Methods.

### Skin histology.

Mouse epidermis and dermis sections were collected using surgical scissors and forceps. Mouse skin was fixed in 10% formalin at room temperature for 48 hours, before being incubated for 24 hours in a minimum of 15 mL JFC solution per 4 mouse skin sections. Skin sections were embedded in paraffin, and 4 μm sections were collected. Mouse skin sections were stained with Gomori’s Onse Step Trichrome. Skin fibrosis scoring and dermal thickness analyses were performed as previously described (7).

### Lung fibroblast isolation.

Mouse lungs were perfused with 10 mL PBS at 37°C through the right ventricle of the heart and out the abdominal aorta until completely blanched. Lungs were excised and rinsed in PBS. After blotting away excess PBS, lung tissue was minced by cutting with scissors 50 times. In total, 1 mL collagenase (1 mg/mL in DMEM; Sigma) was then added, and tissue pieces were cut an additional 50 times until they were no larger than 1 mm in diameter. The lung tissue plus collagenase slurry was collected and volume adjusted with collagenase to 5 mL. Tissue pieces were digested by incubating at room temperature for 15 minutes. Tissue digest was deactivated with 1 mL FBS, and the cells were immediately passed through a 70 μm cell filter and rinsed with 10 mL DMEM. Cells were centrifuged at 300*g* for 8 minutes and resuspended in 1 mL complete DMEM (10% FBS, 1% penicillin/streptomycin). Cells were seeded in a 6 cm plate in 4 mL complete DMEM for 24 hours, at which point 50% of the media was changed. Cells were lifted with trypsin (0.05%) and passaged when they reached 80% confluence (3–7 days). For the preparation of RNA for NanoString gene analysis, mouse lung fibroblasts from C57BL/6J mice were treated with TGF-β1 (20 ng/mL) or PBS (control), and NVP-BHG712 (250 nM) or DMSO (vehicle control), for 24 hours.

### Skin fibroblast isolation.

*Ephb4* control (*n* = 6) and *Ephb4* CKO (*n* = 6) mice were used to isolate dermal fibroblast cells. After sacrifice, mouse skin was sterilized with 70% ethanol and fur was removed with Nair. The skin was excised, minced, and digested in collagenase for 2 hours at 37°C. Cell suspension was collected and centrifuged at 300*g* for 8 minutes. Cell pellets were resuspended in DMEM (10% FBS, 1% penicillin/streptomycin) and cultured in 60 mm culture dishes for 24 hours. Mouse fibroblasts were passaged to P1 and cell supernatants were collected for RNA and protein collection.

### Primary human lung fibroblast culture and treatment.

Primary human lung fibroblasts from either patients with IPF (*n* = 4; Lonza, CC-7231) or donors with no history of lung fibrosis (*n* = 5; Lonza, CC-2512) were purchased at P2 (Supplemental Table 7). Fibroblasts were seeded, expanded, and passaged to P4. The cells were starved overnight and subsequently treated with TGF-β1 or PBS (control) for 48 hours. After 24 hours of TGF-β1 treatment, NVP-BHG712 (250 nM) or DMSO vehicle was spiked into the fibroblast cultures for an additional 24 hours, and RNA was isolated for qPCR. For RNA-Seq, P4 primary IPF lung fibroblasts were treated with NVP-BHG712 or DMSO vehicle for 24 hours. IPF lung fibroblasts were alternatively treated with silencer select siRNA (Thermo) targeted to EphB4 using RNAiMax lipofectamine according to manufacturer’s instruction. siRNA treatment was performed for 24 hours at the recommended concentration of 25 pmol per well in a 6-well plate.

### Western blot.

Western blot methodology can be found in the Supplemental Methods.

### Immunofluorescence.

Immunofluorescence methodology can be found in the Supplemental Methods.

### Flow cytometry.

Flow cytometry methodology can be found in the Supplemental Methods.

### RNA isolation and qPCR.

RNA isolation and qPCR methodology can be found in the Supplemental Methods. Primer sequences can be found in Supplemental Table 13.

### NanoString.

Mouse lung fibroblasts treated with TGF-β1 and NVP-BHG712, or human lung fibroblasts from IPF donors treated with NVP-BHG712, were lysed in Trizol reagent and frozen at –80°C. Total RNA was isolated using RNeasy MinElute columns (74204; Qiagen), per the manufacturer’s instruction. RNA was quantified by Nanodrop and 100 ng of total RNA was hybridized overnight at 65°C on the nCounter instrument (NanoString Technologies), using custom designed panels for mouse or human transcripts of interest. Primers used for the NanoString gene panels can be found in Supplemental Table 14. Results were assessed using the nCounter analysis system on log-transformed expression counts, with normalization performed using the standard housekeeping controls *Acad9* and *Rplp0*. Paired 2-tailed *t* test and generalized least squared regression were performed for all analyses. The resulting *P* values were further adjusted for multiple comparisons according to the Benjamini-Hochberg method with *q* < 0.05 being determined as significant.

### Total RNA-Seq and analyses.

Quality of total RNA extracted from either cultured lung fibroblasts of *Ephb4*-CKO mice treated with bleomycin (*n* = 4) or PBS (*n* = 5), *Ephb4* control mice treated with bleomycin (*n* = 4) or PBS (*n* = 4), or human IPF lung fibroblasts treated with NVP-BHG712 or vehicle (*n* = 4 per treatment group), were assessed using an RNA Nano chip on an Agilent Bioanalyzer (Agilent). RNA integrity numbers for all samples were > 9.5. Samples were fluorometrically quantified using the Qubit RNA BR assay (ThermoFisher) on the Denovix DS-11 spectrophotometer (Denovix). For each sample, 200 ng RNA was used to prepare sequencing libraries using the TruSeq Stranded Total RNA with RiboZero following the low sample protocol as per manufacturer’s recommendations (Illumina), as previously described (44). Library quality was assessed on a high sensitivity DNA Bioanalyzer chip (Agilent). In total, 17 mouse libraries or 8 human libraries were volumetrically pooled and sequenced on an Illumina NextSeq 550 sequencer for 75 paired end read-cycles at the Centre for Arthritis Diagnostic and Therapeutic Innovation (CADTI, Schroeder Arthritis Institute, Krembil). Sequencing data are deposited in the gene expression omnibus (GEO) data repository under the accession codes GSE205612 and GSE205613 for the mouse and human lung fibroblasts, respectively.

Demultiplexing of samples was performed using bcl2fastq conversion tool (v2.19.1.403). Quality assessment of each sample revealed high quality of reads. To maintain minimum read length of 25 bp after trimming of adapters, Cutadapt (v2.5) software was executed (very few reads being contaminated ~3%) along with trimming of Ns. Splice-aware alignment of reads using a Hierarchical Graph FM index (HGFM) method was performed using HISAT2 software (v2.1.0 with parameters –rna-strandness RF –dta) against mouse reference genome (vGRCm38) and human reference genome (vGRCh38) for mouse and human samples respectively. To populate the abundance of transcripts based on the reference genome and transcriptome, StringTie (v2.0.3 with parameters -e -B -G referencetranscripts.gtf) was run to generate table format output files. These files were processed using the script prepDE.py from StringTie software to collect the raw gene expression levels for downstream processing.

For mouse lung fibroblast RNA-Seq analyses, raw gene expression levels comprised 55,421 genes measured across fibroblasts obtained from 17 mice. Lowly expressed genes were filtered out based on genes with less than 2 samples with a count per million less or equal to 10. This filter kept 10,481 genes for further analysis. For human IPF fibroblast RNA-Seq analyses, 60,675 genes were measured across 8 samples in the original matrix of counts. Low-expressed genes were filtered out based on genes with fewer than 2 samples with a count per million less or equal to 10. This resulted in retaining 9,619 genes for further analysis.

Changes in gene expression were evaluated using the method proposed by Anders and Huber (45), which assumes a negative binomial distribution. Function DESeq in R package DESeq2 was used with default parameters to perform differential expression analyses (46). Pairwise comparisons among groups of interest were calculated and tested for statistical differences in expression levels. All analyses include batch number as a categorical covariate in the model to control for potential batch effects. *P* values were adjusted for multiple comparisons via FDR correction proposed by Benjamini and Hochberg (47). An FDR of 5% (*q* < 0.05) was statistically significant. All analyses were performed in R version 3.5.0 (48).

### Computational analyses.

Identified DEGs were analyzed using pathDIP (14) (https://ophid.utoronto.ca/pathDIP) v.5 selecting mouse as the organism, Reactome as a source, and Ortholog Pathways members as annotation, retaining only pathways with *q* < 0.01(48). Up- and downregulated genes were subjected to pathway analysis, and unique pathways were further considered. GO pathway enrichment analysis was performed using Enrichr web portal (June 1, 2022) and BioPlanet 2019 pathway source (49). For network annotation, each gene was annotated with the pathway with the lowest *q* value it belonged to, and a network with the gene-pathway interactions was built using NAViGaTOR v.3.0.16 (15). After validation through qPCR of genes involved in pathways linked to ECM, PPIs were retrieved using mouse Integrated Interaction Database (IID; https://ophid.utoronto.ca/iid) v.2021-05 (27), and shortest paths between *Ephb4* and the confirmed genes were calculated using igraph_1.2.6 in R 4.0.3 (48). Node color depicts Gene Ontology Biological Process. Network image was exported in SVG format and finalized in Adobe Illustrator version 26.3. Gene Ontology and Reactome GSEA were performed using clusterProfiler_4.6.2 and ReactomePA_1.42.0 in R 4.2.3. GSEA was performed using all deregulated genes combined as well as upregulated and downregulated genes, individually.

EPHB4 and ELN were used to query IID v.2021-05 to retrieve their direct, human, physical protein interactions (27). We used NAViGaTOR v.3.0.16 to visualize the resulting network and highlight connecting proteins and those confirmed in RNA-Seq data (red label) (15). Node color depicts Gene Ontology Cellular Component. Network image was exported in SVG format and finalized in Adobe Illustrator version 26.3.

### snRNA-Seq and bioinformatics analysis.

C57BL/6J mice were subjected to intratracheal instillation of bleomycin or PBS control, then treated with NPV-BHG712 or vehicle control as described above. Mouse lungs were perfused with PBS, isolated, snap frozen, and stored at –80°C. Nuclei were isolated from frozen mouse lungs (*n* = 12; *n* = 3/group) by physical dissociation using a glass dounce homogenizer and were sorted using fluorescence-activated nuclei sorting (FANS) based on DAPI^+^ fluorescence to obtain a single nuclei population. Nuclei concentration was determined using DAPI staining and hemocytometer, then adjusted to 1,000 nuclei/μL. SnRNA-Seq libraries were generated using the 10X Genomics Chromium Next GEM Single Cell 3′ Reagent Kits (v3.1 Dual Index). Sequencing was performed on the Illumina NextSeq 550 system (2x150 bp High Output Kit) at the CADTI. For data analysis of the single nuclei sequencing experiments, sequencing data were processed using Cell Ranger pipeline (v 7.2.0) by 10x Genomics (https://www.10xgenomics.com). Reads were aligned to the mouse transcriptome (mm10), followed by filtering and correction of cell barcodes and Unique Molecular Identifiers (UMIs). Reads associated with retained barcodes were quantified and used to build expression matrices. The standard procedures of filtering, normalization, dimensionality reduction, and clustering were performed using R package Seurat (v5.0.3) (50). Low-quality cells expressing fewer than 200 genes and low-expressed genes present in fewer than 3 cells were removed. DecontX from Celda suite (celda_1.22.1) was used to remove ambient RNA contamination in individual cells. Cells with high mitochondrial DNA, high number of unique feature counts (potential doublets or multiplets) were excluded. We used DoubletFinder for the detection of doublets (51). Samples were merged for subsequent clustering and visualization. The batch correction between samples was done with the Harmony R package (v1.0) (52).

Data were log normalized and highly variable genes were detected using variance-stabilizing transformation (vst). The normalized data were centered and scaled. Dimensionality reduction was performed using principal component analysis (PCA) and the most significant PCs were chosen for subsequent clustering. Graph-based clustering was implemented by calculating k-nearest neighbors, followed by modularity optimization to clusters cells. Nonlinear dimensionality reduction and visualization was performed using Uniform Manifold Approximation and Projection (UMAP). Clusters were annotated on the basis of canonical markers and differential gene expression testing was used to determine a gene set signature for each cluster using the Wilcoxon Rank Sum test. Pathway enrichment analysis was performed on upregulated and downregulated genes using the Reactome database through pathDIP, and the enriched pathways were subsequently visualized using dot plots.

To explore potential cell-cell interactions across fibroblast subclusters in bleomycin samples, we employed CellChat v2.0 R package where each fibroblast subcluster was chosen as “receiver” cell type and the other subclusters as “sender” cell type (26). The “netVisual_chord_gene” function in CellChat was used to generate a chord diagram (circle plots) to visualize the complex ligand-receptor interactions between source and target cell types. The total number of interactions is defined as the sum of ligand-receptor pair interactions across all cell groups for each condition within the inferred pathway. The interaction strength for a given pathway is defined as the sum of communication probabilities across all cell-group pairs in the inferred network.

### Statistics.

qPCR and Western blot data are presented as interleaved scatter plots with horizontal lines representing the mean. The upper and lower bounds in the scatter plots correspond to the SD of the data set. Statistical analysis identifying the effects of the following utilized 2-way ANOVA followed by Tukey’s honest significant difference post hoc test: determining the severity of fibrosis using either the Ashcroft scoring system or through ImageJ (NIH) computational analysis, quantification of IHC scoring for αSMA in lung tissue, evaluation of the mRNA expression of *Col1a1* and *Acta2* after treatment with PBS versus bleomycin and *Ephb4* control versus *Ephb4* CKO in mouse lung fibroblasts via qPCR, evaluation of the protein expression of ELN via Western blot after PBS versus TGF-β1 and Vehicle versus NVP-BHG712/*EPHB4* siRNA, and quantification of ELN stain scoring for the Van Gieson stain in lung tissue. Statistical analysis identifying the effects of the following utilized 2-tailed Student’s *t* test: determining EphB4 expression or phosphorylation of EphB4 either through qPCR or Western blot comparing *Ephb4* control to *Ephb4* CKO. In all comparison tests, a value of *P* < 0.05 was considered statistically significant. Graphs and analysis were generated in GraphPad Prism version 10.

### Study approval.

Animal experiments were approved by the Animal Resources Centre under the animal use protocol number 3730, University Health Network.

### Data availability.

All datasets for RNA-Seq can be accessed online as part of the GEO super series GSE273468. Datasets for total RNA-Seq of mouse lung fibroblasts can be accessed online under accession no. GSE205612. Datasets for snRNA-Seq of mouse lung fibroblasts can be accessed online under accession no. GSE273467. Datasets for RNA-Seq of human lung fibroblasts can be accessed online under accession number GSE205613. Full access to all data points, means, *P*-values, and sample size numbers can be found in the Supporting Data Values file.

## Author contributions

BW was involved in the conception and design of the study, acquisition of data, analysis and interpretation of data, drafting the article, revising it critically for important intellectual content, and approved the final version of the manuscript. SSL and KDS prepared the cDNA libraries necessary for the sequencing experiments. SV performed the computational analysis required for the single nuclei sequencing. EPT aided in performing the intratracheal instillations on the mouse model. NF, AM, EPT, PK, AN, LT, and SN aided in the acquisition and analysis of data from lung fibroblast isolations of mice and subsequent biochemical assays such as Western blotting and qPCR. JK performed immunofluorescence and related analysis. HG aided in histology preparations in lung and skin samples. PP performed biostatistics on raw sequencing data. OEG performed computational analysis on RNA-Seq and NanoString data. CP and IJ performed computational analysis, gene prediction, and pathway enrichment analysis. SN aided in development of the Ephb4-CKO mouse strain, and SN and PD aided in the breeding and genotyping of the mice. JSR was involved in the interpretation of data, drafting the article, revising it critically for important intellectual content, and approval of the final version of the manuscript. MBB, RG, JW, BH, and IJ were involved in the interpretation of the data and provided crucial revision on the manuscript, revising it critically for important intellectual content and approving the final version. MK was involved in the conception and design of the study, interpretation of data, drafting the article, revising it critically for important intellectual content, and approved the final version of the manuscript.

## Funding support

- National Science and Engineering Research Council (NSERC RGPIN-2017-06360) (MK).Canada Research Chairs Program (MK).
- Tony and Shari Fell Platinum Chair in Arthritis Research and University Health Network Foundation (MK).
- Natural Sciences Research Council (NSERC RGPIN-2024-04314) (IJ).
- Canada Foundation for Innovation (CFI #225404, #30865) (IJ).
- Ontario Research Fund (RDI #34876, RE010-020) (IJ).
- Foundation grant from the Canadian Institutes of Health Research (#375597) (BH).
- John Evans Leadership funds (#36050, #38861, and 38430) (BH).
- The Canada Foundation for Innovation (CFI) (Fibrosis Network no. 36349) (BH).
- The Ontario Research Fund (ORF) (BH).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 10

Supplemental table 4

Supplemental table 6

Supporting data values

## Figures and Tables

**Figure 1:**
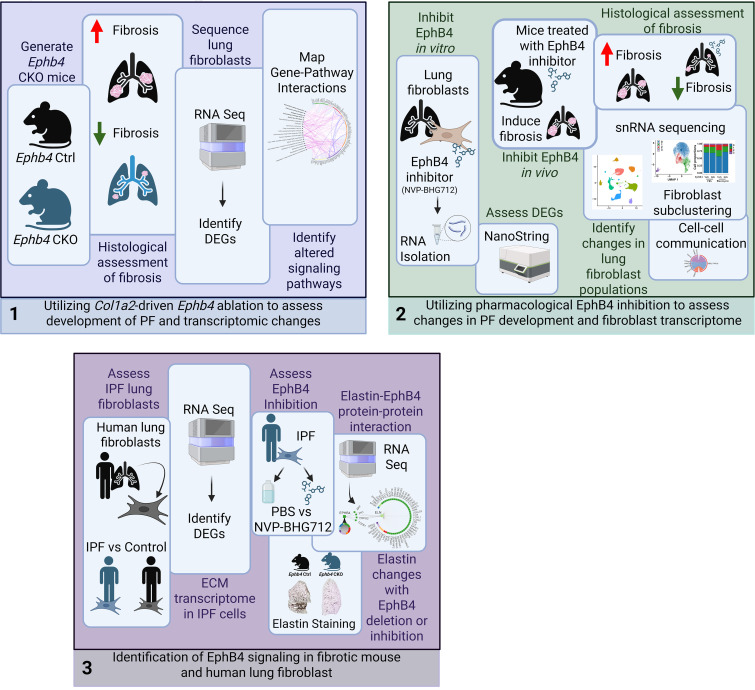
Methodological approaches used to assess the role of EphB4 in pulmonary fibrosis. A schematic representation of the methods and experimental approach used in this study.

**Figure 2:**
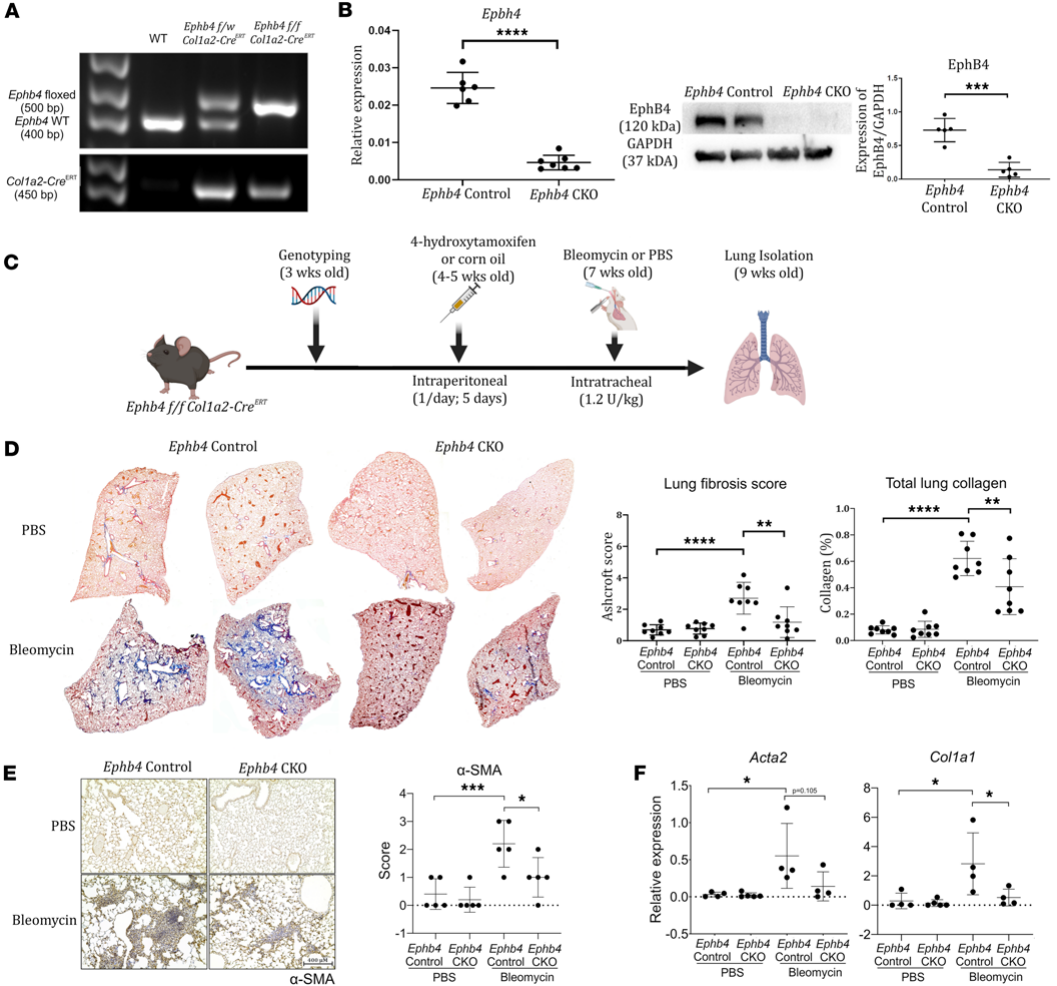
*Ephb4* CKO mice exhibit a protective phenotype against the development of pulmonary fibrosis. *Ephb4^f/f^* mice were crossed with *Col1a2-Cre^ERT^* mice to generate a line with conditional *Col1a2*-driven deletion of *Ephb4* (*Ephb4* CKO). (**A**) Genotyping was performed to confirm the presence of homozygous floxed *Ephb4* alleles and *Cre*. (**B**) Mice treated with 4-hydroxytamoxifen to induce the CKO were sacrificed and primary lung fibroblasts were cultured to first passage. RNA was collected and *Ephb4* was quantified by qPCR (*n* = 6–7). Protein lysates were collected from cell cultures and EphB4 protein was quantified by Western blotting (*n* = 5). (**C**) A mouse model for inducing fibrosis in *Ephb4*-CKO mice was performed using intratracheal bleomycin challenge or PBS (control) following 4-hydroxytamoxifen-induced deletion. (**D**) Mouse lungs were collected at end point (9 weeks of age) and stained using Gomori’s One Step collagen stain (blue). Representative histology images from 2 separate animals/group are shown. Fibrosis was quantified either by modified Ashcroft scoring or with ImageJ total lung collagen content quantification (*n* = 8 mice/group). (**E**) αSMA immunostaining was performed in lung tissue sections to assess fibrotic activity in *Ephb4*-CKO and control mice with and without bleomycin challenge (*n* = 5). Semiquantitative scoring (scores 0–3) of the staining intensity was assigned to each mouse lung. Scale bar: 400 µM; original magnification, x 10. (**F**) Primary lung fibroblasts were isolated from *Ephb4* *Col1a2-Cre^ERT^* mice treated with 4-hydroxytamoxifen or corn oil and then bleomycin. RNA was isolated from fibroblasts, and qPCR was performed to detect *Col1a1* and *Acta2* (*n* = 4). For qPCR (**B** and **F**), 2^–ΔCT^ values were used to represent relative expression of the gene of interest normalized to *Gapdh*. For all graphs, data are expressed as mean ± SD where differences (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001) were identified using either 2-tailed Student’s *t* test (**B**) or 2-way ANOVA with Tukey’s post hoc tests (**D**–**F**).

**Figure 3:**
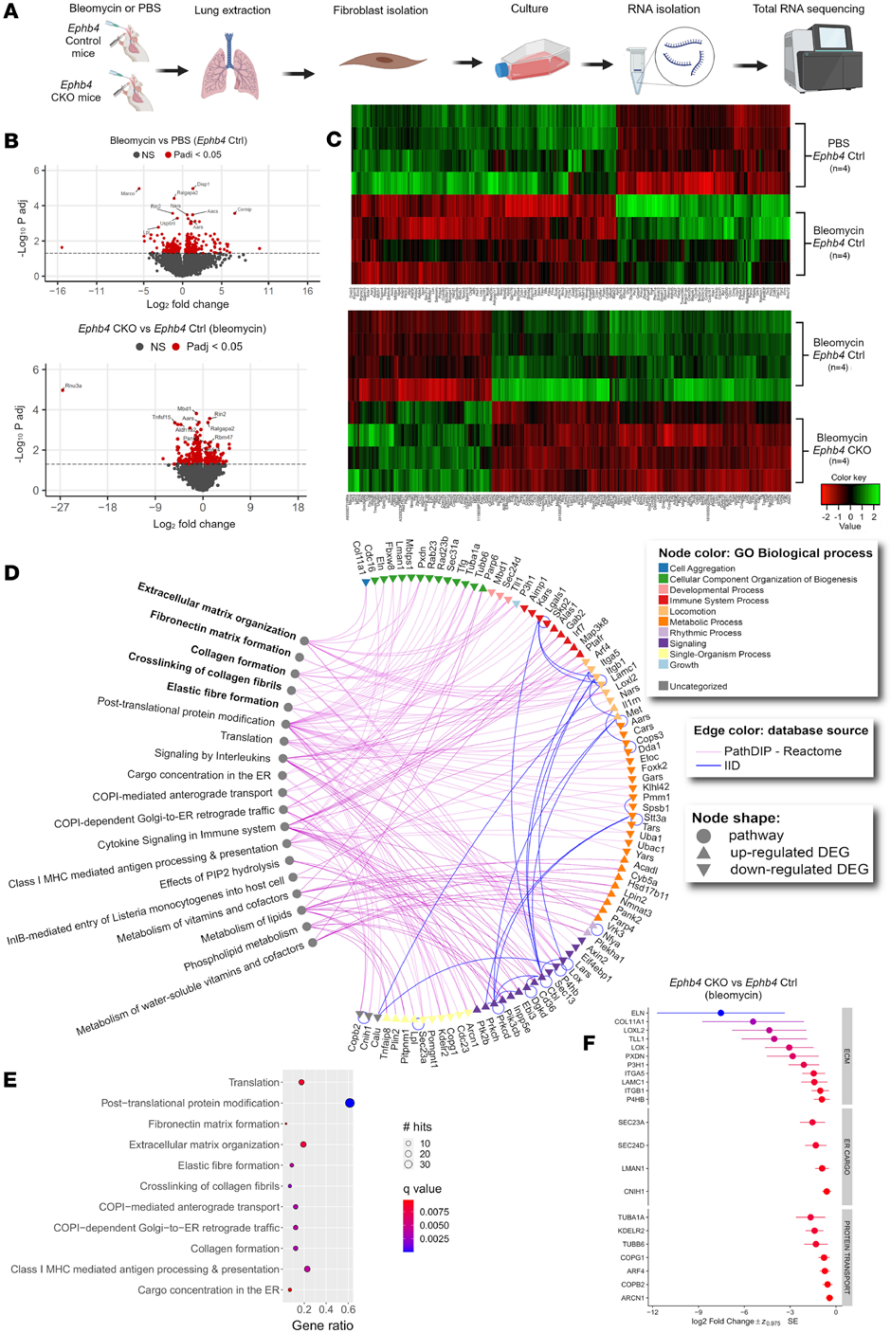
*Ephb4*-CKO fibrotic mouse lung fibroblasts exhibit unique transcriptomic profiles. (**A**) *Ephb4^f/f^;Col1a2-Cre^ERT^* mice were treated with 4-hydroxytamoxifen (1 mg/day for 5 days) or corn oil control at 4 weeks of age and were then intratracheally instilled with PBS or bleomycin (1.2 U/kg) at 6 weeks of age. Mice were sacrificed 14 days after bleomycin or PBS challenge, and lung fibroblasts were isolated and cultured (*n* = 4 mice per group). Fibroblasts were enriched with a single passage followed by RNA extraction for total RNA-Seq. (**B**) Pairwise comparisons were made between bleomycin and PBS-treated *Ephb4* control mice, or between *Ephb4-*CKO and control mice under bleomycin condition (*n* = 4 mice/group). Differentially expressed genes (DEGs) were determined using an FDR cutoff of *q* < 0.05 (red). In the bleomycin versus PBS comparison, 257 DEGs were identified in fibroblasts, including 155 upregulated and 102 downregulated DEGs. In the *Ephb4-*CKO versus control comparison, 317 DEGs were identified in fibroblasts, including 103 upregulated and 214 downregulated DEGs. (**C**) DEGs from both comparisons were visualized using heatmaps. (**D**) Lists of both upregulated and downregulated DEGs in the RNA-Seq dataset of *Ephb4* CKO (*n* = 4) versus *Ephb4* control mice (*n* = 4) treated with bleomycin were analyzed separately using pathDIP to identify subsets of genes enriched for unique pathways in the Reactome database. Gene-pathway associations were visualized in NAViGaTOR v.3.0.16. (**E**) Unique gene-pathway enrichments from the downregulated gene list visualized by dot plot, with significance determined using the Benjamini and Hochberg method (with cutoff of *q* < 0.01). (**F**) The expression of downregulated DEGs associated with ECM organization, protein transport, and ER cargo concentration visualized by Wideplot.

**Figure 4:**
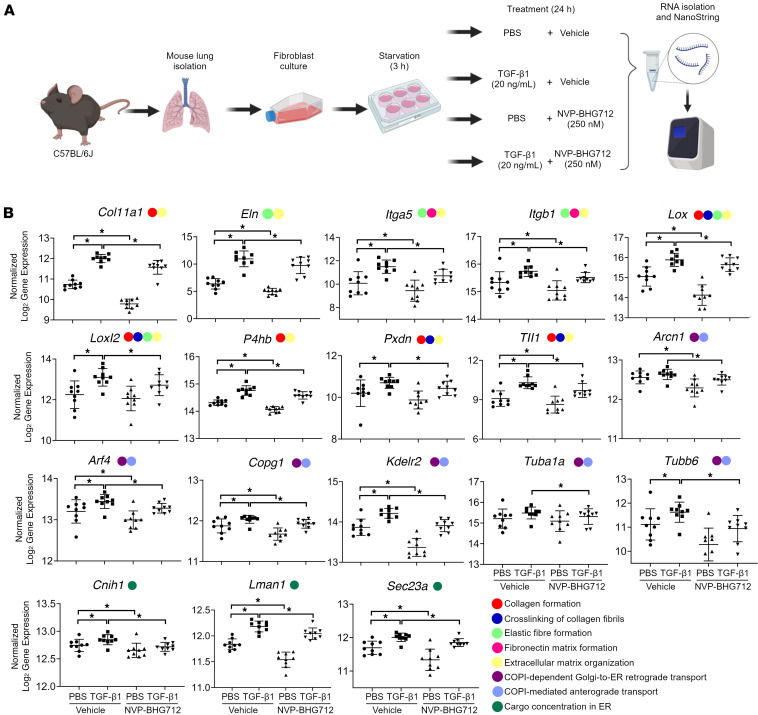
NVP-BHG712 downregulates TGF-β1–induced expression of genes related to ECM organization, protein trafficking, and ER cargo concentration regulation. (**A**) Lungs were isolated from WT mice, and fibroblasts were cultured. Fibroblasts were then simultaneously treated with the profibrotic cytokine TGF-β (20 ng/mL; or PBS as control) and the EphB4 inhibitor NVP-BHG712 (250 nM; or DMSO as inhibitor control) for 24 hours (*n* = 9). RNA was isolated and NanoString was performed on a 47 gene CodeSet to examine the expression of downregulated DEGs identified by RNA-Seq in bleomycin-challenged *Ephb4-*CKO lung fibroblasts. (**B**) Transcript levels of a subset of the CodeSet of genes that were significantly upregulated with TGF-β1 treatment and downregulated with NVP-BHG712 treatment and were associated with ECM organization, protein trafficking, and ER cargo concentration regulation (remaining genes can be found in Supplemental Figure 6). Gene expression was normalized to housekeeping genes *Rplp0* and *Acad9* and displayed as log_2_ transformed gene expression (mean ± SD). Wilcoxon signed rank test with FDR *q* ≤ 0.05 was used to identify significant changes in gene expression. Legend colors indicate the gene-associated pathDIP-identified pathways. *q < 0.05.

**Figure 5:**
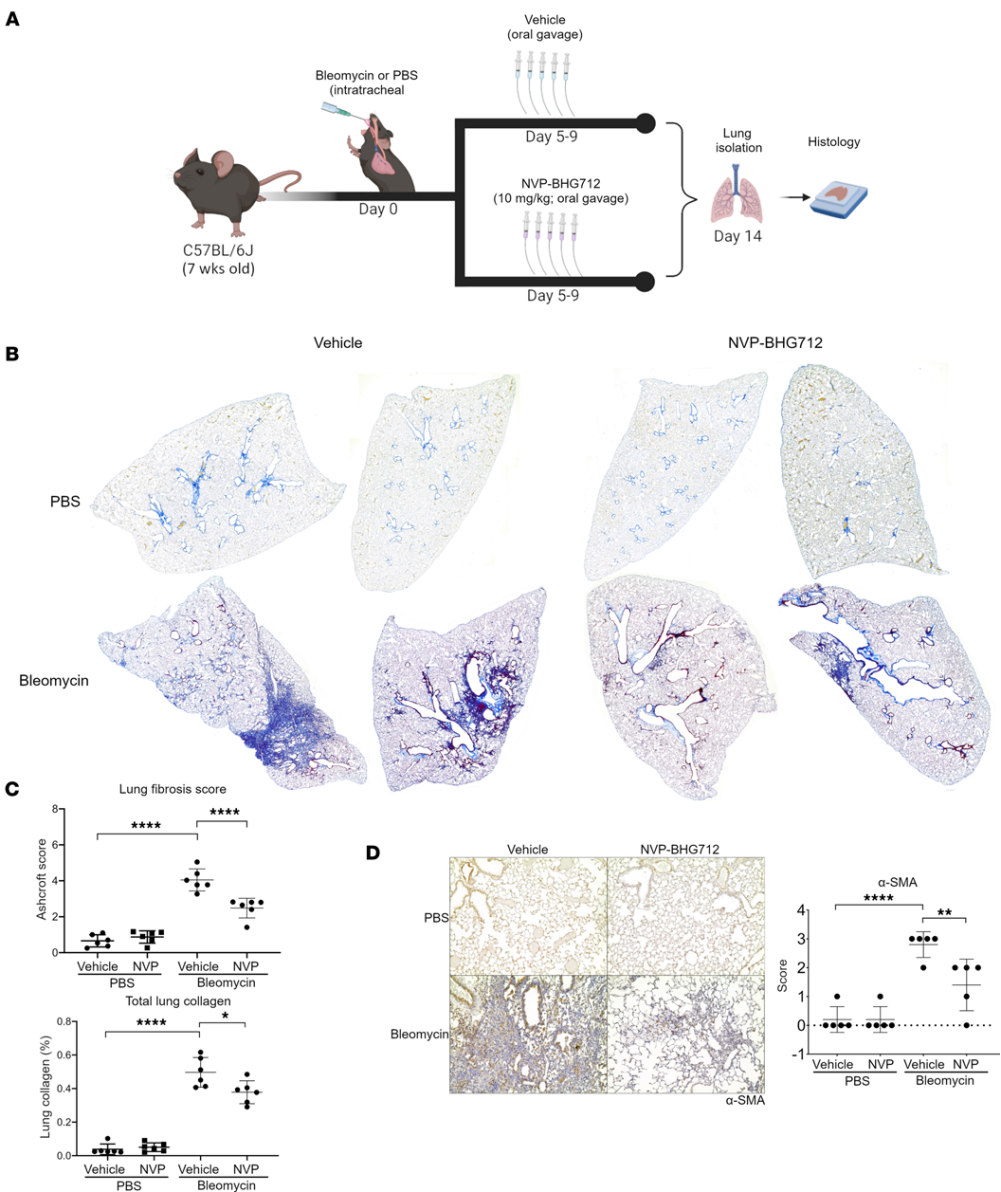
Pharmacological inhibition of EphB4 protects against development of PF in mice. (**A**) Bleomycin sulphate (1.2 U/kg) or PBS (control) was intratracheally administered to WT C57BL/6J mice. Five days later, mice were given either NVP-BHG712 (10 μg/kg; p.o.) or vehicle (control) daily for 5 days (*n* = 6/group). Lungs were harvested 14 days after bleomycin challenge, and histology was performed. (**B**) To assess fibrosis, collagen fibers in mouse lungs were stained via Gomori’s One Step Trichrome (blue). Representative histology images from 2 separate animals/group are shown. (**C**) Images of mouse lung sections (*n* = 5 animals/group; 5 lobes/animal) were graded for severity of fibrosis using the Ashcroft scoring system (top graph). Images of lung sections underwent color deconvolution in Fiji V. 2.9.0 to isolate the blue channel as a representative of total lung collagen. Total lung collagen was normalized to total lung tissue and expressed as percent total lung collagen. Graphical representations indicate averages of 5 lobes per animal (bottom graph). (**D**) αSMA immunohistochemistry performed on mouse lung sections (*n* = 5 animals/group). Semiquantitative scores were assigned scores from 0–3 based on degree of staining. Original magnification, x 10). For all graphs, data are expressed as mean ± SD and analyzed by 2-way ANOVA followed by Tukey’s post hoc tests for multiple comparisons. *P < 0.05; **P < 0.01; ****P < 0.0001.

**Figure 6:**
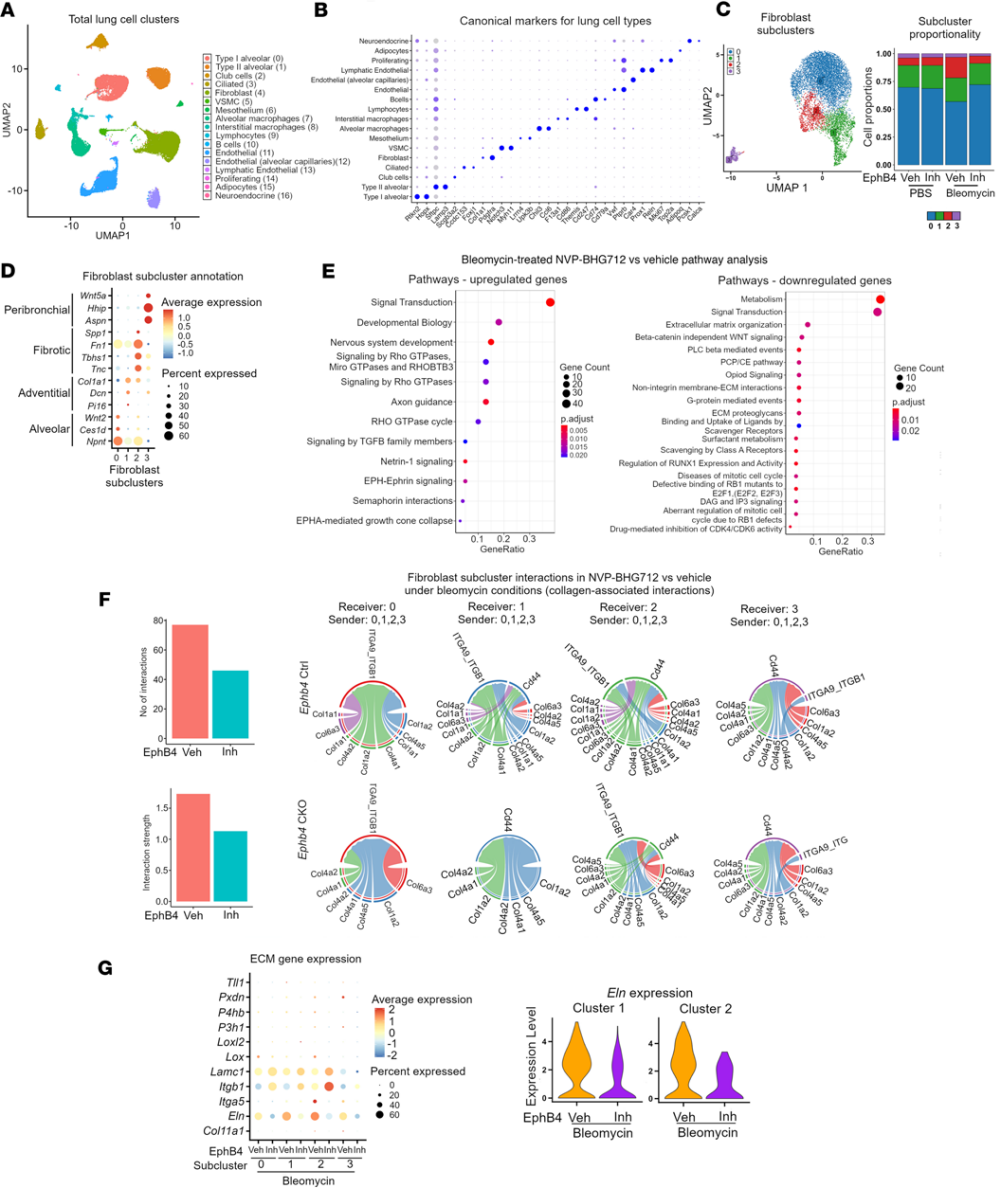
snRNA-Seq profiling of mouse lungs. (**A**) UMAP projection of distinct cell populations identified in mouse lung tissue. (**B**) Dot plot showing expression of canonical markers used to annotate the identified cell clusters. The identity of each cell cluster was assigned by matching the cluster expression profile with established cell-specific marker genes. Dot color represents average expression, and dot size represents the fraction of expressing cells. (**C**) UMAP projection of fibroblast subclusters from all treatment groups and the proportion of cells that contributed to each cluster by treatment group (veh, vehicle; Inh, NVP-BHG712). (**D**) Dot plot showing the expression of marker genes used to annotate the fibroblast subclusters (23–25). (**E**) Pathway analysis of upregulated and downregulated genes in bleomycin mice treated with NVP-BHG712 compared with vehicle. (**F**) Bar plots show total number of interactions and strength of interactions in fibroblasts in collagen signaling pathways in bleomycin mice treated with NVP-BHG712 (Inh) compared with vehicle; left panel). Circle plots showing cell-cell communication between fibroblast subclusters associated with collagen signaling in bleomycin mice treated with vehicle or NVP-BHG712. The plot shows interaction between ligands from sender and receptors from receiver. Each plot has fibroblast subcluster 0, 1, 2, and 3 as receiver and ligands from all other subclusters as senders. (**G**) Differential expression of 11 ECM genes in bleomycin-treated groups in all 4 fibroblast subclusters in NVP-BHG712 compared with vehicle (left panel). Violin plots showing the expression of *Eln* in fibroblast subclusters 1 and 2 (right panel).

**Figure 7:**
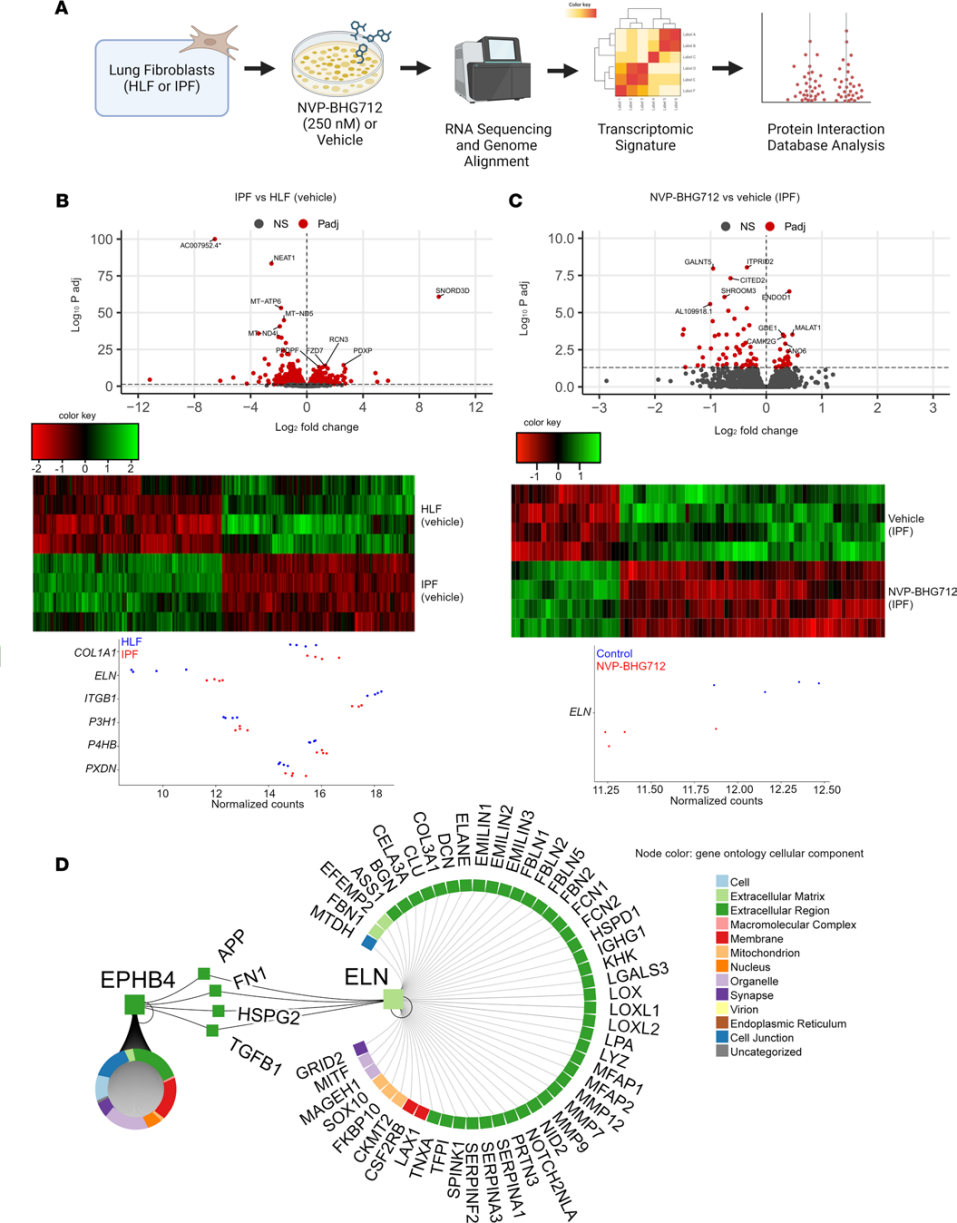
ELN is a key signaling partner of EphB4 in human IPF. (**A**) Schematic detailing total RNA-Seq pipeline of human lung fibroblasts (HLF) from control donors or patients with IPF subjected to NVP-BHG712 (250 nM) or vehicle (*n* = 4/group). (**B**) Differentially expressed genes (DEGs) comparing IPF to HLF fibroblasts using an FDR *q* < 0.05 (red). Heatmap depicting 3,108 DEGs (1,569 downregulated and 1,539 upregulated) identified in IPF versus HLF fibroblasts. Dot plot showing expression of top ECM genes in IPF versus HLF fibroblasts per donor. (**C**) DEGs comparing IPF fibroblasts treated with NVP-BHG712 or vehicle (red). Heatmap depicting 85 DEGs (61 downregulated and 24 upregulated) identified in response to EphB4 inhibition of human IPF fibroblasts. Dot plot showing expression of *ELN* comparing NVP-BHG712 versus vehicle treatment in IPF fibroblasts per donor. (**D**) EphB4 was queried with ELN, as identified across human and mouse RNA-Seq, using the Integrated Interaction Database to find direct human PPIs and visualized using NAViGaTOR.

**Figure 8:**
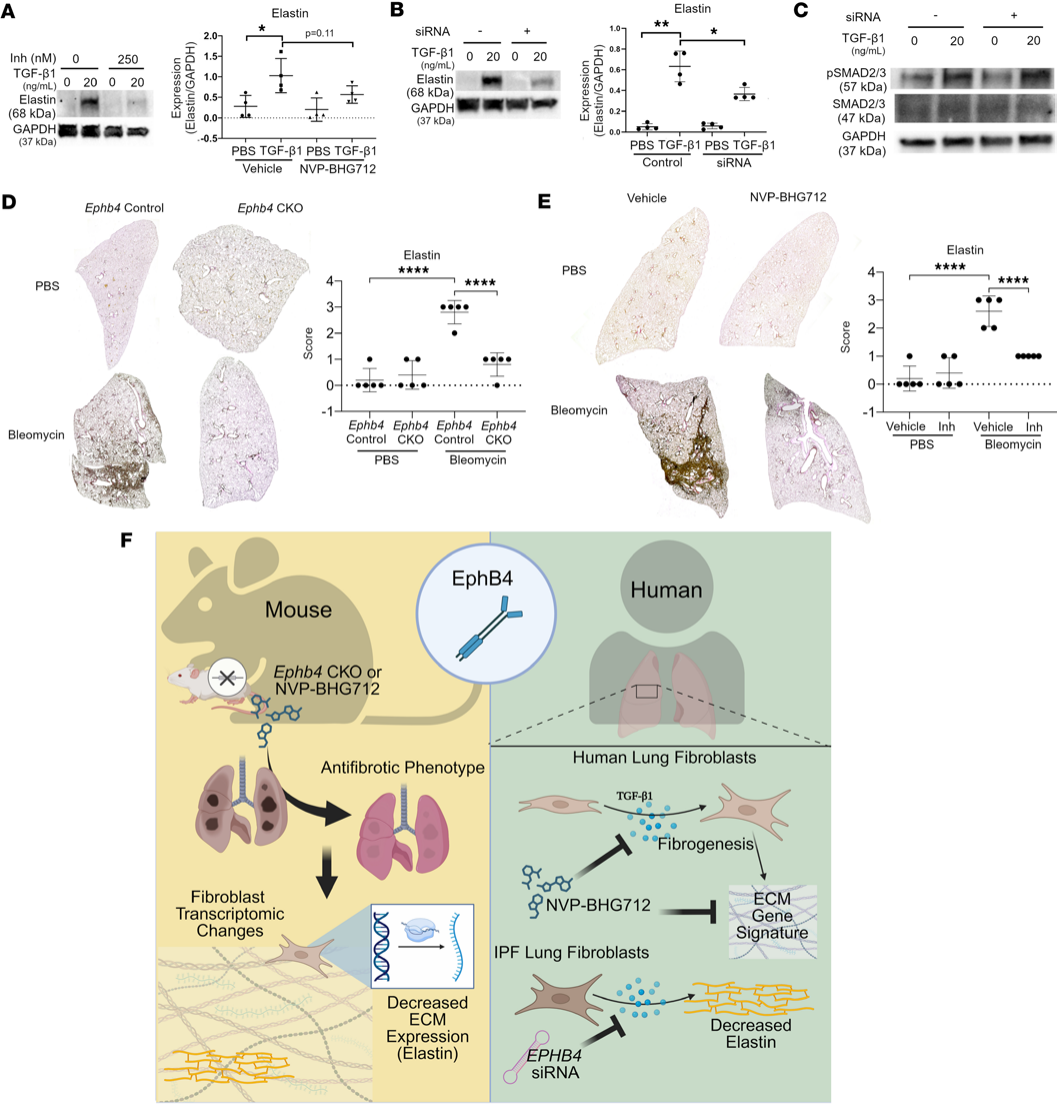
EphB4 signaling in PF. (**A** and **B**) Human IPF lung fibroblasts were treated with TGF-β1 or PBS for 24 hours. Cells (total 16 samples; *n* = 4 patients/group) were then treated with either NVP-BHG712 (250 nM) (**A**) or *Ephb4* siRNA (**B**), or their respective controls, for an additional 24 hours. Protein lysates were collected, and Western blotting was performed to detect ELN protein levels. ImageJ densitometry was performed and normalized to GAPDH (mean ± SD). *P < 0.05; **P < 0.01, as determined by paired 2-way ANOVA followed by Tukey’s post hoc test adjusted for multiple comparisons. (**C**) Western blotting of siRNA treated IPF cells to detect *P*-SMAD 2/3 and total SMAD 2/3 (*n* = 4/group). (**D** and **E**) Verhoeff Van Gieson staining was performed on lung sections from mice with *Ephb4* conditional knockout or respective control mice to visualize ELN (*n* = 5/group) following bleomycin or PBS instillation (**D**), or mice with bleomycin or PBS instillation treated with EphB4 inhibitor NVP-BHG712 (10 mg/kg) or vehicle (*n* = 5/group) (**E**). ELN staining was semiquantitatively scored (scores 0–3). ****P < 0.0001 as determined by 2-way ANOVA followed by Tukey’s post hoc tests adjusted for multiple comparisons. (**F**) Schematic depicting the role of EphB4 signaling in PF.

# Supplementary material for: Identification of Ephrin type-B receptor 4 as a critical mediator of tissue fibrosis
**Source:** JCI Insight. 2025 Dec 22;10(24):e189156. doi: 10.1172/jci.insight.189156
**Supplement:** Supplemental data

## SUPPLEMENTAL MATERIAL

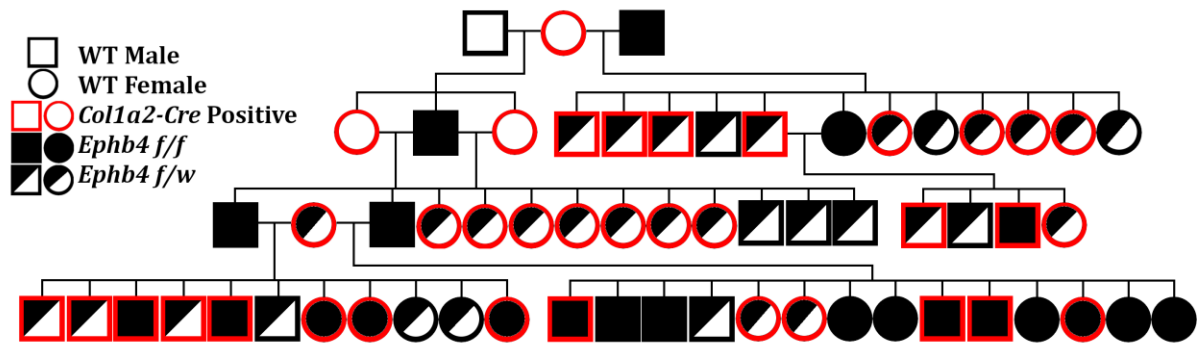

**Supplementary Figure 1. Pedigree for the generation of *Col1a2*-driven *Ephb4* CKO mouse lines.** *Ephb4*<sup>tm1.1Jwu</sup> mice were crossed with B6.Cg-Tg(*Col1a2*-Cre/ERT,-ALPP)7Cpd mice to generate a *Ephb4* conditional knockout (CKO) mouse line when treated with 4-hydroxytamoxifen at 4-5 weeks of age. Mice of F5 and greater were used for experiments in this study.

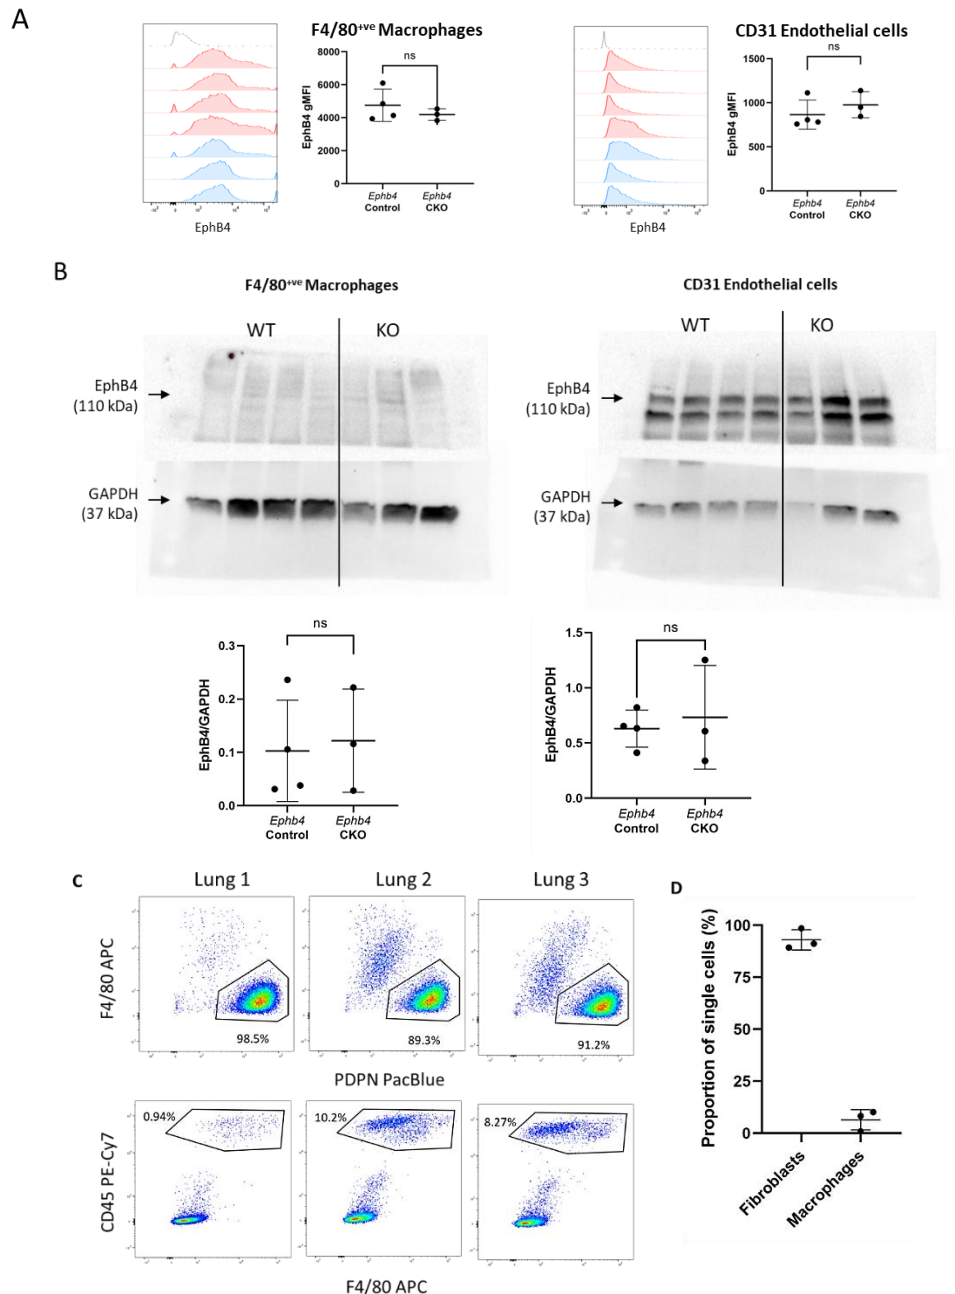

**Supplementary Figure 2: EphB4 expression is not reduced in macrophages and endothelial cells of *Ephb4* conditional knockout (CKO) mice.** Lungs were recovered from *Ephb4* control (n=4) and *Ephb4* CKO (n=3) mice and digested with collagenase to produce a single cell suspension. (A) *Ephb4* control (n=4) and *Ephb4* CKO (n=3) cells were labeled with anti-EphB4, F4/80, CD31 and a live/dead marker (eFluor780), and analyzed by flow cytometry. Relative surface expression of EphB4 was determined based on geometric mean fluorescence intensity (gMFI) after gating on macrophage and endothelial cell populations. Histograms of EphB4 expression (FITC channel) are shown including: unstained controls (dotted line), *Ephb4* control (red) and *Ephb4* CKO (blue). Data are expressed as mean  $\pm$  SD where differences (ns,  $p > 0.05$ ) were identified using unpaired 2-tailed student's T test. (B) Macrophages (F4/80+ve) and endothelial (CD31+ve) cells were sorted on a BD FACS ARIA III and lysed in RIPA buffer. The equivalent of 120,000 sorted macrophages and 240,000 sorted endothelial cells were loaded per lane. EphB4 expression was determined by densitometry and mean expression relative to GAPDH is shown. Data are expressed as mean  $\pm$  SD where differences (ns,  $p > 0.05$ ) were identified using unpaired 2-tailed student's T test. (C) Mouse

lungs were digested and recovered cells were cultured in standard culture media, passaged once, and grown to confluence. Cells were processed for flow cytometry using standard procedures. Scatterplots are shown indicating percentages of PDPN+ve and F4/80+ve populations for 3 independent mice. (D) Mean percentages ( $\pm$ StDev) of gated populations are shown for PDPN+ve fibroblasts and F40/80+ve, CD45+ve macrophages (n=3).

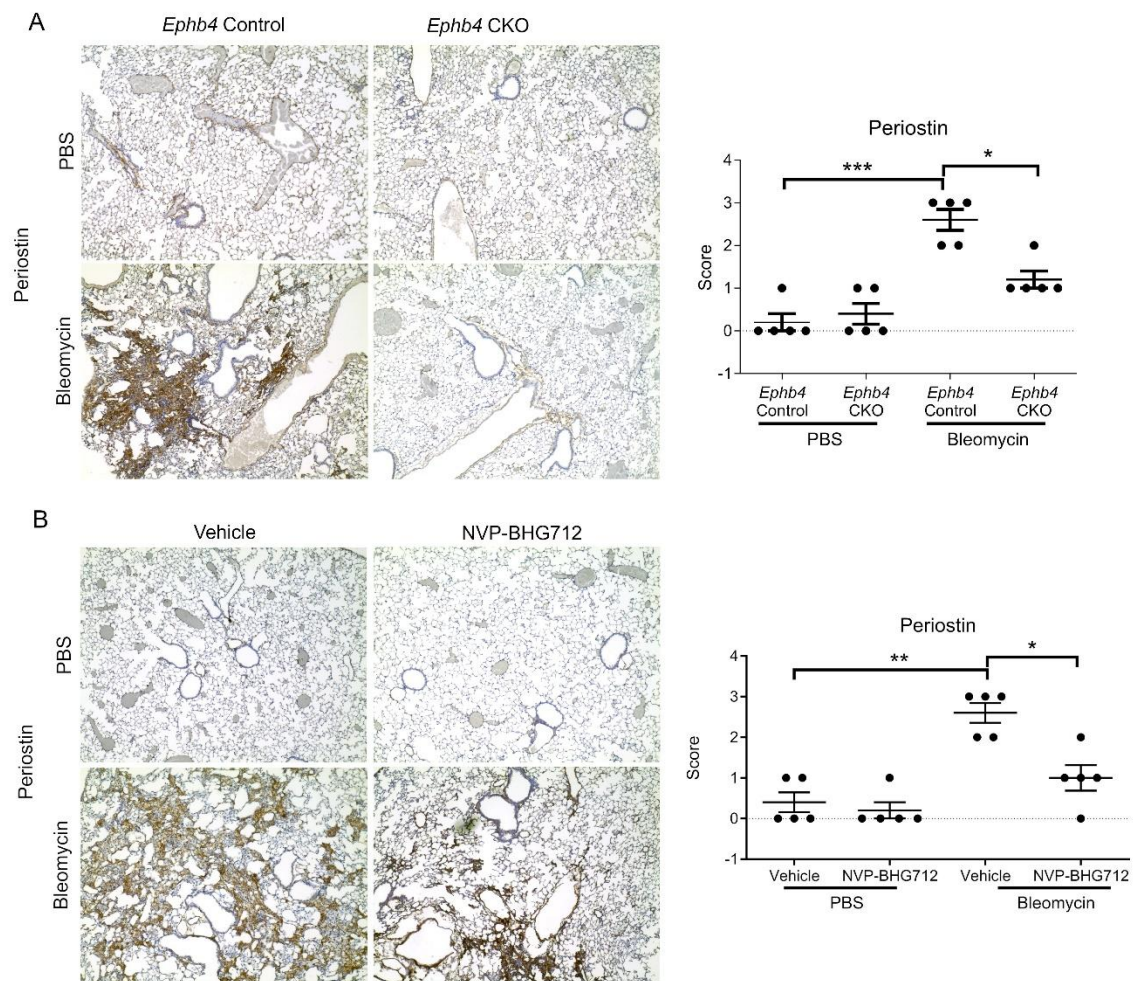

**Supplementary Figure 3: EphB4 conditional knockout or inhibition by NVP-BHG712 reduces the expression of periostin in mouse lung tissue.** PBS or bleomycin intratracheal instillation were performed on (A) *Ephb4* control and *Ephb4* CKO mice, or (B) mice treated with EphB4 inhibitor NVP-BHG712 or vehicle (n=6/group). Periostin staining was performed in lung tissue sections to assess myofibroblast populations in mouse lungs. Semi-quantitative scoring (0-3) of the staining intensity was assigned to each mouse lung. For all graphs, data are expressed as mean  $\pm$  SD where significant differences (\*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ ) were identified using 2-way ANOVA with Tukey's post-hoc tests.

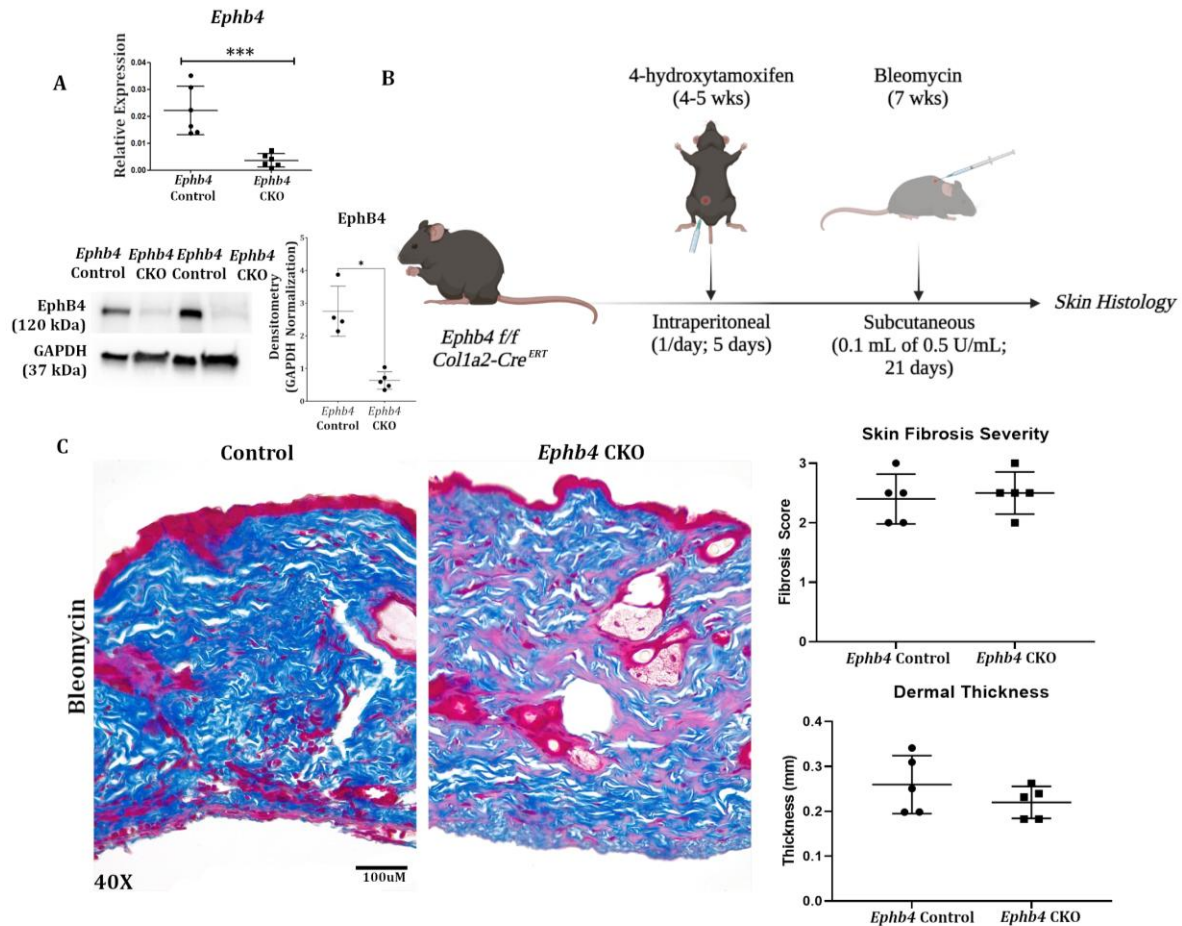

**Supplementary Figure 4. Conditional knockdown of *Ephb4* in mouse fibroblasts does not confer protection in a skin fibrosis model.** (A) Effective knockdown of *Ephb4* expression was observed at both the transcript (qRT-PCR, n=6) and protein levels (Western blotting; n=4, *Ephb4* control; n=5, *Ephb4* CKO) in P1 mouse skin fibroblasts isolated 7 days after final treatment with 4-hydroxytamoxifen (1 mg/day for 5 days; *i.p.*). Data is expressed as mean  $\pm$  SD and significance was determined using unpaired 2-tailed student's T tests. \*,  $p < 0.05$ ; \*\*\*,  $p < 0.001$ . (B) *Ephb4*<sup>f/f</sup>; *Colla2-Cre*<sup>ERT</sup> mice were treated with either 4-hydroxytamoxifen (*Ephb4* CKO) or corn oil (*Ephb4* control) at 4–5 weeks of age. To induce skin fibrosis, mice received subcutaneous injections of bleomycin (100  $\mu$ L of 0.5 U/mL dissolved in PBS for 21 days). (C) Representative images of dermis sections stained with Gomori's One Step Trichrome from *Ephb4* CKO and *Ephb4* control mice (n=5, 4 sections/animal). To assess skin fibrosis severity, skin fibrosis scoring (0-3) and dermal thickness were quantified with no significant differences between groups found ( $p < 0.05$ ). Data is expressed as mean  $\pm$  SD and significance determined using unpaired 2-tailed student's T tests. ns,  $p > 0.05$ .

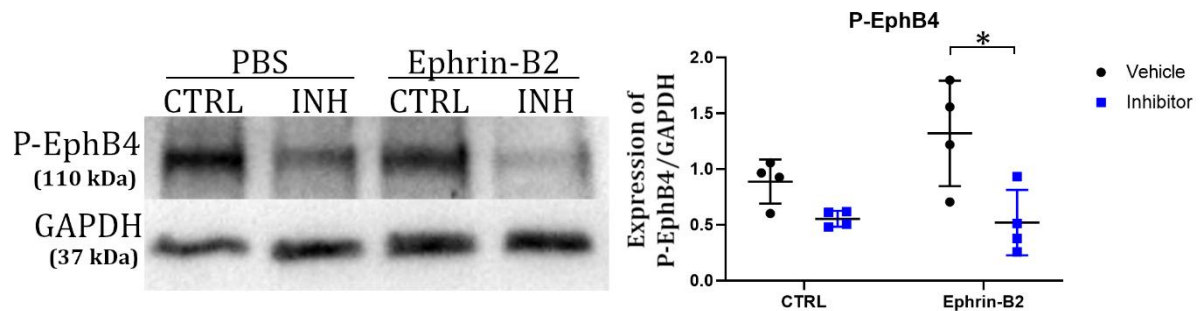

**Supplementary Figure 5. NVP-BHG712 treatment of human lung fibroblasts inhibits EphB4 phosphorylation.** Primary human lung fibroblasts were treated with pre-clustered Ephrin-B2 (1  $\mu\text{g/mL}$ ; or PBS control) and NVP-BHG712 (250 nM; or DMSO vehicle) for 24h (n=4). Western blotting was performed on protein lysates to detect phospho(P)-EphB4. GAPDH was used as a housekeeping control. Data is expressed as mean  $\pm$  SD and significance was determined by 2-way ANOVA followed by Tukey's post-hoc tests adjusted for multiple comparisons. \*,  $p < 0.05$ .

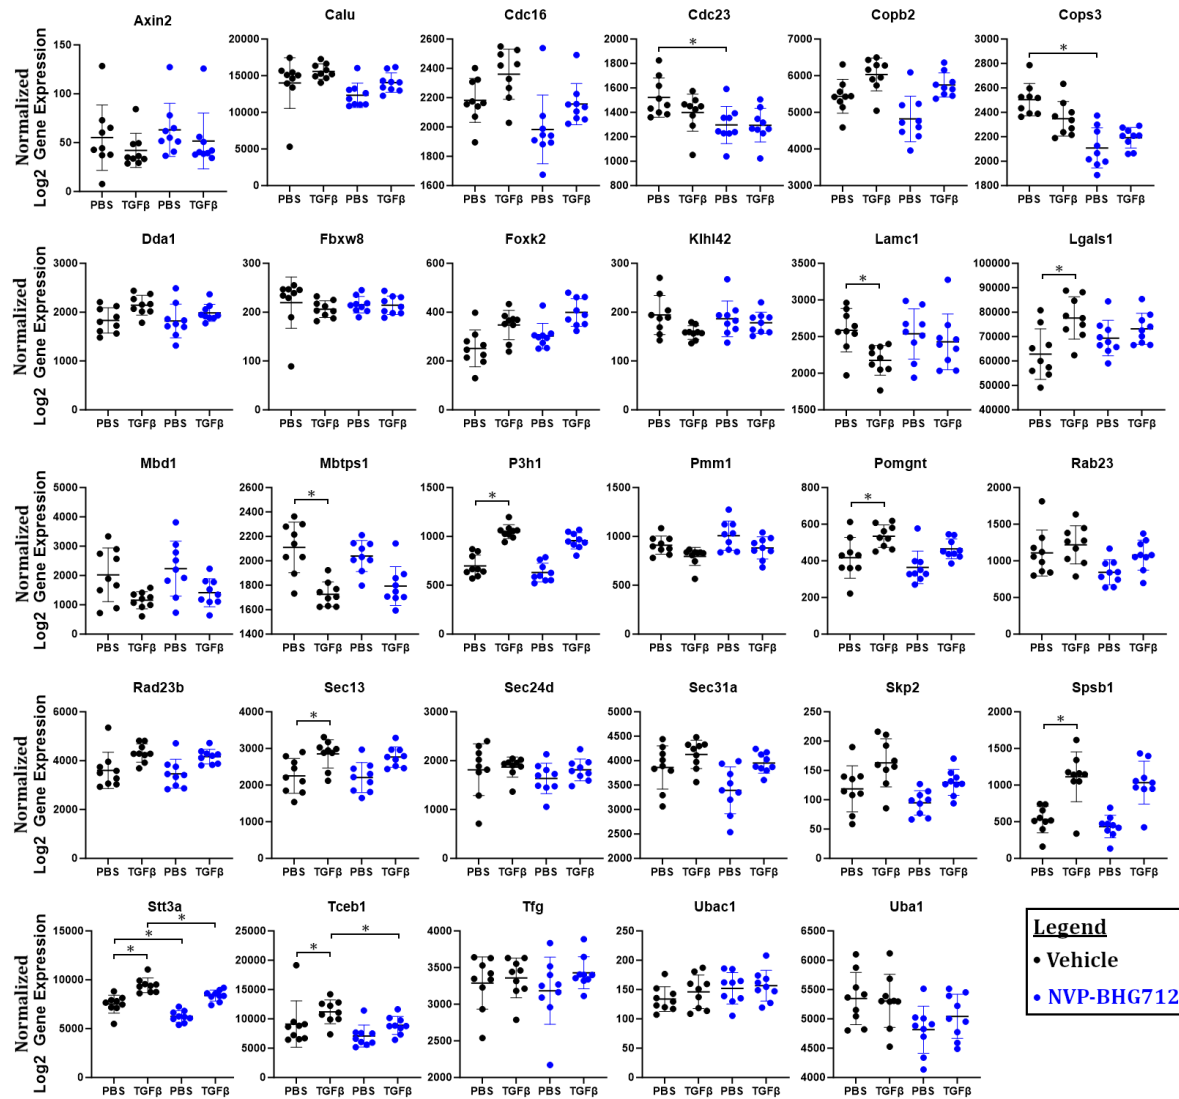

**Supplementary Figure 6. Expression of remaining genes in the NanoString codeset.** Transcript levels of the remaining genes not included in **Figure 4** in response to 24 h co-treatment of P4 mouse lung fibroblasts (n=9) with TGF- $\beta$ 1 (20 ng/mL; or PBS control) and NVP-BHG712 (250 nM; or DMSO vehicle). RNA was isolated and NanoString was performed to examine the transcript levels of downregulated genes identified by RNAseq that were linked to significantly enriched pathways. Data is expressed as mean  $\pm$  SD. Wilcoxon signed rank test and FDR  $q < 0.05$  performed to identify significant differences in gene expression between treatment groups. \*,  $q < 0.05$ .

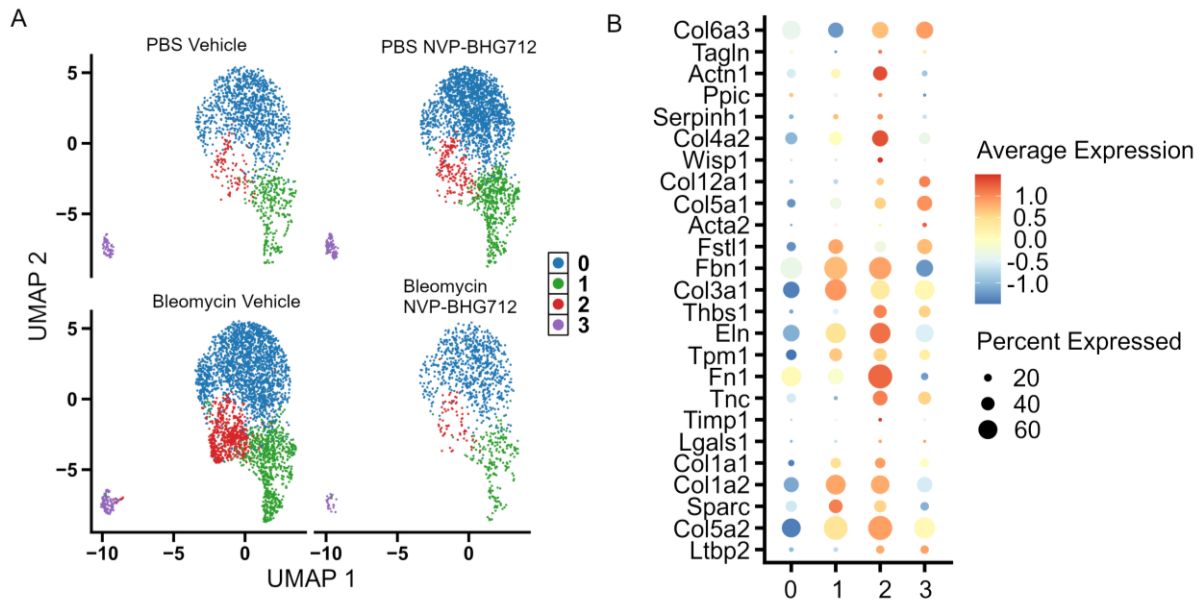

**Supplementary Figure 7. Identification of fibroblast subclusters in mouse lungs and association of fibroblast subclusters with an activated fibroblast gene profile.** (A) UMAP projection of distinct fibroblast populations identified in lung tissue from bleomycin- or PBS-treated mice that were administered NVP-BHG712 or vehicle. (B) Expression of key marker genes associated with activated fibroblasts from Peyser et al.<sup>23</sup> were mapped to our snRNAseq dataset.

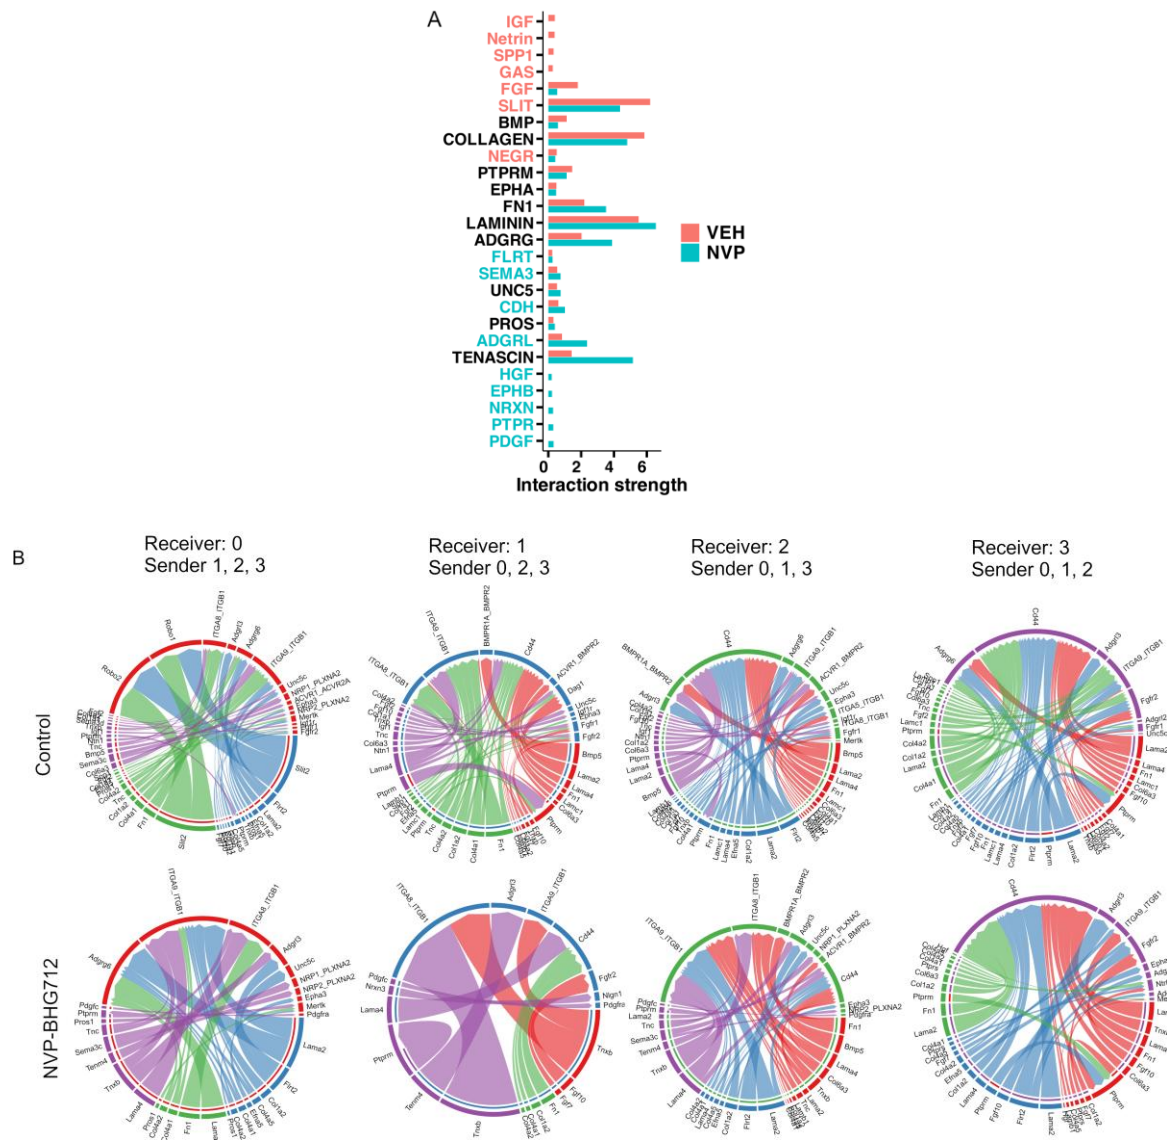

**Supplementary Figure 8. Comparison of cell-cell interactions in lung fibroblasts from bleomycin-treated treated with vehicle compared to EphB4 inhibitor. (A) Cell-cell communication between fibroblast subclusters in bleomycin-treated vehicle and NVP-BHG712 groups showing significant interactions across various signaling pathways. (B) Comparison of the ligand-receptor pair interactions between vehicle and NVP-BHG712 that contribute to signaling between fibroblast subclusters.**

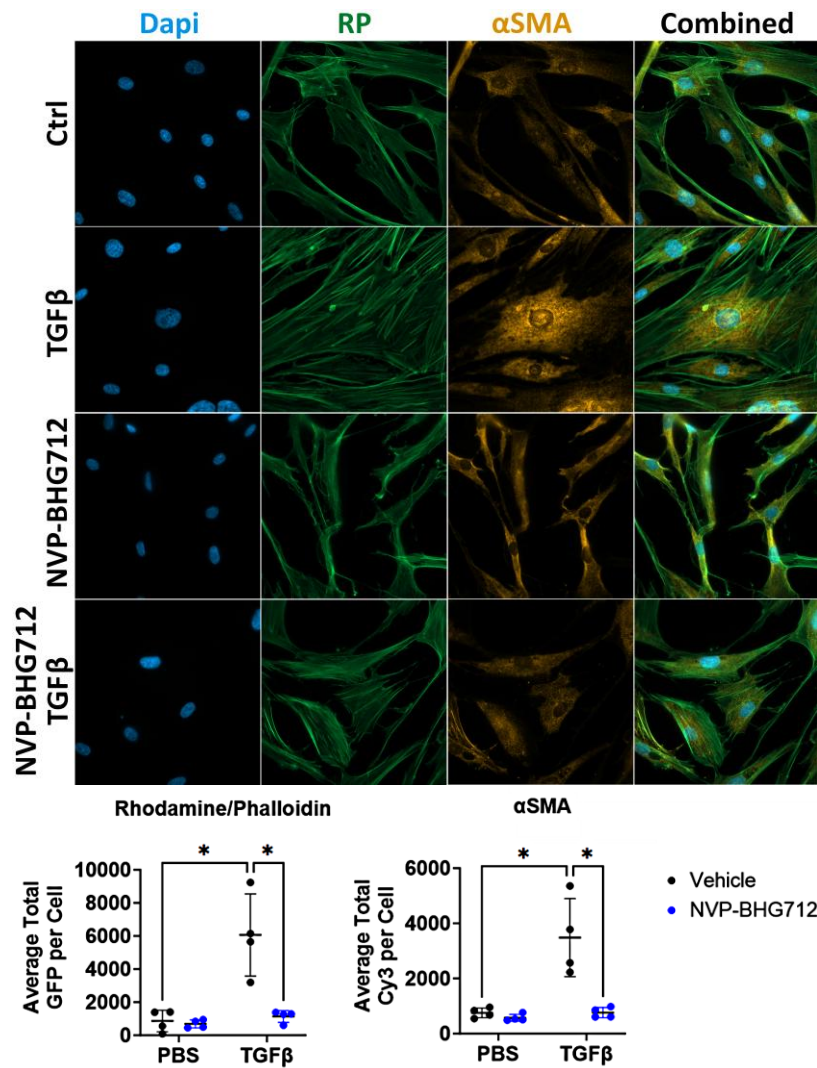

**Supplementary Figure 10. Immunofluorescence of  $\alpha$ -SMA and rhodamine/phalloidin in human lung fibroblasts from IPF patients.** Human IPF fibroblasts (n=4) were cultured and co-treated with NVP-BHG712 (250nM) and TGF $\beta$  (20ng/mL) or respective vehicle (as a control) for 24h. Subsequently, cells were immunostained with  $\alpha$ -SMA and Rhodamine Phalloidin to observe fibrogenic changes. Imaging was done by confocal microscopy with 63x oil-immersion magnification. Quantification in HALO was performed by averaging total intensity per single cell for 5 cells per patient per group (n=4 patients/group). Data is expressed as mean  $\pm$  SD. Two-way ANOVA was conducted on log-transformed data to infer statistical significance followed by Tukey's post-hoc tests for multiple comparisons. \*, p < 0.05.

## **SUPPLEMENTARY TABLES**

*The following Supplementary Tables can be accessed in attached supplementary files:*

**Supplementary Table 4.** Pathway and Gene Ontology GSEA results comparing *Ephb4* CKO vs control mice treated with bleomycin.

**Supplementary Table 6.** Genes associated with each fibroblast subcluster identified using single nuclei RNA sequencing.

**Supplementary Table 10.** PPIs between EphB4 and Elastin in the Integrated Interaction Database ver. 2021-05 (14)(<https://ophid.utoronto.ca/iid>).

**Supplementary Table 1. Fibrotic lobe counts in *Ephb4* CKO mice compared to control mice.**

| <b><u>PBS-Challenged Mice</u></b> |                 |                     |                 | <b><u>Bleomycin-Challenged Mice</u></b> |                 |                     |                 |
|-----------------------------------|-----------------|---------------------|-----------------|-----------------------------------------|-----------------|---------------------|-----------------|
| <b><i>Ephb4</i></b>               | <b># of</b>     | <b><i>Ephb4</i></b> | <b># of</b>     | <b><i>Ephb4</i></b>                     | <b># of</b>     | <b><i>Ephb4</i></b> | <b># of</b>     |
| <b>Control</b>                    | <b>Affected</b> | <b>CKO</b>          | <b>Affected</b> | <b>Control</b>                          | <b>Affected</b> | <b>CKO</b>          | <b>Affected</b> |
| <b>Animal</b>                     | <b>Lobes</b>    | <b>Animals</b>      | <b>Lobes</b>    | <b>Animal</b>                           | <b>Lobes</b>    | <b>Animals</b>      | <b>Lobes</b>    |
| <i>Ephb4</i>                      | 0/5             | <i>Ephb4</i>        | 0/5             | <i>Ephb4</i>                            | 4/5             | <i>Ephb4</i>        | 1/5             |
| Control 1                         |                 | CKO 1               |                 | Control 1                               |                 | CKO 1               |                 |
| <i>Ephb4</i>                      | 0/5             | <i>Ephb4</i>        | 0/5             | <i>Ephb4</i>                            | 2/5             | <i>Ephb4</i>        | 0/5             |
| Control 2                         |                 | CKO 2               |                 | Control 2                               |                 | CKO 2               |                 |
| <i>Ephb4</i>                      | 0/5             | <i>Ephb4</i>        | 0/5             | <i>Ephb4</i>                            | 4/5             | <i>Ephb4</i>        | 2/5             |
| Control 3                         |                 | CKO 3               |                 | Control 3                               |                 | CKO 3               |                 |
| <i>Ephb4</i>                      | 0/5             | <i>Ephb4</i>        | 0/5             | <i>Ephb4</i>                            | 3/5             | <i>Ephb4</i>        | 0/5             |
| Control 4                         |                 | CKO 4               |                 | Control 4                               |                 | CKO 4               |                 |
| <i>Ephb4</i>                      | 0/5             | <i>Ephb4</i>        | 0/5             | <i>Ephb4</i>                            | 3/5             | <i>Ephb4</i>        | 2/5             |
| Control 5                         |                 | CKO 5               |                 | Control 5                               |                 | CKO 5               |                 |
| <i>Ephb4</i>                      | 0/5             | <i>Ephb4</i>        | 0/5             | <i>Ephb4</i>                            | 5/5             | <i>Ephb4</i>        | 2/5             |
| Control 6                         |                 | CKO 6               |                 | Control 6                               |                 | CKO 6               |                 |
| <i>Ephb4</i>                      | 0/5             | <i>Ephb4</i>        | 0/5             | <i>Ephb4</i>                            | 3/5             | <i>Ephb4</i>        | 5/5             |
| Control 7                         |                 | CKO 7               |                 | Control 7                               |                 | CKO 7               |                 |
| <i>Ephb4</i>                      | 0/5             | <i>Ephb4</i>        | 0/5             | <i>Ephb4</i>                            | 2/5             | <i>Ephb4</i>        | 0/5             |
| Control 8                         |                 | CKO 8               |                 | Control 8                               |                 | CKO 8               |                 |

**Supplementary Table 2A. Top 50 upregulated DEGs comparing Ephb4 CKO to control mouse fibroblasts following bleomycin treatment.**

**Supplementary Table 2B. Top 50 downregulated DEGs comparing *Ephb4* CKO to control mouse fibroblasts following bleomycin treatment.**

**Supplementary Table 2C. Top 50 DEGs identified in comparison between bleomycin vs PBS challenge in *Ephb4* control mice**

**Supplementary Table 2D. 

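Supplemental Table 2D gives, for each gene of the ECM, ER cargo and protein trafficking groups, the fold change between Ephb4 CKO and control mice without bleomycin. From the counts of these mice (5 versus 4), 19 of the 22 genes were lower in Ephb4 CKO and 3 were higher, with a median log2 fold change of -0.32 and 6 lower by more than 1.5-fold. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 genes had an unadjusted p under 0.05 and 0 an adjusted p under 0.05, over all genes and adjusted over the list alone. The sign was that of the paper's value in all 22 genes (r = 0.984 across genes, which are not independent replicates).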

No genes express significant changes when comparing *Ephb4* CKO and control mice after PBS challenge. Table is the expression of genes related to ECM, protein trafficking, and ER cargo concentration in comparison of *Ephb4* CKO and control mice after PBS challenge.**

| geneSymbol     | baseMean | log2FoldChange | lfcSE    | stat      | pvalue   | padj     | Gene_group           |
|----------------|----------|----------------|----------|-----------|----------|----------|----------------------|
| <b>Col11a1</b> | 2.92E+03 | -1.47E+00      | 1.62E+00 | -9.11E-01 | 3.62E-01 | 1.00E+00 | ECM                  |
| <b>Eln</b>     | 1.30E+03 | -2.43E+00      | 2.03E+00 | -1.20E+00 | 2.31E-01 | 1.00E+00 | ECM                  |
| <b>Itga5</b>   | 9.27E+03 | 1.57E-01       | 3.64E-01 | 4.31E-01  | 6.67E-01 | 1.00E+00 | ECM                  |
| <b>Itgb1</b>   | 6.63E+04 | -1.50E-01      | 2.77E-01 | -5.41E-01 | 5.88E-01 | 1.00E+00 | ECM                  |
| <b>Lamc1</b>   | 6.49E+03 | -9.96E-02      | 4.19E-01 | -2.37E-01 | 8.12E-01 | 1.00E+00 | ECM                  |
| <b>Lox</b>     | 2.43E+04 | -7.89E-01      | 7.73E-01 | -1.02E+00 | 3.08E-01 | 1.00E+00 | ECM                  |
| <b>Lox12</b>   | 1.13E+04 | -7.75E-01      | 1.18E+00 | -6.55E-01 | 5.12E-01 | 1.00E+00 | ECM                  |
| <b>P3h1</b>    | 3.21E+03 | -4.23E-01      | 4.87E-01 | -8.70E-01 | 3.84E-01 | 1.00E+00 | ECM                  |
| <b>P4hb</b>    | 6.91E+04 | -2.03E-01      | 2.54E-01 | -8.01E-01 | 4.23E-01 | 1.00E+00 | ECM                  |
| <b>Pxdn</b>    | 5.07E+03 | -7.72E-01      | 8.24E-01 | -9.37E-01 | 3.49E-01 | 1.00E+00 | ECM                  |
| <b>Tll1</b>    | 6.67E+02 | 3.65E-01       | 1.04E+00 | 3.50E-01  | 7.26E-01 | 1.00E+00 | ECM                  |
| <b>Cnih1</b>   | 4.79E+03 | -4.24E-02      | 1.44E-01 | -2.95E-01 | 7.68E-01 | 1.00E+00 | ER Cargo             |
| <b>Lman1</b>   | 1.19E+04 | -3.99E-01      | 2.17E-01 | -1.84E+00 | 6.58E-02 | 1.00E+00 | ER Cargo             |
| <b>Sec23a</b>  | 8.04E+03 | -7.46E-01      | 3.98E-01 | -1.87E+00 | 6.11E-02 | 1.00E+00 | ER Cargo             |
| <b>Sec24d</b>  | 6.86E+03 | -6.17E-01      | 3.41E-01 | -1.81E+00 | 7.01E-02 | 1.00E+00 | ER Cargo             |
| <b>Arcn1</b>   | 1.80E+04 | -2.88E-01      | 1.14E-01 | -2.52E+00 | 1.18E-02 | 1.00E+00 | Protein<br>Transport |
| <b>Arf4</b>    | 1.64E+04 | -3.27E-01      | 1.65E-01 | -1.97E+00 | 4.83E-02 | 1.00E+00 | Protein<br>Transport |
| <b>Copb2</b>   | 1.92E+04 | -2.83E-01      | 1.52E-01 | -1.86E+00 | 6.33E-02 | 1.00E+00 | Protein<br>Transport |
| <b>Copg1</b>   | 1.26E+04 | -2.24E-01      | 1.81E-01 | -1.24E+00 | 2.15E-01 | 1.00E+00 | Protein<br>Transport |
| <b>Kdelr2</b>  | 8.71E+03 | -5.41E-01      | 2.84E-01 | -1.91E+00 | 5.66E-02 | 1.00E+00 | Protein Transport    |
| <b>Tuba1a</b>  | 2.30E+04 | -3.31E-01      | 4.63E-01 | -7.15E-01 | 4.75E-01 | 1.00E+00 | Protein Transport    |
| <b>Tubb6</b>   | 1.55E+04 | 2.01E-01       | 3.72E-01 | 5.39E-01  | 5.90E-01 | 1.00E+00 | Protein Transport    |

**Supplementary Table 3. Pathway enrichment analysis of DEGs from RNA sequencing of lung fibroblasts from bleomycin-challenged *EphB4* CKO versus control mice using pathDIP ver. 5 (14)(<https://ophid.utoronto.ca/pathDIP>).**

| 8 pathways included exclusively in "Upregulated DEGs"               | Pathway Category    | Number of Occurrences |
|---------------------------------------------------------------------|---------------------|-----------------------|
| Cytokine Signaling in Immune system                                 | Protein Trafficking | 7                     |
| Signaling by Interleukins                                           | ECM Related         | 5                     |
| Metabolism of lipids                                                | Lipid Synthesis     | 3                     |
| Metabolism of vitamins and cofactors                                | Translation         | 3                     |
| InlB-mediated entry of <i>Listeria monocytogenes</i> into host cell | MHC Presentation    | 2                     |
| Metabolism of water-soluble vitamins and cofactors                  |                     |                       |
| Phospholipid metabolism                                             |                     |                       |
| Effects of PIP2 hydrolysis                                          |                     |                       |

  

| 11 pathways included exclusively in "Downregulated" DEGs | 10 common pathways in "Downregulated DEGs" and "All DEGs"                  |
|----------------------------------------------------------|----------------------------------------------------------------------------|
| Post-translational protein modification                  | Cytosolic tRNA aminoacylation                                              |
| Crosslinking of collagen fibrils                         | tRNA Aminoacylation                                                        |
| COPI-mediated anterograde transport                      |                                                                            |
| Collagen formation                                       | Metabolism of proteins                                                     |
| COPI-dependent Golgi-to-ER retrograde traffic            | ER to Golgi Anterograde Transport                                          |
| Class I MHC mediated antigen processing & presentation   | Transport to the Golgi and subsequent modification                         |
| Elastic fibre formation                                  | Asparagine N-linked glycosylation                                          |
| Extracellular matrix organization                        | COPII-mediated vesicle transport                                           |
| Translation                                              | Membrane Trafficking                                                       |
| Cargo concentration in the ER                            | Antigen Presentation: Folding, assembly and peptide loading of class I MHC |
| Fibronectin matrix formation                             | Vesicle-mediated transport                                                 |

  

| 2 common pathways in "Upregulated DEGs" and "All DEGs" |
|--------------------------------------------------------|
| Metabolism                                             |
| MET interacts with TNS proteins                        |

**Supplementary Table 5. Expression data of NanoString mouse targets after housekeeping gene normalization**

|                |          |          |          |          |          |          |          |          |          |
|----------------|----------|----------|----------|----------|----------|----------|----------|----------|----------|
| <b>Arcn1</b>   | 4659.98  | 6568.48  | 5544.66  | 6096.87  | 5772.66  | 6051.22  | 5735.22  | 5987.01  | 5832.21  |
| <b>Arf4</b>    | 9077.15  | 11523.99 | 10007.26 | 10987.73 | 10114.17 | 10080.82 | 9384.67  | 9065.79  | 9567.84  |
| <b>Axin2</b>   | 125.83   | 39.31    | 50.84    | 38.53    | 55.95    | 37.82    | 40.29    | 41.91    | 34.31    |
| <b>Calu</b>    | 14306.66 | 15985.52 | 12254.9  | 16167.57 | 14088.58 | 13400.3  | 13164.43 | 12967.14 | 14136.16 |
| <b>Cdc16</b>   | 2060.68  | 2490.86  | 2156.86  | 2135.9   | 2052.48  | 2153.99  | 2106.34  | 2225.03  | 2022.23  |
| <b>Cdc23</b>   | 1022.06  | 1505.52  | 1258.78  | 1442.34  | 1316.3   | 1264.76  | 1266.21  | 1346.91  | 1228.44  |
| <b>Cnih1</b>   | 6923.75  | 7448.99  | 6793.75  | 7094.82  | 6578.53  | 6710.39  | 6115     | 6566.9   | 6503.62  |
| <b>Col11a1</b> | 1690.93  | 3355.65  | 3243.77  | 3176.23  | 3687.79  | 3209.18  | 2966.2   | 2981.32  | 3742.5   |
| <b>Copb2</b>   | 5373     | 6358.83  | 5756.48  | 6154.67  | 5668.61  | 5829.05  | 5451.46  | 5497.76  | 5630.9   |
| <b>Copg1</b>   | 3358.68  | 4187.68  | 3779.96  | 4120.24  | 3898.83  | 3913.52  | 3651.17  | 3937.41  | 4265.21  |
| <b>Cops3</b>   | 2059.58  | 2249.77  | 2208.91  | 2290.02  | 2160.45  | 2275.31  | 2064.34  | 2207.48  | 2210.95  |
| <b>Dda1</b>    | 1774.81  | 2365.07  | 1945.05  | 2058.83  | 1877.76  | 1934.44  | 1883.45  | 2128.54  | 1914.71  |
| <b>Eln</b>     | 132.45   | 841.21   | 185.19   | 1514.26  | 1658.87  | 2472.8   | 1114.47  | 791.38   | 2307.03  |
| <b>Fbxw8</b>   | 210.81   | 230.61   | 222.71   | 232.47   | 202.2    | 198.01   | 188.6    | 197.85   | 243.63   |
| <b>Foxk2</b>   | 323.4    | 479.57   | 347.37   | 461.09   | 351.4    | 388.67   | 462.08   | 370.35   | 407.19   |
| <b>Itga5</b>   | 1209.7   | 3524.68  | 1239.41  | 1988.19  | 1311.39  | 1527.38  | 2005.18  | 2379.99  | 1055.72  |
| <b>Itgb1</b>   | 42534.77 | 62982.94 | 44481.97 | 52473.95 | 46558.18 | 42857    | 42834.98 | 45681.77 | 43807.33 |
| <b>Kdelr2</b>  | 12954.58 | 17412.42 | 17465.51 | 16222.79 | 15867.2  | 15980.77 | 13515.92 | 14855.93 | 14644    |
| <b>Klhl42</b>  | 151.21   | 220.13   | 159.77   | 188.8    | 192.39   | 164.4    | 189.46   | 158.86   | 178.43   |
| <b>Lamc1</b>   | 2031.98  | 2181.63  | 2035.83  | 2657.35  | 2462.78  | 2334.67  | 2390.1   | 2481.35  | 3275.83  |
| <b>Lgals1</b>  | 76651.33 | 85377.08 | 66527.48 | 78998.62 | 66567.63 | 70103.52 | 72545.83 | 74074.02 | 67520.48 |
| <b>Lman1</b>   | 3842.11  | 4046.17  | 4243.52  | 4357.85  | 4258.08  | 4385.7   | 3938.36  | 4025.13  | 4972.07  |
| <b>Lox</b>     | 70128.23 | 36128.58 | 68637.14 | 51627.55 | 45441.14 | 52058.05 | 41244.72 | 44445    | 64368.18 |
| <b>Lox12</b>   | 3421.59  | 11489.92 | 7452.19  | 10003.91 | 6153.51  | 6561.75  | 5213.99  | 6107.86  | 7403.78  |
| <b>Mbd1</b>    | 639.06   | 1529.11  | 1096.59  | 2229.66  | 1805.12  | 1775.82  | 1183.05  | 1112.03  | 1346.25  |
| <b>Mbtps1</b>  | 2142.36  | 1799.03  | 1707.82  | 1891.87  | 1703.04  | 1748.5   | 1593.69  | 1696.79  | 1858.67  |
| <b>P3h1</b>    | 1068.42  | 1025.96  | 803.68   | 947.86   | 969.8    | 916.53   | 892.43   | 936.6    | 1047.72  |
| <b>P4hb</b>    | 23558.2  | 24292.75 | 20144.04 | 26281.93 | 24187.05 | 26939.78 | 23891.61 | 24381.74 | 27718.72 |
| <b>Pmm1</b>    | 683.21   | 960.44   | 982.81   | 932.45   | 883.42   | 850.88   | 750.12   | 854.73   | 1040.85  |
| <b>Pomgnt1</b> | 503.3    | 545.08   | 451.46   | 540.72   | 385.76   | 439.1    | 456.07   | 423.95   | 436.93   |
| <b>Pxdn</b>    | 1003.3   | 2058.46  | 1143.79  | 1745.45  | 1398.75  | 1289.97  | 1431.66  | 1621.75  | 1071.74  |
| <b>Rab23</b>   | 873.06   | 1371.87  | 697.17   | 1280.51  | 1053.23  | 1048.37  | 1081.03  | 1079.86  | 1228.44  |
| <b>Rad23b</b>  | 3827.77  | 4722.28  | 3875.58  | 4285.92  | 3808.52  | 4110.48  | 4382.43  | 4258.06  | 4200.01  |
| <b>Sec13</b>   | 2439.26  | 2967.8   | 2522.39  | 3287.97  | 2699.34  | 2769.56  | 2790.46  | 2462.83  | 2957.85  |
| <b>Sec23a</b>  | 3334.39  | 4457.6   | 3588.72  | 3880.06  | 3613.19  | 3570.02  | 3554.29  | 3773.68  | 3556.06  |
| <b>Sec24d</b>  | 1479.01  | 2234.04  | 1594.05  | 1967.64  | 1688.31  | 1744.3   | 1788.29  | 1940.44  | 1860.95  |
| <b>Sec31a</b>  | 3602.6   | 4170.65  | 3878     | 4242.25  | 3799.69  | 3843.66  | 3870.63  | 4025.13  | 4126.81  |
| <b>Skp2</b>    | 93.82    | 170.34   | 125.88   | 127.15   | 126.62   | 146.02   | 138.02   | 131.57   | 106.37   |
| <b>Spsb1</b>   | 424.94   | 1396.77  | 1032.44  | 1432.07  | 1056.18  | 1099.31  | 969.59   | 945.37   | 949.35   |
| <b>Stt3a</b>   | 7407.19  | 8624.32  | 8278.87  | 8598.81  | 8346.35  | 9182.14  | 7702.68  | 8362.13  | 8958.2   |
| <b>Tceb1</b>   | 6424.86  | 11634.05 | 8753.33  | 10163.17 | 8838.12  | 8784.54  | 8433.95  | 9767.51  | 7320.29  |
| <b>Tfg</b>     | 3112.54  | 3887.63  | 3320.02  | 3645.02  | 3401.17  | 3399.84  | 3356.26  | 3405.28  | 3339.88  |
| <b>Tll1</b>    | 803.52   | 1312.91  | 1807.07  | 765.48   | 616.43   | 692.26   | 655.82   | 736.8    | 643.96   |
| <b>Tuba1a</b>  | 26649.77 | 56794.45 | 45360.69 | 47259.44 | 40777.67 | 43742.55 | 43935.74 | 45892.29 | 26245.51 |
| <b>Tubb6</b>   | 1248.33  | 3377.92  | 2362.62  | 2155.16  | 2023.03  | 1996.94  | 2237.51  | 2450.16  | 937.91   |
| <b>UBAC1</b>   | 149      | 154.61   | 127.09   | 208.07   | 147.24   | 119.23   | 174.03   | 161.78   | 168.14   |
| <b>Uba1</b>    | 4487.8   | 5393.15  | 4773.66  | 5220.94  | 4589.86  | 5514.43  | 4953.38  | 5002.66  | 5452.47  |

**Supplementary Table 7. Characteristics of Human Lung Fibroblast Donors**

| <b>Cell LOT Number</b> | <b>Sex</b> | <b>Age (years)</b> | <b>Condition</b> |
|------------------------|------------|--------------------|------------------|
| <b>LOT 70002722</b>    | Male       | 14                 | Normal lung      |
| <b>LOT 70014625</b>    | Female     | 29                 | Normal lung      |
| <b>LOT 70041445</b>    | Female     | 20                 | Normal lung      |
| <b>LOT 19TL148581</b>  | Male       | 29                 | Normal lung      |
| <b>LOT 20TL292907</b>  | Male       | 37                 | Normal lung      |
| <b>LOT 20TL114088</b>  | Male       | 47                 | IPF              |
| <b>LOT 8F5049</b>      | Male       | 52                 | IPF              |
| <b>LOT 8F5060</b>      | Male       | 55                 | IPF              |
| <b>LOT 8F5061</b>      | Male       | 83                 | IPF              |

**Supplementary Table 8A. Top 50 DEGs from bulk RNA sequencing comparing primary human lung fibroblasts from control donors to IPF patients.**

**Supplementary Table 8B. Top 50 DEGs from RNA sequencing comparing primary human lung fibroblasts from IPF patients treated with NVP-BHG712 compared to vehicle.**

**Supplementary Table 9. Protein-protein interaction comparison of DEGs identified in lung fibroblasts from bleomycin-treated *Ephb4* CKO mice to human lung fibroblasts from IPF patients treated with EphB4 inhibitor.**

| uniprot1 | uniprot2 | symbol1 | symbol2 | species where gene1 or gene2 is DE | species where protein1 or protein2 is partner | methods                                                                                                           | Evidence type |
|----------|----------|---------|---------|------------------------------------|-----------------------------------------------|-------------------------------------------------------------------------------------------------------------------|---------------|
| P41250   | P41250   | GARS1   | GARS1   | human & mouse                      | none                                          | Cosedimentation in solution   molecular sieving   x-ray crystallography                                           | exp           |
| P01130   | P01130   | LDLR    | LDLR    | human & mouse                      | none                                          | surface plasmon resonance                                                                                         | exp           |
| P15502   | P15502   | ELN     | ELN     | human & mouse                      | none                                          | atomic force microscopy   biophysical   electron microscopy   light microscopy   transmission electron microscopy | exp           |
| P01130   | Q9NVV0   | LDLR    | TMEM38B | human & mouse                      | none                                          |                                                                                                                   | ortho         |

**Supplementary Table 11. Gene Ontology enrichment analysis of human DEGs.**

**GO analysis biological functions associated with differentially-expressed genes upregulated in primary human IPF fibroblasts treated with EphB4 inhibitor compared to DMSO vehicle**

| Name                                                  | P-value  | Adjusted p-value | Odds Ratio | Combined score |
|-------------------------------------------------------|----------|------------------|------------|----------------|
| chloride channel complex (GO:0034707)                 | 0.006235 | 0.1865           | 208.03     | 1056.3         |
| multimeric ribonuclease P complex (GO:0030681)        | 0.01243  | 0.1865           | 92.44      | 405.55         |
| sarcoplasmic reticulum membrane (GO:0033017)          | 0.03444  | 0.1926           | 30.78      | 103.7          |
| intercalated disc (GO:0014704)                        | 0.03806  | 0.1926           | 27.7       | 90.54          |
| ion channel complex (GO:0034702)                      | 0.04287  | 0.1926           | 24.44      | 76.97          |
| sarcoplasmic reticulum (GO:0016529)                   | 0.05479  | 0.1926           | 18.87      | 54.82          |
| cell-cell contact zone (GO:0044291)                   | 0.05716  | 0.1926           | 18.05      | 51.66          |
| late endosome (GO:0005770)                            | 0.02311  | 0.1926           | 9.2        | 34.67          |
| autophagosome (GO:0005776)                            | 0.08282  | 0.2384           | 12.2       | 30.39          |
| tertiary granule membrane (GO:0070821)                | 0.08741  | 0.2384           | 11.52      | 28.07          |
| specific granule membrane (GO:0035579)                | 0.1078   | 0.2695           | 9.21       | 20.51          |
| mitochondrial outer membrane (GO:0005741)             | 0.1462   | 0.3102           | 6.62       | 12.72          |
| organelle outer membrane (GO:0031968)                 | 0.1633   | 0.3102           | 5.86       | 10.62          |
| endoplasmic reticulum membrane (GO:0005789)           | 0.05779  | 0.1926           | 3.71       | 10.56          |
| endocytic vesicle membrane (GO:0030666)               | 0.18     | 0.3102           | 5.26       | 9.02           |
| specific granule (GO:0042581)                         | 0.182    | 0.3102           | 5.19       | 8.85           |
| tertiary granule (GO:0070820)                         | 0.1861   | 0.3102           | 5.06       | 8.51           |
| endocytic vesicle (GO:0030139)                        | 0.2114   | 0.3232           | 4.39       | 6.81           |
| nuclear membrane (GO:0031965)                         | 0.2262   | 0.3232           | 4.06       | 6.03           |
| axon (GO:0030424)                                     | 0.2262   | 0.3232           | 4.06       | 6.03           |
| neuron projection (GO:0043005)                        | 0.1525   | 0.3102           | 3.05       | 5.73           |
| early endosome (GO:0005769)                           | 0.2846   | 0.3648           | 3.1        | 3.89           |
| secretory granule membrane (GO:0030667)               | 0.2918   | 0.3648           | 3.01       | 3.7            |
| bounding membrane of organelle (GO:0098588)           | 0.2487   | 0.3391           | 2.18       | 3.04           |
| mitochondrial matrix (GO:0005759)                     | 0.3554   | 0.4265           | 2.36       | 2.44           |
| cytoplasmic vesicle membrane (GO:0030659)             | 0.3811   | 0.4398           | 2.15       | 2.08           |
| mitochondrial membrane (GO:0031966)                   | 0.4477   | 0.4974           | 1.74       | 1.4            |
| intracellular organelle lumen (GO:0070013)            | 0.6617   | 0.709            | 0.94       | 0.39           |
| intracellular membrane-bounded organelle (GO:0043231) | 0.8164   | 0.8445           | 0.71       | 0.14           |
| nucleus (GO:0005634)                                  | 0.8445   | 0.8445           | 0.66       | 0.11           |

**GO analysis biological functions associated with differentially expressed genes downregulated in primary human IPF fibroblasts treated with EphB4 inhibitor NVP-BHG712 (250 nm) compared to DMSO vehicle**

| Name                                               | P-value  | Adjusted p-value | Odds Ratio | Combined score |
|----------------------------------------------------|----------|------------------|------------|----------------|
| cortical actin cytoskeleton (GO:0030864)           | 0.000285 | 0.02041          | 26.39      | 215.47         |
| cortical cytoskeleton (GO:0030863)                 | 0.000739 | 0.02041          | 18.7       | 134.82         |
| caveola (GO:0005901)                               | 0.000816 | 0.02041          | 18.04      | 128.29         |
| plasma membrane raft (GO:0044853)                  | 0.002014 | 0.03777          | 13         | 80.72          |
| Golgi membrane (GO:0000139)                        | 0.003103 | 0.04655          | 4.56       | 26.33          |
| elastic fiber (GO:0071953)                         | 0.01516  | 0.0788           | 83.06      | 347.96         |
| MPP7-DLG1-LIN7 complex (GO:0097025)                | 0.01516  | 0.0788           | 83.06      | 347.96         |
| CD95 death-inducing signaling complex (GO:0031265) | 0.01516  | 0.0788           | 83.06      | 347.96         |

**Supplementary Table 12. Mouse genotyping primer sequences.**

| <b>Gene Name</b> | <b>Forward Sequence</b>        | <b>Reverse Sequence</b>        |
|------------------|--------------------------------|--------------------------------|
| <i>Cre</i>       | GCATTACCGGTCGATGCAACGAGTGATGAG | GAGTGAACGAACCTGGTCGAAATCAGTGCG |
| <i>Ephb4</i>     | GCCCTTAAAGGACCGACTTC           | GCCTAACGCTGGAGAAAGTG           |

**Supplementary Table 13. RT-qPCR primer sequences.**

|               |                         |                          |
|---------------|-------------------------|--------------------------|
| <b>Mouse</b>  |                         |                          |
| <b>Gene</b>   | <b>Forward Sequence</b> | <b>Reverse Sequence</b>  |
| <i>Ephb4</i>  | CTACGTCTCTAACCTCCCATCT  | GCTGGTCACCCTTTCTCTTT     |
| <i>Colla1</i> | CCGTGCTTCTCAGAACATCA    | GAGCAGCCATCGACTAGGAC     |
| <i>Acta2</i>  | CTGACAGAGGCACCACTGAA    | CATCTCCAGAGTCCAGCACA     |
| <b>Human</b>  |                         |                          |
| <b>Gene</b>   | <b>Forward Sequence</b> | <b>Reverse Sequence</b>  |
| <i>COL1A1</i> | GAACGCGTGTTCATCCCTTGT   | GAACGAGGTAGTCTTTCAGCAACA |
| <i>ACTA2</i>  | TTCAATGTCCCAGCCATGTA    | GAAGGAATAGCCACGCTCAG     |

**Supplementary Table 14. Primers used for mouse NanoString CodeSet**

| Gene           | Accession#     | Sequence                                                                                                       |
|----------------|----------------|----------------------------------------------------------------------------------------------------------------|
| <b>Acad9</b>   | NM_172678.3    | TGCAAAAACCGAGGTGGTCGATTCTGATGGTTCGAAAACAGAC<br>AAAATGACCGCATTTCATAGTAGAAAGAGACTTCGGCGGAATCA<br>CTAATGGGAAACCT  |
| <b>Arcn1</b>   | NM_145985.4    | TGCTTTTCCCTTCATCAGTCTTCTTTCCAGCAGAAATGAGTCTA<br>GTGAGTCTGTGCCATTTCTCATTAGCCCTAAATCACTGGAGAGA<br>TCCATCTTTACC   |
| <b>Arf4</b>    | NM_007479.3    | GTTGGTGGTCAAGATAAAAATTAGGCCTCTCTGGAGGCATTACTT<br>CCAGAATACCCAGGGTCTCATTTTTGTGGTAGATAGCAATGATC<br>GTGAAAGAATCC  |
| <b>Axin2</b>   | NM_015732.4    | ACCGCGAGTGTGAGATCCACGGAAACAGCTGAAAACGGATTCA<br>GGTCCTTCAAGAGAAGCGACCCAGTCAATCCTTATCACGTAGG<br>TTCCGGCTATGTCT   |
| <b>Calu</b>    | NM_184053.3    | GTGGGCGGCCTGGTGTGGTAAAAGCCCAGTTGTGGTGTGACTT<br>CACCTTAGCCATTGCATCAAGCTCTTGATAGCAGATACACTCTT<br>ACGTTTCTAACCC   |
| <b>Cdc16</b>   | NM_027276.2    | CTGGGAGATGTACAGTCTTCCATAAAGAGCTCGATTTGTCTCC<br>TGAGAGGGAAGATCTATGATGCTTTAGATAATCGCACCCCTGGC<br>TACCTACAGTTAC   |
| <b>Cdc23</b>   | NM_178347.4    | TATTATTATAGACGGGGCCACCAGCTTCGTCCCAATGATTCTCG<br>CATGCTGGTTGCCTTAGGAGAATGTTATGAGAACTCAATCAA<br>CTAGTGGAAGCCA    |
| <b>Cnih1</b>   | NM_009919.2    | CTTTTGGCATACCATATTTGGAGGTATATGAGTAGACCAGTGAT<br>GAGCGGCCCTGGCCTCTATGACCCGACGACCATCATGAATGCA<br>GACATTCTAGCCT   |
| <b>Col11a1</b> | NM_007729.2    | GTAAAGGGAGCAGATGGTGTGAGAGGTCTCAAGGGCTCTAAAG<br>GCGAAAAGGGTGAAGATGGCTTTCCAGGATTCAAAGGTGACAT<br>GGGTCTTAAAGGTG   |
| <b>Copb2</b>   | NM_015827.2    | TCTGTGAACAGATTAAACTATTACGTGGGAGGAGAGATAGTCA<br>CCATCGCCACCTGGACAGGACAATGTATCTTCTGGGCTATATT<br>CCAAAAGACAATA    |
| <b>Copg1</b>   | NM_017477.2    | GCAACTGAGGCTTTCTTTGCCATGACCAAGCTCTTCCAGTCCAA<br>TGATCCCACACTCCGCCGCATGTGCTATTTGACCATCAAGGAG<br>ATGTCCTGCATCG   |
| <b>Cops3</b>   | NM_011991.1    | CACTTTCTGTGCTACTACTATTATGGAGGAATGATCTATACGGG<br>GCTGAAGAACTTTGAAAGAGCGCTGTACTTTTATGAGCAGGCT<br>ATAACTACTCCTG   |
| <b>Dda1</b>    | NM_001294258.1 | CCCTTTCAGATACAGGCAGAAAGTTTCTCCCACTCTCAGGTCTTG<br>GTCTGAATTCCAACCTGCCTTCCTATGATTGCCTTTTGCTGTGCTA<br>CTACTGTGCAT |
| <b>Eln</b>     | NM_007925.3    | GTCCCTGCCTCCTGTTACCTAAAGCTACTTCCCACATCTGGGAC<br>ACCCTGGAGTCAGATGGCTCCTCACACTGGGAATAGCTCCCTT<br>GTTCTTATGGAAT   |
| <b>Tceb1</b>   | NM_001310470.1 | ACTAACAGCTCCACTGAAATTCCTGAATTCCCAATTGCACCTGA<br>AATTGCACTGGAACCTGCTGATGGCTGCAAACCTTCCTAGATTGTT<br>AAATAAAATAAA |
| <b>Fbxw8</b>   | NM_172721.2    | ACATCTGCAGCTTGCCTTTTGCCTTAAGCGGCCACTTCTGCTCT<br>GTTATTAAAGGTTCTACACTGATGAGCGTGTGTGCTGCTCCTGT<br>AAGGACTCGTTT   |
| <b>Foxk2</b>   | NM_001080932.2 | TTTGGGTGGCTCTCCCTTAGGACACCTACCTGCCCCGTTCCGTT<br>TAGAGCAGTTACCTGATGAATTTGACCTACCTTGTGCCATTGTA<br>GAGGGTGGGTGG   |
| <b>Itga5</b>   | NM_001314041.1 | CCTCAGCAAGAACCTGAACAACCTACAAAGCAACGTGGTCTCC<br>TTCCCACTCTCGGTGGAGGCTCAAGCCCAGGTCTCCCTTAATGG<br>TGTCTCCAAGCCT   |

|                |                |                                                                                                                |
|----------------|----------------|----------------------------------------------------------------------------------------------------------------|
| <b>Itgb1</b>   | NM_010578.1    | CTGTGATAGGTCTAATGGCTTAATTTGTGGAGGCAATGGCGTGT<br>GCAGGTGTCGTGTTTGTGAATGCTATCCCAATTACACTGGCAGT<br>GCATGTGACTGT   |
| <b>Kdelr2</b>  | NM_025841.4    | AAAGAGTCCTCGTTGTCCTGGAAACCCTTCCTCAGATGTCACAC<br>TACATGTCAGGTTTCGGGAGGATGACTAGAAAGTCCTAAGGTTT<br>CATTACCAAACT   |
| <b>Klhl42</b>  | NM_001081237.1 | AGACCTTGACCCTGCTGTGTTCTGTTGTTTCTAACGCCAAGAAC<br>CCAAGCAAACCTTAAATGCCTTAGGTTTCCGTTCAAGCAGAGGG<br>AAGGCGAGGATAC  |
| <b>Lamc1</b>   | NM_010683.2    | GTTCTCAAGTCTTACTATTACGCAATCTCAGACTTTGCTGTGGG<br>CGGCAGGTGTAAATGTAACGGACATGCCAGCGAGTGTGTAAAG<br>AACGAGTTTGACA   |
| <b>Lgals1</b>  | NM_008495.2    | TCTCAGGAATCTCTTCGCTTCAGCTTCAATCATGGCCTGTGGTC<br>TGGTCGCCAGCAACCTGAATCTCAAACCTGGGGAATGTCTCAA<br>AGTTCGGGGAGAG   |
| <b>Lman1</b>   | NM_027400.3    | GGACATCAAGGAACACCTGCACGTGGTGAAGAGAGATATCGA<br>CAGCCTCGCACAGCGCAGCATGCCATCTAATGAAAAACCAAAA<br>TGCCCAGACCTACCA   |
| <b>Lox</b>     | NM_010728.2    | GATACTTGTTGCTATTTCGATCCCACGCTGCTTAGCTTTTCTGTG<br>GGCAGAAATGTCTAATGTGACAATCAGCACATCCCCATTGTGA<br>GGTTTCACGGCAT  |
| <b>Loxl2</b>   | NM_033325.2    | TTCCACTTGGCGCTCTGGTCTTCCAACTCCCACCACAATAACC<br>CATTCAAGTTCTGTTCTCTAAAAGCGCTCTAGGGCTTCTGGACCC<br>AAAGTTCTAAGT   |
| <b>Mbd1</b>    | NM_013594.2    | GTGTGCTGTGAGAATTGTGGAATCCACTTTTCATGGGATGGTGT<br>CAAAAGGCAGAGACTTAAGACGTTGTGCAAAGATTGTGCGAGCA<br>CAGAGAATCGCCT  |
| <b>Mbtps1</b>  | NM_019709.3    | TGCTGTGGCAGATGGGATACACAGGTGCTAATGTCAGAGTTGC<br>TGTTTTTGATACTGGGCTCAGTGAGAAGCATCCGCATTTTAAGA<br>ATGTGAAGGAGAG   |
| <b>P3h1</b>    | NM_019782.3    | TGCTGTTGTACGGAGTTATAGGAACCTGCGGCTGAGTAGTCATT<br>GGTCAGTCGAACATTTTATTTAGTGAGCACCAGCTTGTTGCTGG<br>GAATATGAGAGG   |
| <b>P4hb</b>    | NM_011032.2    | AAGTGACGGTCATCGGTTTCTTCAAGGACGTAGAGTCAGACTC<br>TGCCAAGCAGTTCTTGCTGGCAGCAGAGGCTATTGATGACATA<br>CCTTTTGGAATCAC   |
| <b>Pmm1</b>    | NM_013872.4    | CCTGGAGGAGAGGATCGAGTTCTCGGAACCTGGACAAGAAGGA<br>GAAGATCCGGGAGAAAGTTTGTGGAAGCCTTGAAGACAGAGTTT<br>GCTGGCAAGGGGCTG |
| <b>Pomgnt1</b> | NM_026651.2    | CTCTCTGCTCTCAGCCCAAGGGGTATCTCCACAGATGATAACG<br>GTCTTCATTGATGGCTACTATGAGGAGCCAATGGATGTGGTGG<br>CGCTGTTTGGTCTG   |
| <b>Pxdn</b>    | NM_181395.2    | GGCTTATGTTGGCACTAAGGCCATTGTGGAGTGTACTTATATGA<br>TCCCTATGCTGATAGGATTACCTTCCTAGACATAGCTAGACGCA<br>AAGCCACATGTG   |
| <b>Rab23</b>   | NM_008999.3    | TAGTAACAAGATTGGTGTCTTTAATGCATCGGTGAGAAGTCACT<br>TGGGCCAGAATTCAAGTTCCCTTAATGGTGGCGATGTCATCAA<br>CCTTAGACCTAAC   |
| <b>Rad23b</b>  | NM_009011.4    | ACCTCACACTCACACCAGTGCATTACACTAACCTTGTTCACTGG<br>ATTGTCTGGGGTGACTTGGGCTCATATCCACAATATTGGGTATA<br>CGGTAGTAGGTT   |
| <b>Rplp0</b>   | NM_007475.5    | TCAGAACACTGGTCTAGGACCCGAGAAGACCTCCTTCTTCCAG<br>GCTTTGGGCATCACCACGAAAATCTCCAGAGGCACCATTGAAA<br>TTCTGAGTGATGTG   |
| <b>Sec13</b>   | NM_024206.4    | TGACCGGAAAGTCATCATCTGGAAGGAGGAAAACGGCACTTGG<br>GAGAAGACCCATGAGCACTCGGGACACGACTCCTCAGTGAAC<br>CTGTTTGCTGGGCC    |
| <b>Sec23a</b>  | NM_009147.2    | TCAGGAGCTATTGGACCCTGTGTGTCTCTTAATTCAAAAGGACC<br>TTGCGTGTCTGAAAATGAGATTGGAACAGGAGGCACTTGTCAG<br>TGAAAAATCTGTG   |

|               |                |                                                                                                              |
|---------------|----------------|--------------------------------------------------------------------------------------------------------------|
| <b>Sec24d</b> | NM_027135.2    | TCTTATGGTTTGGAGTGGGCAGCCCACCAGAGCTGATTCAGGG<br>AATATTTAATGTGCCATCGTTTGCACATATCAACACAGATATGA<br>CATCGCTGCCTGA |
| <b>Sec31a</b> | NM_026969.1    | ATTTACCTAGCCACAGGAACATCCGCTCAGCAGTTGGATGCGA<br>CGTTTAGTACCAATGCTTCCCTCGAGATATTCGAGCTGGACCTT<br>TCGGACCCATCCT |
| <b>Skp2</b>   | NM_013787.2    | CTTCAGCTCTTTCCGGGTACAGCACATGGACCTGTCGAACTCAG<br>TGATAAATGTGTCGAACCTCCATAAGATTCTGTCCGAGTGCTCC<br>AAGCTGCAGAAT |
| <b>Spsb1</b>  | NM_029035.2    | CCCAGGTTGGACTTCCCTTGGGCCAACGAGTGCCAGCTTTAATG<br>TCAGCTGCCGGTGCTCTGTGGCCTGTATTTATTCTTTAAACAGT<br>AGCAAAGGCCAT |
| <b>Stt3a</b>  | NM_008408.4    | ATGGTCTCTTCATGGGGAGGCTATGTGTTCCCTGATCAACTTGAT<br>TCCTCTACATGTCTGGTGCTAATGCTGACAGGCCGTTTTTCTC<br>ACCGGATCTACG |
| <b>Tfg</b>    | NM_001252443.1 | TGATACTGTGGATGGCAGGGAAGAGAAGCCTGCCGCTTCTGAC<br>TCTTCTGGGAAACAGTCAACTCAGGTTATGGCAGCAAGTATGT<br>CAGCTTTTGATCCT |
| <b>Tll1</b>   | NM_009390.2    | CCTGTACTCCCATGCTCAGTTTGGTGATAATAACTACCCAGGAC<br>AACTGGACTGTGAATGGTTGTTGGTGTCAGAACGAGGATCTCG<br>ACTTGAATTGTCC |
| <b>Tubb6</b>  | NM_026473.2    | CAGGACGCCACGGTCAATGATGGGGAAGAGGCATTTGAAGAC<br>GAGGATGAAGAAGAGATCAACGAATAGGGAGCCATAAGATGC<br>TACAGTGAACGTCTGC |
| <b>Uba1</b>   | NM_001136085.1 | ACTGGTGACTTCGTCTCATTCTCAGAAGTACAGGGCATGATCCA<br>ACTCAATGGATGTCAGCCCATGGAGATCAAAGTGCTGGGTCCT<br>TATACCTTTAGTA |
| <b>UBAC1</b>  | NM_001362681.1 | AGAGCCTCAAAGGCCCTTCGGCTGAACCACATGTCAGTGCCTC<br>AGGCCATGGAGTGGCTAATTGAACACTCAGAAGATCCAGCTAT<br>TGACACACCTCTTC |

## **Supplementary Methods**

### **Immunohistochemistry**

Lung sections (4  $\mu$ m) were deparaffinized in xylene followed by rehydration using a graded series of alcohol washes. Antigen retrieval was performed using proteinase K (20 ug/mL) for 15 min, and endogenous peroxide was blocked for 30 min using 3% H<sub>2</sub>O<sub>2</sub>. Nonspecific IgG binding was blocked by incubating sections with 2% goat serum in PBS for 30 min. Sections were then incubated with primary antibodies for  $\alpha$ SMA (Sigma-Aldrich; A2547) at 1:1000 overnight at 4°C. Sections were incubated with biotinylated secondary anti-mouse antibody (Vector Laboratories; BA-9200) for 30 min, followed by incubation using the Vectastain Elite ABC kit (Vector Laboratories), as per manufacturer's direction, and counterstained with Harris hematoxylin. Lung sections were assigned  $\alpha$ SMA positivity expression scores on a scale of 0–3 (absent, mild, moderate, or severe staining) based on the level of brown staining of  $\alpha$ SMA against the blue counterstain.

### **Western blot**

Protein lysates were generated from mouse lung fibroblasts using RIPA buffer with protease and phosphatase inhibitor tablets. Lysates were applied to SDS-acrylamide gels (7.5 or 10%) for electrophoresis. Electroblotting was performed on PVDF membranes and blocked with 1% TWEEN20 10 mM Tris-buffered saline (TTBS) containing 2.5% skim milk, and 2.5% bovine serum albumin (BSA). Probing was performed for EphB4 (R&D, catalog #AF446-SP) at 1:500, phospho-EphB4 (ThermoFisher, catalog #PA5-64792) at 1:500, elastin (Abcam, ab213720) at 1:300, phospho-SMAD 2/3 (Abcam, catalog #ab272332), SMAD 2/3 (Abcam, catalog #ab217553), and GAPDH (Abcam, catalog #ab9485) at 1:1000 for 2 h. Membranes were washed with TTBS 3 times for 5 min each and incubated in HRP-conjugated anti-rabbit (1:5,000; Sigma-Aldrich, catalog #SAB3700843) or anti-mouse (1:10,000; Sigma-Aldrich, catalog #A2179) secondary antibodies for 1 h at room temperature. Membranes were washed

multiple times in TTBS before visualizing with chemiluminescence substrate (Clarify Western ECL Substrate, BIO-RAD, or SuperSignal West Pico, Thermo Science) and scanned using a BIO-RAD Chemidoc apparatus. Membrane signal intensity was quantified using ImageJ (National Institutes of Health, USA).

### **Immunofluorescence**

Human IPF fibroblasts (n=4) were cultured in 6-well plates with 150,000 cells placed on coverslips (22mm x 22mm) inside each well. When cells reached 80% confluency, they were co-treated with NVP-BHG712 (250 nM) and TGF $\beta$ 1 (20 ng/mL), or DMSO and HCl as a control, for 24h. Cells were fixed in 4% paraformaldehyde. Fixed cells were permeabilized in 0.2% Triton-X and blocked with 0.5% BSA in PBS. Subsequently, cells were immunostained in the following order in the dark room. Cells were first incubated with primary anti- $\alpha$ SMA (Sigma, A2547; clone 1A4) in a 1:400 dilution, followed by secondary anti-mouse (Sigma, red channel, AF568) in a 1:300 dilution. Lastly, 3.5 $\mu$ L of Rhodamine Phalloidin (Sigma, A11055) counterstain in 500 $\mu$ L PBS and DAPI (1 $\mu$ g/mL) were applied. Imaging was done by confocal microscopy with 63x oil-immersion magnification using Zen Blue v3.12 (Zeiss). HALO v4.1 (Indica Labs) was utilized for the area quantification of fluorescence stains. To ensure the specificity in analyzing the expression of fibrotic markers, artificial lines were drawn to produce layers to capture single cells for the consecutive quantification. The five most representative single cell layers per treatment for each cell line, resulting in a total of 80 quantification data points, were obtained.

### **Flow cytometry**

Lungs were recovered from *Ephb4* control and *Ephb4* CKO mice after vascular perfusion with PBS, then minced and digested for 30 min at 37°C in 0.5 mg/ml collagenase VIII (Sigma). Single cells were filtered through a 70  $\mu$ m filter and 1 x 10<sup>6</sup> cells were labeled with a live/dead marker (eFlour780, Fisher) in PBS according to the manufacturer's instructions. Cells were

washed once, resuspended in 50  $\mu$ l of FACS buffer and labeled with CD45-PE-Cy7 (Biolegend, 30F11), F4/80-APC (Biolegend, BM8), CD31-PE (Biolegend, 390) and goat anti-EphB4 (R&D, AF446), followed by donkey anti-goat-AF488 secondary (Invitrogen, A11055). At least 100,000 events were acquired using a BD FACS-Canto II flow cytometer. Single cells, live cells, and either macrophages (CD45<sup>+</sup>/F4/80<sup>+</sup>) or endothelial cells (CD45<sup>-</sup>/CD31<sup>+</sup>) were gated. Geometric mean fluorescence intensity (gMFI) of EphB4 was determined for each gated population using FlowJo\_v10.8.4. Cell sorting of similarly labeled cell populations was performed on a BD FACS ARIA III cell sorter, and cells were lysed in RIPA buffer for Western blot analysis. Total EphB4 was detected by incubating the membrane with an anti-EphB4 antibody (R&D, AF446) at 1/250 dilution, followed by a donkey anti-goat HRP secondary antibody (1:10,000).

### **RNA isolation and qRT-PCR**

RNA isolation was performed using the TRIzol-chloroform method. Nanodrop was used to evaluate the quality of the RNA, and cDNA was generated using the QuantiTect<sup>TM</sup> Reverse Transcription kit (catalog 205311; Qiagen) according to the manufacturer's instructions. qRT-PCR was performed using SYBR<sup>TM</sup> Green PCR Master Mix (catalog 4309155; ThermoFisher) according to the manufacturer's instructions. qRT-PCR primer sequences can be found in **Supplementary Table 13**. CT values generated from qRT-PCR were analyzed according to the  $\Delta$ CT method and expressed as relative expression ( $2^{-\Delta CT}$ ).

# Supplementary material for: Identification of Ephrin type-B receptor 4 as a critical mediator of tissue fibrosis
**Source:** JCI Insight. 2025 Dec 22;10(24):e189156. doi: 10.1172/jci.insight.189156

# Source Images for “Identification of Ephrin type-B receptor 4 as a critical mediator of tissue fibrosis”

Figure 2A

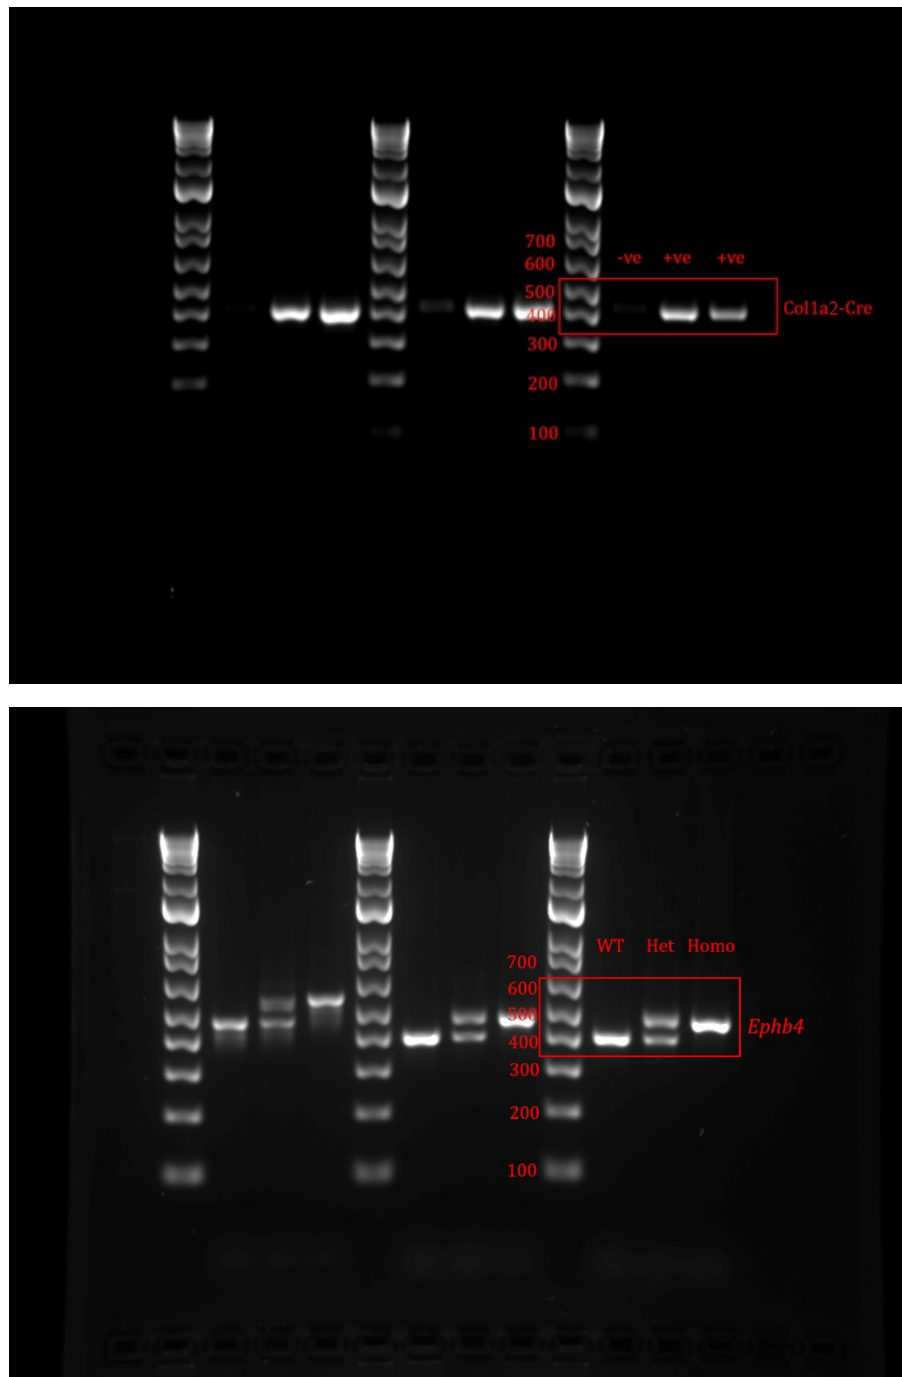

Figure 2B

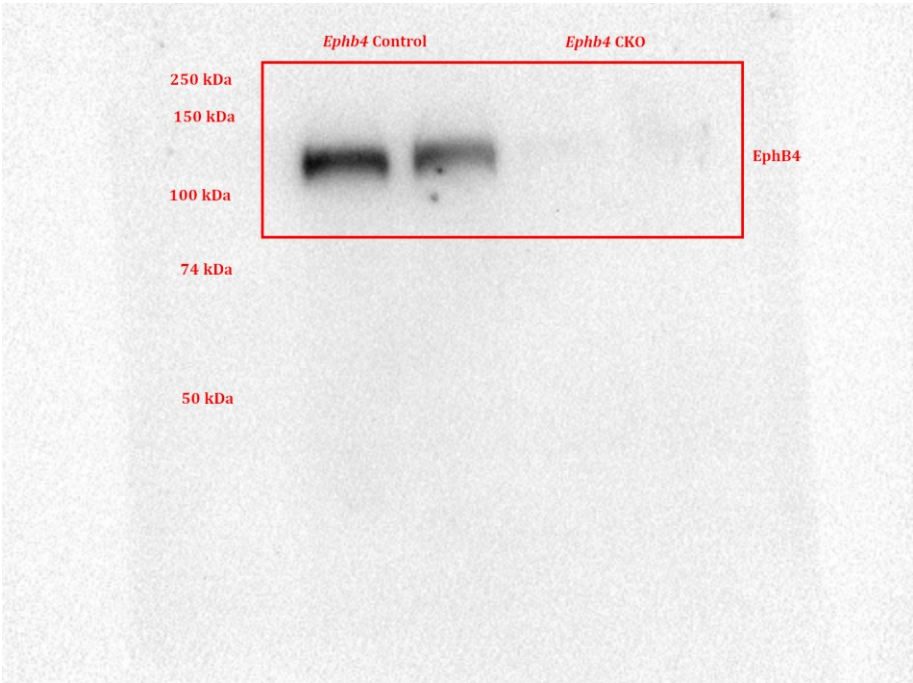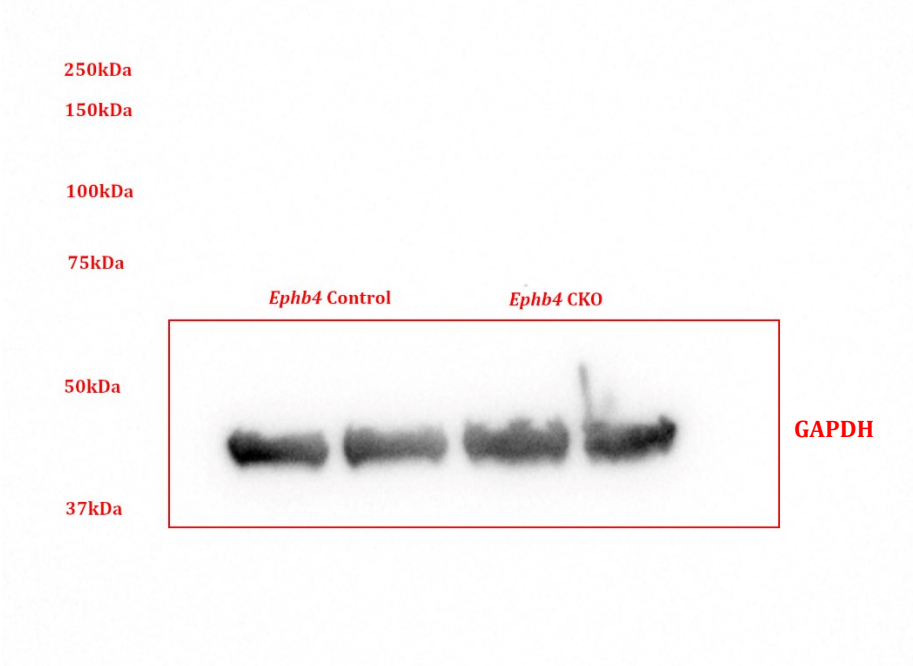

Figure 8A

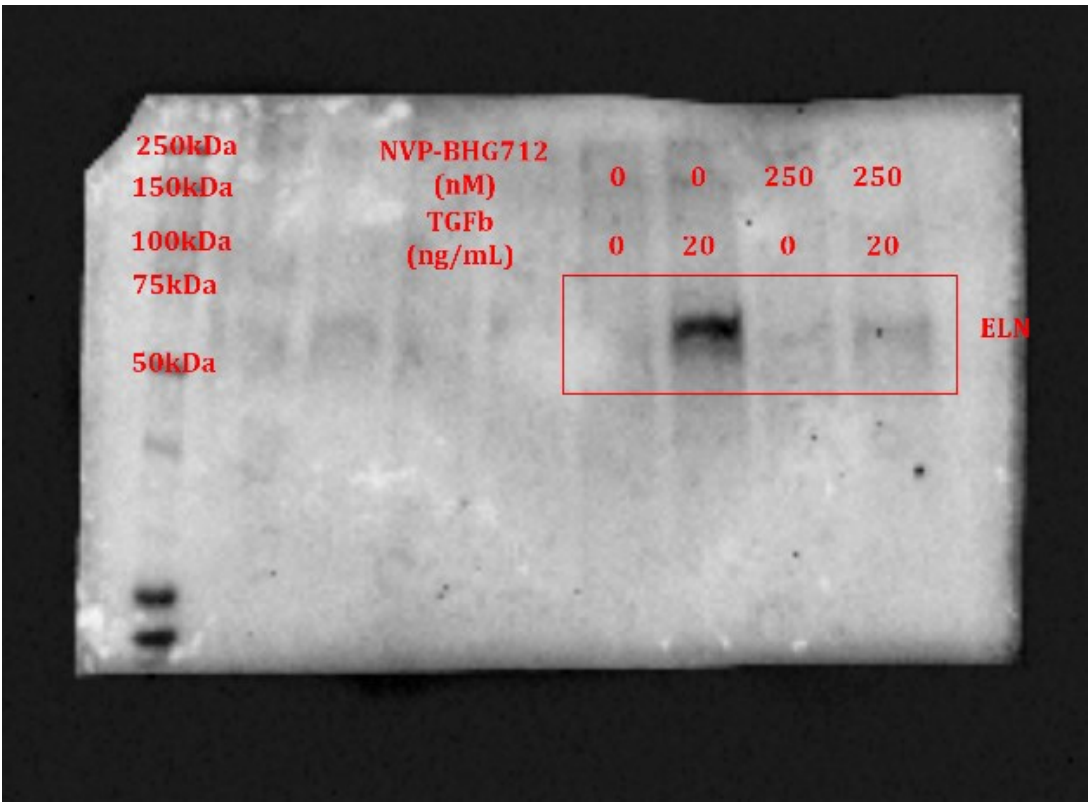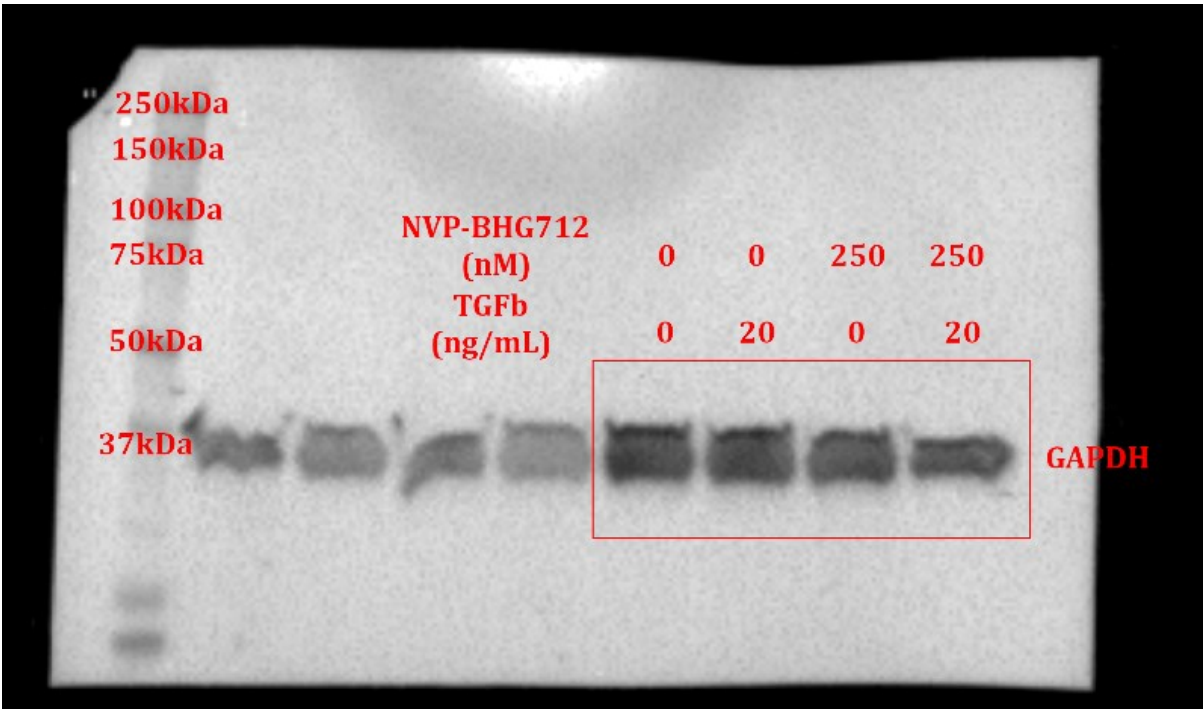

Figure 8B

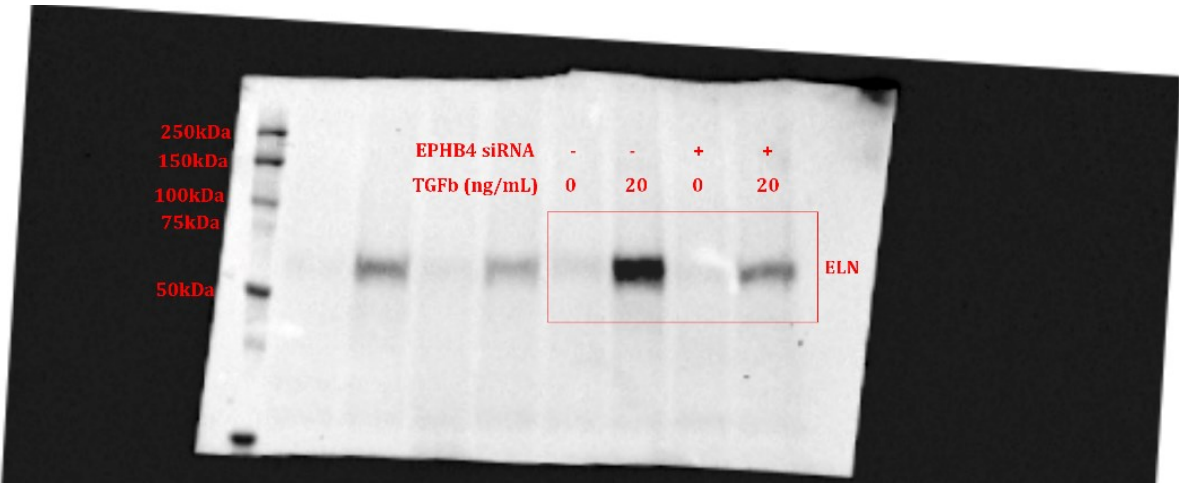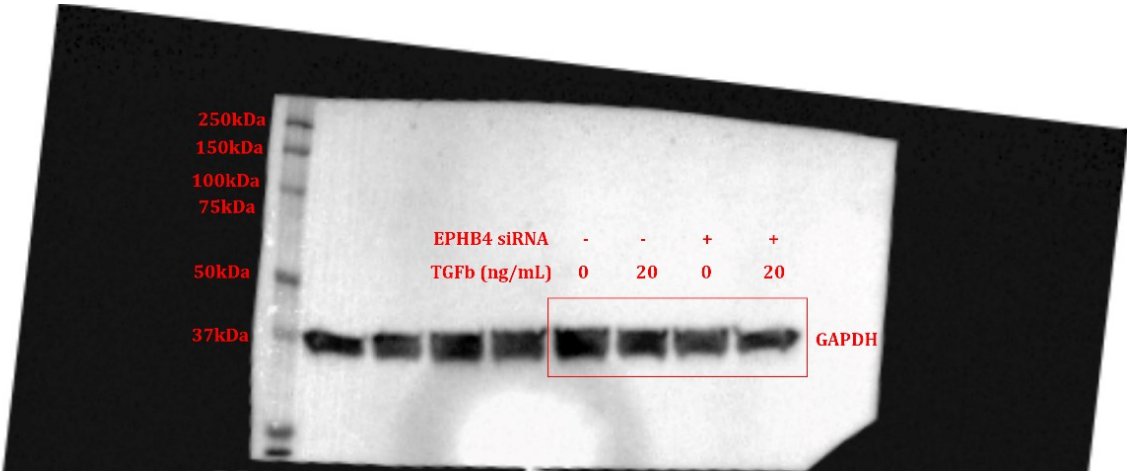

Figure 8C

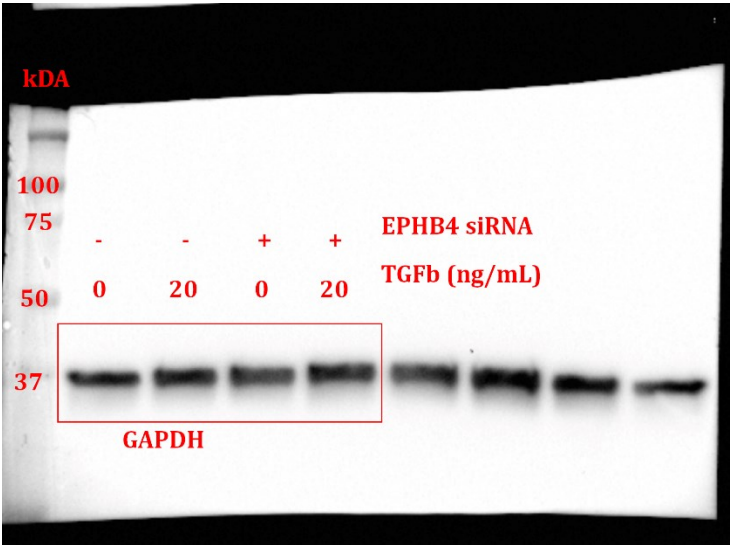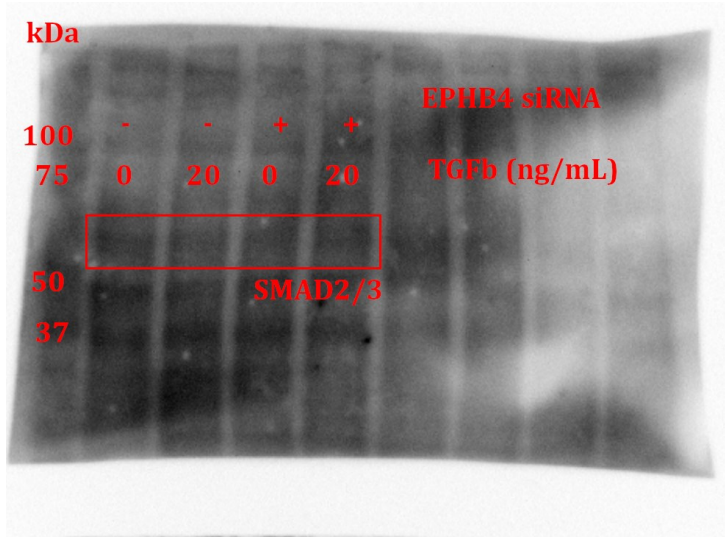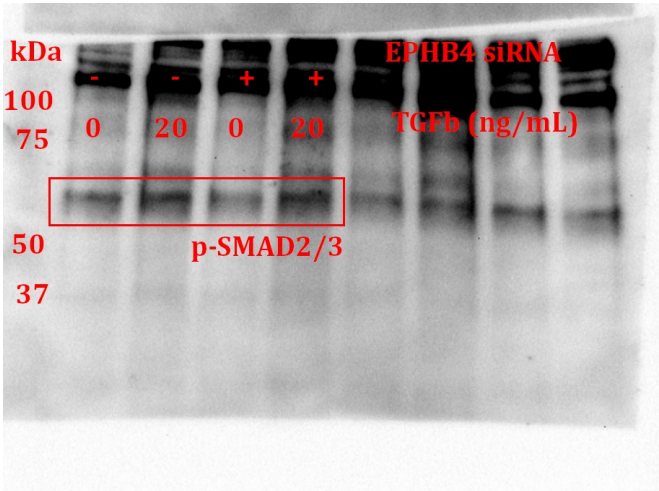

## Supplementary Figure 2B

EphB4 (top left panel)

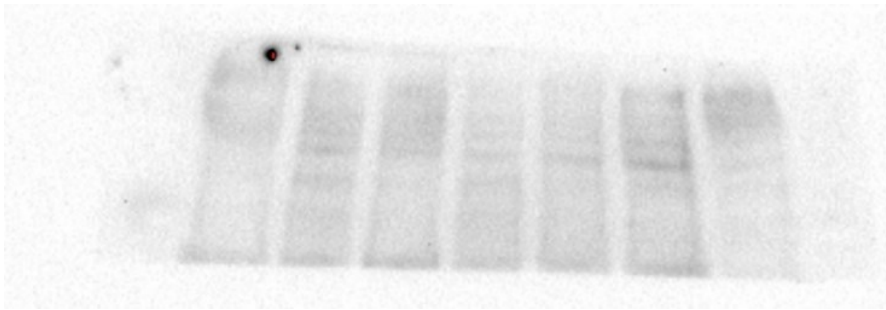

GAPDH (bottom left panel)

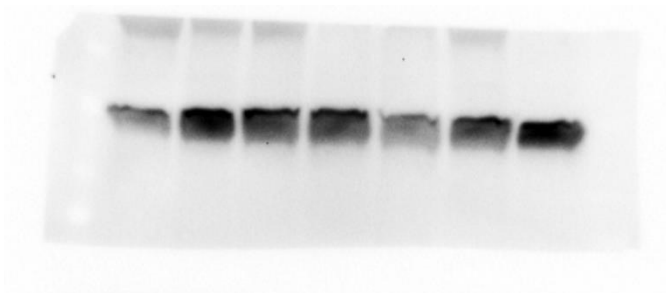

EphB4 (top right panel)

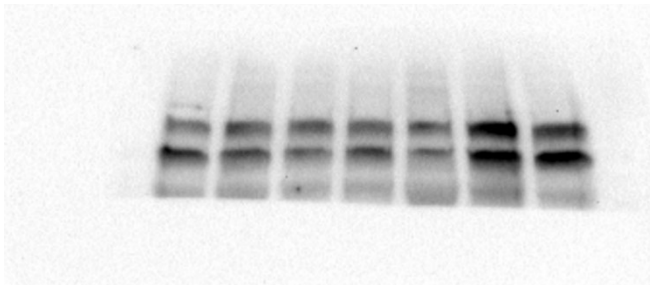

GAPDH (bottom right panel)

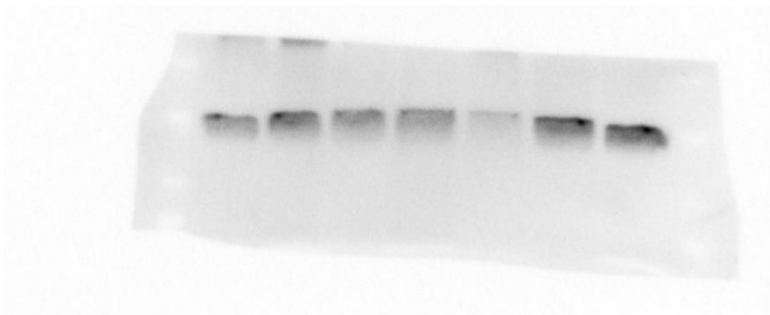

Supplementary Figure 4A

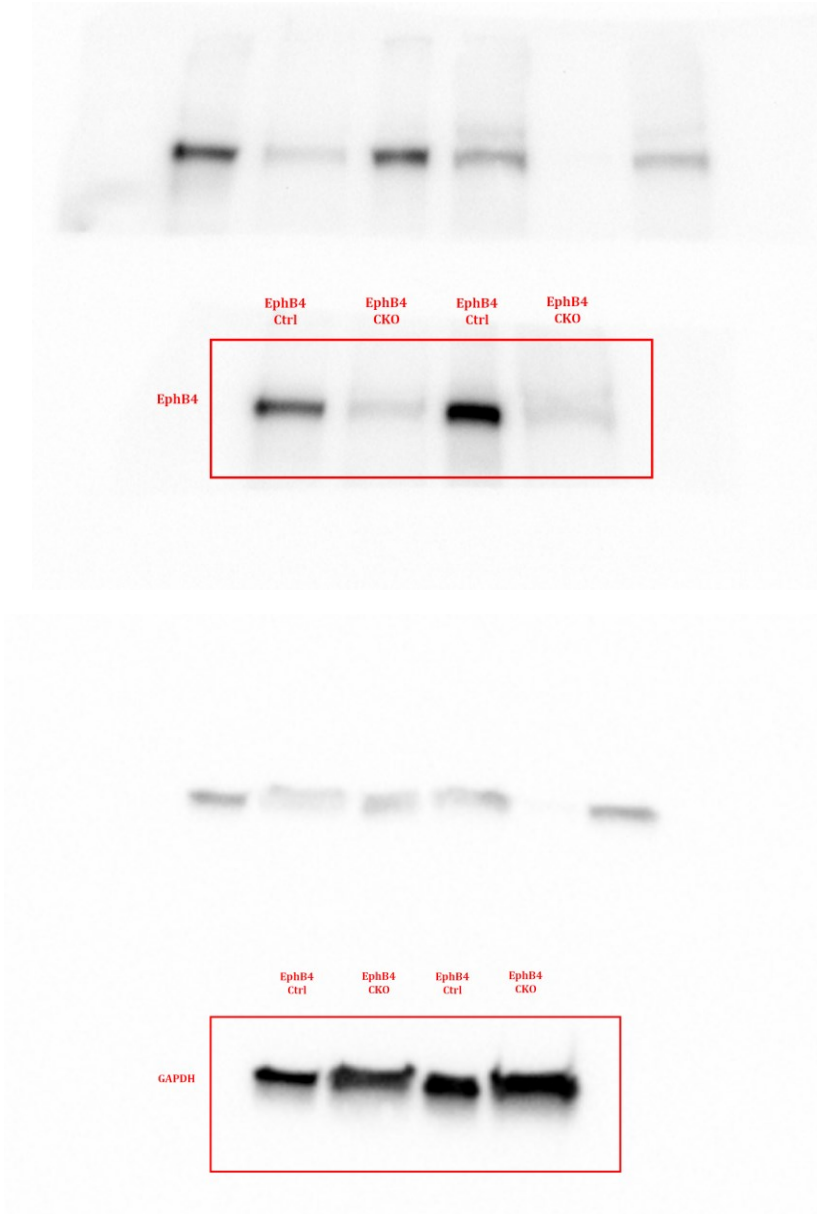

Supplementary Figure 5

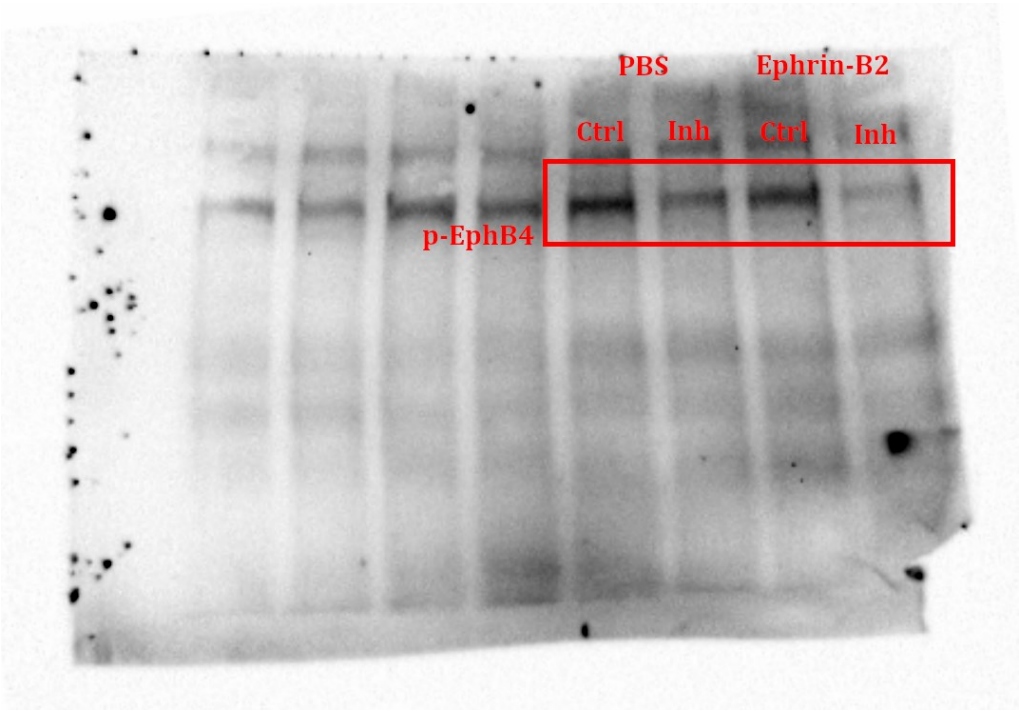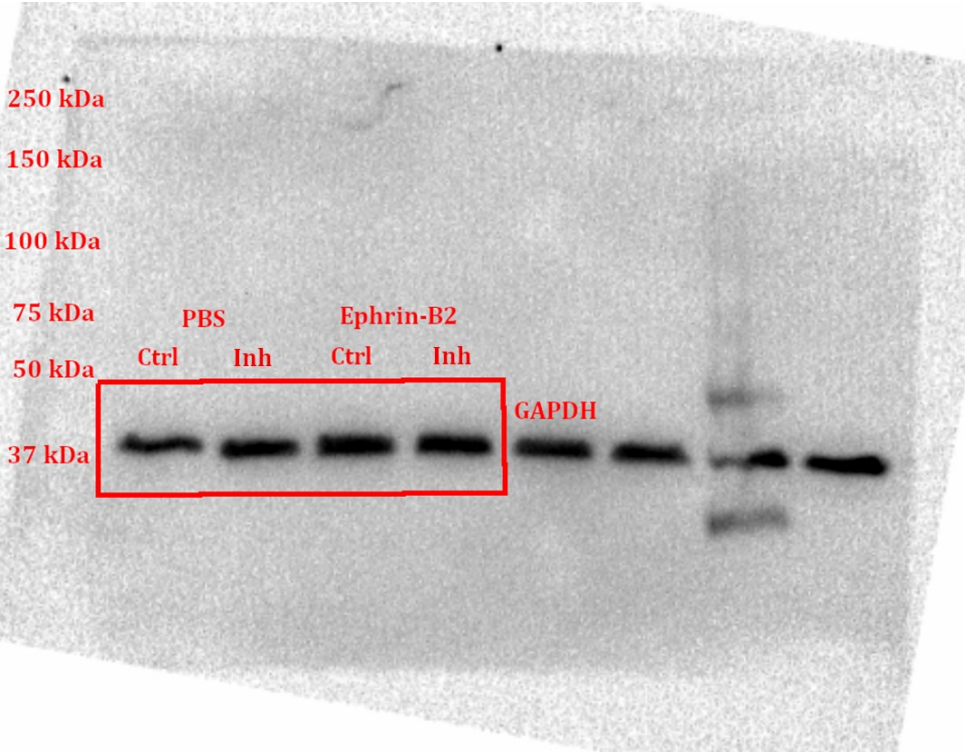

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

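Total RNA-Seq was measured in lung fibroblasts cultured from 17 mice: Ephb4 control mice given PBS (4) or bleomycin (4) and Ephb4 CKO mice given PBS (5) or bleomycin (4). Each library came from 1 mouse, and its group was taken from the sample labels and the paper's methods, which give the same numbers. All 17 columns of the deposited table matched a labelled mouse by name, and no column was left without a sample. The replicate numbers do not mark pairs of mice.

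The authors made the deposited counts. They trimmed adapters with Cutadapt, aligned the reads to GRCm38 with HISAT2 in strand-specific mode, estimated transcripts with StringTie against a reference annotation, and turned the result into whole-number counts per gene with StringTie's own script. These counts come from coverage, transcript length and read length (75 bp), so a gene's count depends on how StringTie divided coverage between overlapping or near-identical transcripts. The counts were not normalized by the authors before deposit. The paper then tested them with DESeq2 at default parameters, with the batch number as a covariate and false discovery rates by Benjamini-Hochberg. Its text does not name the batch of each library, and the batch term could not be repeated as the paper ran it.

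From the deposited counts, CPM was computed here with TMM library sizes. Genes with more than 10 CPM in at least 2 samples were kept, which left 10481 of 55421 genes, the number the paper gives; 20007 genes had no count in any library. The test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with 1 mean per group over all 17 libraries, no covariate, and Benjamini-Hochberg adjustment within each comparison at an adjusted p of 0.05. The comparisons were bleomycin versus PBS in Ephb4 control mice, Ephb4 CKO versus control after PBS, the same after bleomycin, bleomycin versus PBS in Ephb4 CKO mice, and the interaction of genotype and bleomycin. Standard errors of log2 fold changes were taken from the fold change and its F statistic. The common dispersion was 0.311, a biological coefficient of variation of 0.557. Gene lists were tested on voom log2 CPM with camera (limma 3.58.1, preset inter-gene correlation of 0.01), with camera at an estimated correlation and with fry. The lists were the study's ECM, ER cargo and protein transport genes and its NanoString CodeSet, all collagen chain genes, all chemokine genes with symbols starting Ccl or Cxcl, and marker genes of macrophages, fibroblasts, endothelial, epithelial, smooth muscle, neutrophil, mesothelial and lymphocyte types, written down from general knowledge. A library's marker score is the mean log2 CPM (prior count of 2) over the list's genes kept. Single values were compared with 2-sided exact permutation tests.

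The total count per library ranged from 66540022 to 120554468 (median 93075927). At this depth a group of libraries with at most 3 counts each was treated as at the floor for a gene, and such floors and intervals cover counting error only. Of the genes in the table, 55154 matched an identifier of GENCODE M21, which is on the paper's build GRCm38, and 53642 of them had the same symbol; positions and strands come from that annotation.

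The genes named are every mouse gene the paper's text names for this experiment, Col1a1 and Acta2, the first 3 genes of Supplemental Tables 2A, 2B and 2C, the genes labelled in Figure 3B, the marker genes, and the genes with the smallest p in each direction among those past the threshold whose groups did not overlap; Rnu3a's other identifier and the most abundant genes were added after their values had been seen. The result of 1 gene that these rules cover is not reported here. These rules, the comparisons, the lists and most alternatives were written down before the data were examined.

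The procedure was tested on simulated counts with the real means, library sizes and dispersions, in which 200 of 10481 genes were changed by a log2 fold change of 3. edgeR called 159 of the 200 (79.5%) in the comparison of 4 with 4 mice, with 8 unchanged genes among its calls. DESeq2 (version 1.42.0) called 172 with 58 unchanged genes, and limma voom called 123 with 5 unchanged genes. With a dispersion of 0.05 each tool called all 200.

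The alternatives were DESeq2 with and without a grouping of the animals by number series, limma voom with sample quality weights, RLE and upper quartile normalization, 2 other filters on low counts, only the groups compared, sex, number series or macrophage score as a covariate, only the animals of number series 12, both bleomycin comparisons adjusted together, another prior count, and each mouse left out in turn. Alternatives added later used the 2 sorted runs of columns in the deposited table (8 and 9 libraries) as a covariate in DESeq2 and in edgeR, the fibroblast score as a covariate, library sizes without 8 abundant noncoding genes, the libraries without the 3 whose sex genes go against the labels, and voom without weights. The human, NanoString, single-nucleus, histology and protein data of the paper were not analysed here, and the pathDIP and Reactome analyses were not repeated.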

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

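The regroupings for the interaction and the test of the fibroblast share were chosen after the lists' p-values and the marker genes had been seen, and the other tests in this part before.

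In 32 measures tested for a library far from the rest of its group (128 group tests), 3 values stood apart, fewer than the 6.4 expected by chance. Ephb4 control bleomycin mouse 1 had a macrophage score of 4.68, with 7.89 to 8.35 in the other 3 mice of its group, and Itga5 at 8.31 log2 CPM, with 7.08 to 7.20 in the others. Pxdn was 2.63 log2 CPM in Ephb4 CKO bleomycin mouse 4, with at least 4.31 in the others. Fewer macrophages in that culture may lie behind the macrophage value of mouse 1, which was not tested apart from the score itself. The higher macrophage genes of Ephb4 CKO mice rest on this mouse in part: the list's median log2 fold change was 1.26 with it and 0.91 without it, and the number of its genes with an unadjusted p under 0.05 fell from 7 to 2. Its total count lay inside the range of its group, so depth does not set it apart. No biological explanation of a single mouse was tested.

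The effect of Ephb4 ablation on 3 of the 5 lists drawn from the study differed between bleomycin and PBS in 1 of 2 tests that allow for correlated genes. For the interaction, fry gave an adjusted p of 0.0344 for the ECM genes, for the 22 ECM, ER cargo and protein transport genes together and for the NanoString CodeSet, and camera with an estimated correlation gave 0.0501 for each. The ER cargo and protein transport lists passed neither test (fry adjusted p of 0.0768 and 0.0661, camera with an estimated correlation 0.100 for each). All 11, 22 and 47 genes had an interaction below 0. Of 100 regroupings drawn from the 8820 possible, 2 gave as small a fry p for the ECM genes, 4 for the 22 genes and 4 for the CodeSet, the real one included. At the level of genes, 0 had an adjusted p under 0.05, and 56 of the 100 regroupings gave as many of them at an unadjusted p under 0.05 as the 363 observed. The lists were drawn by the study from the comparison after bleomycin, which favors a low interaction for the real grouping, so the ranks of the lists among the regroupings decide nothing. A different share of fibroblasts in the cultures is an open technical explanation, since the fibroblast score differed between genotypes by -3.97 after bleomycin and by -0.26 after PBS; with the PBS libraries as the guide, such a share would give 31.8% of the ECM genes' change after bleomycin. An effect of Ephb4 on these genes that needs bleomycin stays open beside it.

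Lyz2, which macrophages express strongly, took a median of 1.80% of all counts (0.112% to 3.42%), the fourth highest share of any gene in the table, in cultures described as fibroblasts. The paper reports a high purity of fibroblasts after 1 passage, by flow cytometry for PDPN, F4/80 and CD45 in cultures of 3 mice (Supplemental Figure 2, C and D); its text gives no marker genes of other cell types from the RNA-Seq. Lyz2 has a near-identical neighbor, Lyz1, between which the authors' counting could split reads. Ctsd (median 1.77%) and Psap (0.859%), which macrophages also express strongly, were abundant too, and Cd68 averaged 332 to 1215 CPM and Ptprc 155 to 380 CPM over the 4 groups. Macrophages in the cultures are a candidate source, as the list's 19 genes moved together between genotypes after bleomycin (median log2 fold change 1.26). In Ephb4 control PBS mouse 4 and Ephb4 CKO bleomycin mouse 4, Lyz2 had about 2928580 and 2290220 counts. Col1a1 had 36 and 131 there, and Col1a2 98 and 161. These counts argue against fibroblasts as the main source of Lyz2 in these libraries. The Ephb4 control bleomycin libraries held far more Col1a1, 86568 to 252554 counts, beside 104291 to 1972040 of Lyz2. How many of the list's 19 genes the fibroblasts express themselves could not be counted without a culture of known content. Of the 19, 0 appear in the paper's printed tables of top genes. Depth does not explain the share, since the groups' totals overlap.

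In 3 of 17 libraries the sex genes went against the recorded sex. Ephb4 control bleomycin mouse 2, recorded as female, had 109 CPM of the Y-linked genes and 0 CPM of Xist. Ephb4 CKO bleomycin mouse 1, recorded as male, had 303 CPM of Xist and 0 CPM of the Y-linked genes, and Ephb4 CKO bleomycin mouse 2, recorded as female, had 130 CPM of the Y-linked genes. A mislabelled sample would give this in these 3 libraries, either through a wrong sex in the record or through exchanged libraries. Exchanges among the 17 libraries alone cannot give all 3, since 2 recorded females and 1 recorded male went against the record. For at least 1 library the recorded sex is therefore wrong or the exchange reached outside the 17. Beyond this the counts do not say which. Some exchanges would mix the genotypes compared after bleomycin, while one between the 2 Ephb4 CKO mice would not. Without the 3 libraries the median log2 fold change of the 22 genes was -1.74. No biological explanation was tested.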

How the results depend on the processing

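Over the alternatives, 1580 values of single genes, lists and scores were recomputed. Of these, 1411 kept their direction and their side of the threshold, 153 kept their direction and passed the threshold, 16 reversed and 0 fell below it.

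The numbers of genes with an adjusted p under 0.05 depended on the tool. DESeq2 without a batch term called 166 genes for bleomycin versus PBS in Ephb4 control mice, 399 for Ephb4 CKO versus control after bleomycin, 1 for Ephb4 CKO versus control after PBS and 1 for bleomycin versus PBS in Ephb4 CKO mice. DESeq2 with the number series as covariate and both bleomycin comparisons adjusted together called 18 and 57. Limma voom with sample quality weights called 46 and 4651. DESeq2 with the 2 sorted runs of columns as covariate called 231 and 387, and 1 each for bleomycin versus PBS in Ephb4 CKO mice and for the interaction. With both bleomycin comparisons adjusted together it called 257 and 317. These fits with the sorted runs, those with the fibroblast score and without 3 libraries or 8 noncoding genes, and voom without weights were chosen after seeing the data, those with the sorted runs after a trial fit had given the paper's numbers. In simulated counts DESeq2 also called more unchanged genes (58) than edgeR (8); apart from this, and from the weights of 8.25 and 7.20 that voom gave to 2 Ephb4 control bleomycin libraries, the cause was not tested. The edgeR alternatives and voom without weights called 0 genes in each comparison they were run for; over these, the number at an unadjusted p under 0.05 for Ephb4 CKO versus control after bleomycin was 2119 as reported, 1335 with the number series, 2075 with sex, 351 with the macrophage score and 414 with the fibroblast score as covariate. With 1 mouse left out at a time, the number of genes called ranged from 0 to 2 for bleomycin versus PBS in Ephb4 control mice (2 without Ephb4 CKO bleomycin mouse 2), from 0 to 1 for Ephb4 CKO versus control after bleomycin (1 without Ephb4 control bleomycin mouse 2), and was 0 in every fit for the other comparisons, where 209, 101 and 363 genes had an unadjusted p under 0.05 with all mice.

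The Ephb4 log2 fold change after bleomycin ranged from -2.29 to -1.64 with 1 mouse left out and from -2.68 to -0.60 over the other alternatives; with sample quality weights it was -1.59 with an adjusted p of 0.00506 in limma, where the adjusted p over the alternatives ran up to 1.00. The number of the 22 genes lower by more than 1.5-fold was 17 to 21. All 22 were lower in every alternative. Their median log2 fold change ranged from -1.58 to -1.14 with 1 mouse left out and from -1.74 to -0.87 over the other alternatives. The ECM median ranged from -2.99 to -2.52 and from -3.29 to -1.20, the ER cargo median from -1.26 to -0.99 and from -1.28 to -0.74, and the protein transport median from -0.84 to -0.66 and from -0.85 to -0.48. The camera tests of the lists kept their side of the threshold. The fibroblast list's median went from -2.54 to -4.05 without Ephb4 CKO bleomycin mouse 2.

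The 16 reversed values belong to 3 genes, and 11 of them to Eln for bleomycin versus PBS in Ephb4 control mice, which was near 0 (-0.09). This log2 fold change was 4.36 with the animal number series, 2.02 with the macrophage score and 3.43 with the sorted runs as covariate in edgeR, 4.49 in DESeq2 with the animal number series, 3.66 in DESeq2 with the sorted runs (with and without joint adjustment), 5.31 and 5.90 in limma voom with and without weights, and 7.67, 0.10 and 0.07 without Ephb4 control PBS mouse 3 and Ephb4 control bleomycin mice 3 and 4. Marco after bleomycin was -0.51 within number series 12, a fit with fewer mice. Pdgfra after bleomycin was 1.19 with the fibroblast score, to which it contributes, as covariate. Eln after PBS was 1.75 with the macrophage score as covariate and 5.14 without Ephb4 control PBS mouse 3 (-8.08 without Ephb4 CKO PBS mouse 3), and its interaction was 0.63 without Ephb4 CKO PBS mouse 3 (-12.59 without Ephb4 control PBS mouse 3); 1 library in each PBS group holds most of its counts. The reversal with the macrophage score was not tested for a cause.

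No paired analysis was possible because the mouse numbers do not mark mice that belong together and the groups differ in size. Why edgeR called so few genes was not settled: the spread between mice is large (biological coefficient of variation 0.557), but with simulated counts of that spread edgeR called 79.5% of the genes changed by a log2 fold change of 3. For genes at a few counts, such as Eln in Ephb4 CKO mice given bleomycin, the fold change rests on 0 to 32 counts.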

Differences from the paper's values

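The 2 sorted runs of columns were noticed in the deposited table before any test, because the sequencing is described as 2 runs of these sizes; a trial fit with them had already given the paper's numbers when they were added to the alternatives, so how near they come to the paper is no independent evidence.

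For bleomycin versus PBS in Ephb4 control mice the paper reports 257 DEGs (155 upregulated and 102 downregulated), and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 (0 higher and 0 lower), with 1494 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 without a batch term called 166 genes, of which the 68 lower genes were within 1.5 times the paper's number and the 98 higher genes and the total were not; none of the others came within 1.5 times of any of the 3 numbers. For Ephb4 CKO versus control after bleomycin the paper reports 317 DEGs (103 upregulated and 214 downregulated), and edgeR called 0 (0 higher and 0 lower), with 2119 at an unadjusted p under 0.05. DESeq2 without a batch term called 399 (145 higher and 254 lower), within 1.5 times of all 3 numbers, and no other alternative set before the data were examined did. DESeq2 with the 2 sorted runs of columns in the deposited table as a covariate called 231 (139 higher and 92 lower) and 387 (130 higher and 257 lower), and with both comparisons adjusted together 257 (155 higher and 102 lower) and 317 (103 higher and 214 lower), the paper's numbers; these 2 settings were chosen after seeing the values.

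The genes the paper calls and edgeR does not, such as those of Supplemental Tables 2A to 2C, had adjusted p-values from 0.118 to 0.332 in edgeR. Settings that call some of them are DESeq2 without a batch term, DESeq2 with the number series as covariate, DESeq2 with the sorted runs as covariate, limma voom with sample quality weights, and edgeR without Ephb4 CKO bleomycin mouse 2 (Disp1) or without Ephb4 control bleomycin mouse 2 (Mbd1).

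The paper's Supplemental Table 2B gives Rnu3a a log2 fold change of -26.5 (standard error 4.39, the paper's), and edgeR gave -13.37. DESeq2 without a batch term gave -27.67 and edgeR with the number series as covariate -24.53, both within the paper's error; the other alternatives set before the data were examined did not, including the fit without Ephb4 control bleomycin mouse 1, which leaves no count of this identifier in either group. The Ephb4 CKO libraries after bleomycin all have 0 counts of it, so each of these values depends on how a tool treats 0 counts.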

Other observations

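The test of libraries with neighboring animal numbers, that of the 2 identifiers of Rnu3a and that of the collagen chain genes were chosen only after the result had been seen; the splits other than those for edgeR's adjusted p and the tests of the fibroblast share, GC content, gene length and noncoding genes were added after the comparisons had been seen, but before their own outcome.

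Other splits of the same libraries were fitted to see how often they give as many genes. With edgeR's adjusted p, all 35 splits of the 8 libraries gave as many genes as the 0 called for bleomycin versus PBS in Ephb4 control mice, and so did all 35 for Ephb4 CKO versus control after bleomycin, and 100 of 100 drawn for each of Ephb4 CKO versus control after PBS (126 possible), bleomycin versus PBS in Ephb4 CKO mice (126 possible) and the interaction (8820 possible). Every split reaches 0 genes, so these numbers were fixed in advance and decide nothing. At an unadjusted p under 0.05, 1 of the 35 splits, the real one, gave as many as the 2119 genes for Ephb4 CKO versus control after bleomycin (median 175 and highest 945 over the others). For bleomycin versus PBS in Ephb4 control mice 4 of the 35 gave as many as 1494 (highest 2006), for Ephb4 CKO versus control after PBS 90 of 100 gave as many as 209, and for bleomycin versus PBS in Ephb4 CKO mice 95 of 100 gave as many as 101. DESeq2's calls for Ephb4 CKO versus control after bleomycin were reached by 1 of 35 splits, with or without the sorted runs of columns as covariate (highest of the others 42 and 37). Its calls for bleomycin versus PBS in Ephb4 control mice were reached by 4 of 35 splits without and 3 of 35 with that covariate. The 20 of 22 genes over 1.5-fold were reached by 1 of 35 splits, as were the camera p-values of the ECM, ER cargo and protein transport lists and the CodeSet; the study drew these lists from the DEGs of the real split, which puts it first, so these ranks decide nothing. The fibroblast and macrophage lists were not drawn from these libraries. For them, 4 and 8 of the 35 splits gave as small a camera p. In the fry test the real split had the lowest p for both lists. It was 0.0156 for the fibroblast list (next 0.0321) and 0.0297 for the macrophage list (next 0.0717). The tests thus disagree, and chance stays open for both. The splits that follow recorded sex or the sorted runs of columns gave 379 and 105 genes at an unadjusted p under 0.05 in the comparison after bleomycin, fewer than the real one. For Ephb4 CKO versus control after PBS these splits gave 606 and 1505 genes, more than the real one, and with recorded sex or the sorted runs as a covariate 160 and 147 genes remained. For bleomycin versus PBS in Ephb4 CKO mice they gave 797 and 845, and 70 and 77 remained.

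After bleomycin, ECM genes were lower and immune genes higher in Ephb4 CKO than in control mice, and several technical explanations were set against this. The values below argue against most of them as the whole cause. With recorded sex as a covariate the 22 genes kept 99.1% of their median log2 fold change, with the number series 97.1%, and without 8 abundant noncoding genes 98.6%. The ECM genes alone kept less, 77.7% with recorded sex and 70.7% with the number series, and the macrophage genes kept 77.7% with the series, so these covariates can account for part of those changes but left more than 50% of each. The recorded sex goes against the sex genes in 3 of the 8 libraries, so its covariate says little; by the sex genes each of the 2 groups holds both sexes, and the 22 genes were apart between the genotypes in all 8 libraries, which sex as the whole cause does not allow. Against genes of the same twentieth of GC content they kept 99.6%, and of gene length 99.7%. The library sizes overlap (88854733 to 120554468 in Ephb4 control and 87693246 to 105277052 in Ephb4 CKO mice), which argues against library size as the whole cause. Library size would also tie the change to expression level. The correlation of the log2 fold change with mean log2 CPM across genes was 0.243 (Spearman, genes not being independent replicates). This value does not decide, because there was no value for equal library sizes to set it against.

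The content of the cultures stayed open. The macrophage genes were higher in Ephb4 CKO (median log2 fold change 1.26). With the macrophage score as a covariate the ECM genes kept 59.1% of their median and the ER cargo and protein transport genes 82.3%, but the score is itself apart between the genotypes, so these values cannot be told apart from a direct effect. A lower share of fibroblasts was tested with the slopes of each gene on the fibroblast score in the 9 PBS libraries, times the difference of -3.97 in that score after bleomycin. Across the genes kept outside the fibroblast list, the changes given this way correlated with the observed ones at r = 0.815 (rho = 0.754). A permutation test of the PBS libraries' scores, 1-sided over 10000 draws, gave p = 0.0206. The 95th percentile of the permuted r was 0.766. The correlation is across genes, and genes are not independent replicates. For the 17 collagen chain genes outside the other lists the slopes gave 102% of the observed median change (78.5% to 114% with 1 PBS library left out). For the ECM genes they gave 31.8% (22.1% to 38.2%), a median of -0.93 against -2.93, and for the ER cargo and protein transport genes 32.7% (5.13% to 51.6%), a median of -0.29 against -0.90. For Ephb4 itself they gave 81.6% (66.8% to 100%), a change of -1.53 against -1.87, so the lower Ephb4 level after bleomycin could reflect in large part fewer fibroblasts in the cultures and does not by itself measure the loss of Ephb4 per cell. A lower share of fibroblasts may therefore account for the collagen chain genes and could account for part of the others; for those the 2 genotypes' fibroblasts and their share cannot be told apart, because bleomycin itself could change the slopes. As a biological hypothesis, loss of Ephb4 in Col1a2-expressing cells could lower the share of fibroblasts that grow out in culture, which was not tested. The 27 other members of the ER cargo and transport gene families had a median log2 fold change of -0.03, with 15 lower, so no shift of these families as a whole was seen; the members that the study found lower are not among the 27, so this does not decide how specific the change is. Endothelial and epithelial genes, given below, did not rise as a lower share of fibroblasts alone would have them do, but their spread is too wide to decide.

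The other marker lists in the comparison after bleomycin gave less. The 4 smooth muscle genes were lower (median log2 fold change -2.38, camera adjusted p = 0.00134), 6 of 7 endothelial genes were lower (-0.89, camera adjusted p = 0.348), the 6 epithelial genes were 3 lower and 3 higher (0.09, camera adjusted p = 0.603), both neutrophil genes kept were higher (1.84, camera adjusted p = 0.284) and the 1 mesothelial gene kept, Msln, was at -0.35 (camera adjusted p = 0.705). The 14 fibroblast genes were all lower (-2.54, camera adjusted p = 1.28e-06; fry adjusted p = 0.0313), of which 5 had an unadjusted p under 0.05; this number was 1 without Ephb4 CKO bleomycin mouse 1, 3 or 4 and 9 without mouse 2. None of the 6 lymphocyte genes passed the filter on low counts. Of the fibroblast list, 6 genes are also collagen chain genes, and 0 appear in the paper's printed tables of top genes. Krt8 ranged from 10.9 to 1045 CPM and Krt18 from 8.07 to 689 CPM over the libraries. The first principal component of log2 CPM held 47.5% of the variance and followed the fibroblast score (r = -0.943, rho = -0.929 over 17 libraries).

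The effects of bleomycin in Ephb4 control mice and of Ephb4 ablation after bleomycin were near mirror images, with a correlation of -0.914 across genes. Both use the same 4 Ephb4 control bleomycin libraries, which alone gives a negative correlation: 20 simulations of unchanged groups gave -0.521 to -0.473, and 10000 regroupings of the 12 libraries a median of -0.542. A correlation as negative came up in a share of 0.0226 of the regroupings, so the shared libraries alone do not account for it. Of DESeq2's 166 and 399 genes 114 were shared, all 114 with opposite signs. A return toward the PBS state in Ephb4 CKO mice and a lower share of fibroblasts could both give this and were not separated. For bleomycin versus PBS in Ephb4 CKO mice, which the paper does not report, 0 genes had an adjusted p under 0.05 and 101 had an unadjusted p under 0.05 (26 higher and 75 lower).

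In the 166 genes DESeq2 calls for bleomycin versus PBS in Ephb4 control mice, the number series as a covariate left 78.5% of the median size of the change in edgeR. All 4 bleomycin and 1 of the 4 PBS mice belong to series 12, so for these genes the series and bleomycin cannot be told apart.

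A mislabelled sample was also weighed for the Ephb4 counts. In 4 libraries Ephb4 lay outside the range of the rest of its group and inside that of the other genotype, which overlapping groups give without any mislabelled library, so the 2 cannot be told apart. The fibroblast score did not follow recorded sex (exact permutation test, p = 0.793), which the sex genes contradict in 3 of the 17 libraries.

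Libraries with neighboring animal numbers were more alike. The 11 pairs with neighboring numbers, 10 of them across groups, differed by a median of 0.296 (log2 CPM), and the other pairs of the 136 by 0.399 (permutation test, p = 0.00880). Shared cages, litters or days of culture may lie behind this; the labels do not say, and no biological explanation was tested.

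Rnu3a is listed under 2 identifiers on chromosome 10 of GRCm38, ENSMUSG00000065870 from 40258467 to 40258680 and ENSMUSG00000106147 from 40258467 to 40258679, both on the forward strand. The second, which the paper lists as strongly lower in Ephb4 CKO mice after bleomycin, had counts in 3 libraries, 6779 in Ephb4 control bleomycin mouse 1, 10478 in Ephb4 control PBS mouse 4 and 1499 in Ephb4 CKO PBS mouse 5, and in these the first had 17, 18 and 13. In the other libraries the first held 3016 to 8483 counts and the second 0. The counts of both together differed between Ephb4 CKO and control after bleomycin by 0.37 in log2 CPM (exact permutation test, p = 0.171). Counts assigned to either identifier at one locus are thus a likely explanation of the listed change, a hypothesis tested on the data that raised it.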
